# Transcriptomic and proteomic analyses of a pale-green durum wheat mutant shows variations in photosystem components and metabolic deficiencies under drought stress

**DOI:** 10.1186/1471-2164-15-125

**Published:** 2014-02-12

**Authors:** Ariadna Peremarti, Caterina Marè, Alessio Aprile, Enrica Roncaglia, Luigi Cattivelli, Dolors Villegas, Conxita Royo

**Keywords:** Chlorophyll content, Oxidative stress, Pale-green mutant, Proteomics, Transcriptomics, *Triticum turgidum* L var. *durum*, Water stress

## Abstract

**Background:**

Leaf pigment content is an important trait involved in environmental interactions. In order to determine its impact on drought tolerance in wheat, we characterized a pale-green durum wheat mutant (*Triticum turgidum* L. var. *durum*) under contrasting water availability conditions.

**Results:**

The pale-green mutant was investigated by comparing pigment content and gene/protein expression profiles to wild-type plants at anthesis. Under well-watered (control) conditions the mutant had lower levels of chlorophylls and carotenoids, but higher levels of xanthophyll de-epoxidation compared to wild-type. Transcriptomic analysis under control conditions showed that defense genes (encoding e.g. pathogenesis-related proteins, peroxidases and chitinases) were upregulated in the mutant, suggesting the presence of mild oxidative stress that was compensated without altering the net rate of photosynthesis. Transcriptomic analysis under terminal water stress conditions, revealed the modulation of antioxidant enzymes, photosystem components, and enzymes representing carbohydrate metabolism and the tricarboxylic acid cycle, indicating that the mutant was exposed to greater oxidative stress than the wild-type plants, but had a limited capacity to respond. We also compared the two genotypes under irrigated and rain-fed field conditions over three years, finding that the greater oxidative stress and corresponding molecular changes in the pale-green mutant were associated to a yield reduction.

**Conclusions:**

This study provides insight on the effect of pigment content in the molecular response to drought. Identified genes differentially expressed under terminal water stress may be valuable for further studies addressing drought resistance in wheat.

## Background

The leaf chlorophyll content of plants determines their capacity to absorb energy from sunlight and is therefore considered a measure of photosynthetic potential [1]. Plants typically respond to water stress by reducing the leaf chlorophyll content, and hence their photosynthetic activity [2]. Genotypes that tolerate water stress tend to have more leaf chlorophyll and lower canopy temperatures when stressed [1]. In contrast, genotypes that are susceptible to water stress often have higher canopy temperatures [3], and when such plants are well-watered, with their stomata fully open, water evaporation causes leaf cooling [4]. The ability of a genotype to remain green under water stress conditions may therefore enhance photoassimilation, thus increasing productivity and grain filling [5]. In contrast to these general statements, a low level of leaf chlorophyll can limit the interception of light to avoid oxidative damage caused by excess radiation [6] and could be considered a desirable trait under water stress conditions [4]. The optimization of photosynthesis in crops under water stress therefore requires a productive balance between assimilation under favorable conditions and the avoidance of excess radiation under stress [4].

Chlorophylls and carotenoids play an important role in photoassimilation and the synthesis of both molecules is coupled to chloroplast development [7]. Thylakoid organization is coordinated with the expression of nuclear genes, encoding pigment-binding proteins that are imported into the chloroplast to assemble the photosynthetic complexes and the expression of chloroplast encoded genes [8,9]. This process is tightly regulated, so mutants deficient in chlorophyll content can arise not only through the disruption of chlorophyll biosynthesis but also via processes related to photosystem assembly and light-harvesting activity [10,11]. Such chlorophyll mutants have been used to study the function of photosynthetic components as described in rice e.g. [12,13], barley e.g. [14-17] and wheat e.g. [18-20].

Carotenoids are involved in photoprotection and in light harvesting, and different carotenoids play different roles in the photosynthetic complexes. For example, only β-carotene is present in the reaction centers whereas xanthophylls are present in the antennal light harvesting complex (LHC) where each protein has a specific carotenoid complement that ensures maximum photosystem efficiency [21]. Lutein is involved in light harvesting and the quenching of ^3^Chl states [22] and violaxanthin can be replaced by zeaxanthin if the de-epoxidation cycle is activated by photosystem saturation following the absorption of excess light. Zeaxanthin helps to prevent photo-inhibition by dissipating the excess of energy as heat, either by direct quenching or by inducing conformational changes in the LHC proteins [23]. Photo-inhibition is an early consequence of excess light and other environmental stresses, reducing photosynthetic activity and leading to pigment photo-oxidation, the production of reactive oxygen species (ROS) and ultimately cell death [24]. Chloroplasts and mitochondria are the primary sources of ROS, which damage cells by oxidizing nucleic acids, proteins and lipids. However, low concentrations of ROS act as potent signaling molecules that coordinate responses to abiotic stress, pests and pathogens [25]. The balance between ROS production and scavenging by antioxidants can be disrupted by different forms of stress [26].

Wheat is a staple crop that plays a major role in global food security. Conventional breeding strategies have been used to increase grain yields and stress tolerance, but in order to feed a growing population it will be essential to include molecular breeding as well as conventional approaches to achieve further substantial gains [27,28]. Gene expression profiling with microarrays has been used to characterize the response of wheat to heat and drought stress [29], cold [30], *Fusarium* infection [31] and phase-transition [32], and to investigate the molecular basis of grain quality traits [33]. In the context of drought stress, Krugman et al. [34] compared resistant and susceptible wild emmer genotypes to investigate the overlapping regulatory and signaling processes overrepresented in the drought-resistant genotype and to identify candidate genes for drought tolerance. Proteomics has also been used to investigate the response of wheat to nitrogen [35], salinity stress [36,37], low temperatures [38] and drought [39,40]. Poor correlation between transcriptomic and proteomic data has been reported in some stress experiments although such complementary information highlights the multilevel regulation of responses to complex environments [41,42].

Most of the experiments discussed above involved genotypes with contrasting phenotypes and different genetic backgrounds, an approach that allows many genes and stress tolerance strategies to be identified, but makes it difficult to characterize specific genotype-phenotype relationships. This can be achieved in experiments that involve genotypes differing at a single locus e.g. [30]. In order to control for genetic background effects, we compared a pale-green mutant (M) and its wild-type mother variety (WT) to determine the impact of leaf pigment content on gene and protein expression. We studied the chlorophyll and carotenoid content as well as the transcriptomic and proteomic profiles of the mutant and wild-type plants under well-irrigated (control) conditions and terminal water stress. We also tested the performance of the mutant and wild-type plants under irrigated (control) and rain-fed field conditions in order to assess the effect of the mutation on biomass accumulation and grain yield.

## Results

### Chloroplast ultrastructure

Wild-type and mutant leaf sections at the tillering stage were compared by transmission electron microscopy (TEM). As shown in Figure 1, lens-shaped chloroplasts were present in the wild-type mesophyll cells whereas those in the mutant plants were typically cylindrical. The thylakoid grana of the wild-type chloroplasts appeared to be connected by continuous intergranal lamellae parallel to the long axis of the chloroplast, whereas the mutant grana appeared to be disconnected and disorganized within the chloroplast stroma. Osmiophilic lipid globules (plastoglobules) were more abundant in the mutant chloroplasts (shown by arrows in Figure 1C and Figure 1D).

**Figure 1:**
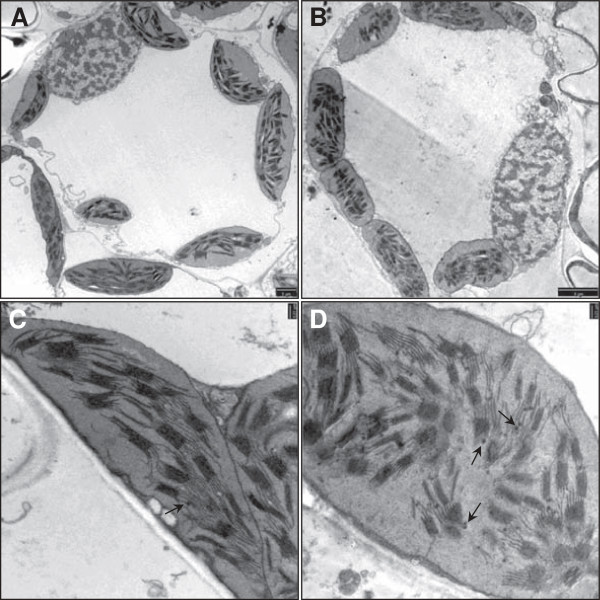
**Chloroplast ultrastructure.** Transmission electron microscopy (TEM) images of a mesophyll cell from **(A)** wild-type and **(B)** pale-green mutant leaf (Bar: 5 μm). **(C)** Detail of wild-type and **(D)** mutant chloroplasts, the latter showing a disorganized pattern of unconnected grana and several plastoglobules (arrows; Bar: 0.23 μm).

### Physiological responses and field measures

Water stress was applied to plants in the glasshouse by reducing the soil water content at anthesis. This increased the negative value of the midday flag leaf water potential (Ψ_W_), reduced the leaf conductance to water vapor values (g_s_) and reduced the mean net photosynthetic rate (An) but differences between genotypes were not statistically significant (Table 1). In the field, differences in aboveground biomass were significant only under rain-fed conditions, but the grain yield of the mutant plants was reduced by 10.3% under irrigated conditions and by 14.3% under rain-fed conditions, compared to wild-type plants in the same environment (Table 2).

**Table 1:** Analysis of variance and mean values for physiological traits under glasshouse conditions

	**Booting**				**Anthesis**			
	**SWC**	**Ψ**_**W**_	**g**_**s**_	**An**	**SWC**	**Ψ**_**W**_	**g**_**s**_	**An**
	**(%)**	**(Mpa)**	**(mol m**^**-2 **^**s**^**-1**^**)**	**(μmol m**^**-2 **^**s**^**-1**^**)**	**(%)**	**(Mpa)**	**(mol m**^**-2 **^**s**^**-1**^**)**	**(μmol m**^**-2 **^**s**^**-1**^**)**
**A) ANOVA F-values**								
Effect								
Water treatment	0.36 n.s.	0.33 n.s.	0.040 n.s.	1.28 n.s.	405 ^***^	218.5 ^***^	90.1 ^***^	23.5 ^***^
Genotype	0.02 n.s.	0.33 n.s.	0.001 n.s.	1.07 n.s.	1.96 n.s.	3.56 n.s.	0.080 n.s.	0.83 n.s.
Water treatment x genotype	0.05 n.s.	8.22 n.s.	0.100 n.s.	0.97 n.s.	0.52 n.s.	0.61 n.s.	0.001 n.s.	2.00 n.s.
**B) Mean values**								
Water treatment								
Control	47.1	-0.500	0.255	10.03	47.2 ^a^	-0.555 ^a^	0.368 ^a^	15.94 ^a^
Water stress	48.9	-0.525	0.255	10.49	13.5 ^b^	-1.205 ^b^	0.135 ^b^	10.85 ^b^
Control								
Wild-type	46.5	-0.550	0.254	10.32	45.4	-0.580	0.365	14.72
Mutant	47.6	-0.450	0.257	9.73	48.9	-0.530	0.371	17.16
Water stress								
Wild-type	49.0	-0.450	0.259	10.50	12.9	-1.250	0.131	11.11
Mutant	48.7	-0.600	0.251	10.49	14.0	-1.160	0.139	10.58

A) F-values of the analysis of variance and, B) means of soil water content (SWC), flag leaf water potential (Ψ_W_), stomatal conductance (g_s_) and net photosynthetic rate (An) for each water treatment and for the wild-type and the mutant plants under control and water stress conditions. Water stress started at booting. ***P < 0.001, n.s. *P* > 0.05. For each variable, water treatment means with different letters are significantly different for a Tukey test.

**Table 2:** Yield and biomass under field conditions

**Water regime**	**Genotype**	**Yield (kg/ha)**	**Biomass (g/m**^**2**^**)**
Irrigated	WT	7913^a^	1093^a^
	Mutant	7101^b^	1056^a^
Rainfed	WT	5881^a^	859^a^
	Mutant	5041^b^	744^b^

Average values of grain yield and aboveground biomass were determined at anthesis in the wild-type (WT) and the pale-green mutant. Data represent means of 3 years of field experiments. Genotype means with different letters within a water regime differ at *P* = 0.05.

### Pigment content

The total carotenoid and chlorophyll levels in the flag leaves at anthesis under well-watered (control) conditions were significantly lower in the mutant than the wild-type, but differences in antheraxanthin and zeaxanthin levels were not statistically significant (Table 3). Under water stress conditions, only the antheraxanthin content differed significantly between wild-type and mutant leaves, whereas the total carotenoid and chlorophyll contents were similar in both genotypes. The xanthophyll de-epoxidation cycle appeared to be induced in the mutant plants under control conditions. Whereas under terminal water stress, wild-type plants increased the de-epoxidation rate, mutant plants did not. Therefore, there was no statistically significant difference between the genotypes under water stress conditions (Table 3).

**Table 3:** Pigment content in leaves

**Pigment**	**Control**				**Water stress**			
	**WT**	**M**	**M *vs *** **WT (%)**	***P***-**value**	**WT**	**M**	**M *vs *** **WT (%)**	***P***-**value**
Chlorophyll *a*	16308	9704	-40	0.0315	7607	6804	-11	n.s.
Chlorophyll *b*	4700	2374	-49	0.0106	1901	1609	-15	n.s.
Total chlorophylls	21007	12078	-43	0.0247	9508	8413	-12	n.s.
Ratio *a*/*b*	3.46	4.08	18	0.0001	4.03	4.24	5	n.s.
Violaxanthin (V)	968	614	-37	0.0293	535	453	-15	n.s.
Neoxanthin	296	171	-42	0.0095	136	97	-28	n.s.
Antheraxanthin (A)	147	90	-38	n.s.	86	39	-54	0.0152
Lutein	1745	856	-51	0.0071	834	649	-22	n.s.
Zeaxanthin (Z)	253	258	2	n.s.	224	214	-5	n.s.
β-Carotene	1205	734	-39	0.0464	598	566	-5	n.s.
Total carotenoids	4614	2723	-41	0.0162	2357	2019	-14	n.s.
(0.5A + Z)/(VAZ)	0.24	0.32	33	0.0096	0.34	0.33	-3	n.s.

Pigment quantification (μg/g dw) of the flag leaf of wild-type (WT) and pale-green mutant (M) plants at anthesis under control and water stress conditions was performed by HPLC. Values are means of four samples. Xanthophylls de-epoxidation rate [(0.5A + Z)/(VAZ)].

### Transcriptomic profiling

### Microarray quality analysis

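Flag leaves of the pale-green mutant (M) and of its wild-type (WT) were sampled at anthesis from plants under control conditions and under terminal water stress, for which watering was reduced from Zadoks stage 45. RNA of each of the 4 groups was hybridized in 3 biological replicates, each a pool of flag leaves from 5 plants, to 12 arrays with 61290 probe sets. The values analysed here are the authors' deposited Affymetrix MAS 5.0 signals, linear intensities that the authors scaled array by array to a common trimmed mean of 500.3. They are not RMA values and hold no detection calls. For every comparison the intensities were log2 transformed without an offset and without further scaling. A probe set was kept when its value exceeded the 60th percentile of its array in all 3 replicates of at least 1 group, which left 24590 probe sets (40.2% of those that are not controls). One linear model with the 4 group means was fitted to each kept probe set with limma, which shares an estimate of the spread across probe sets of like intensity. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 and a difference of at least 2-fold, over all kept probe sets. The difference between the stress responses of both genotypes was tested as the genotype by water stress interaction of the same model. Probe sets carry the gene names that the study's tables give them. Log2 fold changes are given with the standard error of the fit, and group values as the mean ± SD of 3 arrays, a number of arrays that limits the precision of each value. Probe set names are printed with _ where the names on the array have a dot.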

Microarray data were collected using the Affymetrix Wheat Genome Array and normalized using the RMA algorithm. The average background was 5.33, well within the recommended levels. The percentage of "Present" calls ranged from 39.05% to 42.10% among the 61 k probe sets. The quality of the biological replicates was determined by calculating R^2^ values among replicates of the same sample and the values ranged between 0.988 and 0.997 with an average of 0.995. 

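Replicates were least alike in mutant plants under water stress. Across all probe sets the mean squared correlation (R2) between replicates, computed on log2 intensities, was 0.803 in this group, against 0.840 in the mutant under control, 0.836 in the wild-type under control and 0.821 in the wild-type under water stress. The 12 replicate pairs ranged from 0.793 to 0.843 with a mean of 0.825. Mutant water stress replicate 3 lay farthest from its own group: 238 kept probe sets were more than 4-fold lower on it than in the other replicates and 58 more than 4-fold higher. For glucose-6-phosphate dehydrogenase, an endogenous control transcript with probe sets along its length, the 3' to 5' signal ratio was 15.2 on this array and 15.7 on wild-type water stress replicate 2, and at most 10.6 on the other arrays. The R2 depends on the scale and on the probe sets used: it averaged 0.946 over the kept probe sets alone, 0.951 with 32 added to each intensity and 0.979 on linear intensities.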

Principal component analysis highlighted the main sources of total variance. 

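Water treatment was the main source of difference among the 12 flag leaf samples. The first principal component of the log2 intensities of the kept probe sets held 50.0% of the variance, and 97.8% of its own variance lay between control and water stress. The second component held 10.2% and mainly set mutant water stress replicate 3 apart from the other arrays. The third component held 9.19% and separated the genotypes under water stress: 52.8% of its variance lay between mutant and wild-type over all arrays, and 90.5% within the water stress arrays. Under control it did not part them, with mutant control replicate 1 (-2.54) among the wild-type controls (-3.87 to -1.32). Without mutant water stress replicate 3, an alternative chosen after the data were seen, the second component held 10.5% of the variance and 95.3% of it within the stress arrays lay between the genotypes. Within the control arrays 79.2% of the variance of the first component, 33.6% of the third and 64.8% of the fourth lay between mutant and wild-type.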

The two components explaining 59.3% and 15.8% of the variance represented the differences between the treatments (control *vs*. water stress) and between the genotypes (pale-green mutant *vs*. wild-type) as shown in Figure 2.

**Figure 2:**
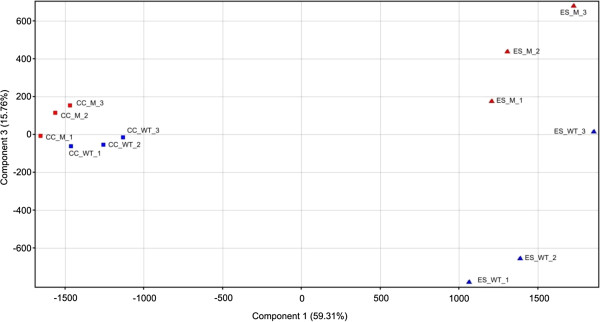
**Principal component analysis plot of the array hybridization data.** The x and y axis represent the two principal components of the total variance 59.31% and 15.76% respectively. The squares indicate the plants grown under control condition (CC), and the triangles indicate the plants grown under water stress (ES). The three biological replicates of each genotype: the pale-green mutant (M) and the wild-type (WT) are shown in the graph.

The mutation effect on gene expression was studied comparing the expression of the mutant to wild-type for each water treatment and indicated along the manuscript with the terms induced or repressed genes. In addition, the stress effect was evaluated comparing the gene expression of the water stress to control conditions for each genotype and indicated along the manuscript as up/downregulated genes.

### Gene expression under control conditions

Transcriptional profiling at anthesis revealed differences in gene expression between the two genotypes under control conditions. We identified 23 induced and 15 repressed probe sets in the mutant (>2-fold difference; *P* < 0.05). 

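Probe sets that the study reports as induced in the mutant under control had higher values in it, and those reported as repressed lower values, but none passed the test over all kept probe sets. All 22 induced probe sets that were kept had higher values in the mutant, with a median log2 fold change of 1.66, and all 15 repressed ones had lower values, with a median of -1.41. Of these, 17 and 14 passed at an unadjusted p under 0.05 with a 2-fold difference, but 0 of either list passed limma's test over the 24590 kept probe sets. Adjusted over the list alone, 18 induced and 15 repressed probe sets passed, and each list moved further than other probe sets (camera, adjusted p = 1.2e-38 and 5.4e-27, or adjusted p = 0.000442 and 0.00721 with an estimated correlation). The study chose both lists on these same arrays, so their direction is not independent evidence. Over all kept probe sets limma called 0 between the genotypes under control, with a smallest adjusted p of 0.0516. At an unadjusted p under 0.05 with a 2-fold difference, 135 were higher and 87 lower in the mutant, and the methods' t-test with Benjamini-Hochberg adjustment gave 0. The count was 53 when the model held only the control arrays (44 higher and 9 lower) and 71 with arrays weighted by quality (46 and 25). The model of all arrays shares an estimate of the spread among groups that differed in it. The root mean variance of replicates was 0.29 and 0.30 in the control groups and 0.36 and 0.42 in the stress groups (wild-type first). The shared spread is thus wider than that of the control arrays and narrower than that of the stress arrays. A model of the stress arrays alone called 5 in place of 174, so which treatment has more calls is not firm. In data simulated with 50 changed probe sets of each size, the model of all arrays recovered 22.0% of true log2 differences of 1, 80.0% of those of 1.5, the size nearest the medians of both lists, and 92.0% of those of 2. All sizes were simulated together, and the many that pass ease the adjustment. With fewer true differences a smaller share would be recovered, so these shares do not carry over to both lists.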

The array data for selected probe sets were validated by quantitative real-time RT-PCR, showing strong agreement between the fold-change values observed with each method (*r* = 0.96, *P* < 0.0001; Additional file 1: Figure S1).

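Array and qRT-PCR ratios of mutant over wild-type lay close together for genes of defense and apart for a pair of repressed genes. Chitinase 3, which cleaves fungal cell walls, had an array ratio of 5.53 where the paper's qRT-PCR value is 5. Blufensin1, a small cysteine-rich peptide, had 3.57 where the paper gives 3.4. For the RAB protein, responsive to abscisic acid (ABA), the array ratio was 0.202 and the paper's value is 0.08, and for the zinc finger protein ZFP23 it was 0.264 where the paper gives 0.7. Across the 9 genes Pearson's r was 0.976 (exact permutation over all pairings, p = 1.1e-05, adjusted p = 2.2e-05) and Spearman's rho was 0.983 (exact permutation p = 5.0e-05, adjusted p = 9.9e-05). The induced and the repressed genes form separate clusters. Within the 6 induced genes r was 0.938 (exact permutation p = 0.00278, adjusted p = 0.00370) and rho was 0.943 (exact permutation p = 0.0167, adjusted p = 0.0167). Without the 2 genes farthest from the median r was 0.962. These are correlations across genes, which are not independent replicates. The adjusted p-values cover 4 relations, those of the 9 and of the 6 genes as ratios and on the log2 scale. Further ones, such as that without 2 genes, were not adjusted. The same 9 genes on the log2 scale gave r = 0.931.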

MIPS FunCatDB was used to distribute the genes into functional categories, revealing that the induced probe sets in the mutant represented chitin catabolism, defense (particularly systemic acquired resistance) and cell wall metabolism (Table 4). The most strongly induced probe sets represented peroxidase 10 (POX10), pathogenesis-related (PR) proteins including beta-glucanases and chitinases, and a TaWRKY45-like transcription factor (Table 5). 

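Chitinase 3 had the most certain difference of the induced genes, with a log2 value of 12.50 ± 0.61 (SD, n = 3) in the mutant under control and 10.04 ± 0.62 (SD, n = 3) in the wild-type, a log2 fold change of 2.47 (standard error 0.33, adjusted p = 0.0551). Peroxidase 10 (POX10), a secreted peroxidase, had log2 fold changes of 1.83 (standard error 0.39, adjusted p = 0.180) and of 1.55 (adjusted p = 0.445) on its other probe set, Ta_30028_1_S1_s_at. A beta-1,3-glucanase, which cleaves the glucans of fungal walls, was at 2.75 (standard error 0.78, adjusted p = 0.451), and chitinase II (CHT2) at 1.74 (adjusted p = 0.270). Blufensin1 was at 1.84 (standard error 0.29, adjusted p = 0.0721) and the germin-like cell wall protein GLP2b at 1.85 (adjusted p = 0.180). The WRKY45-like transcription factor had a log2 fold change of 0.70 (standard error 0.34, adjusted p = 0.977), and naringenin 2-oxoglutarate 3-dioxygenase, an enzyme of flavonoid synthesis, of 2.14 (adjusted p = 0.971). Every mutant control array lay above every wild-type control array for each of these genes, but the groups were also apart, in either direction, for 14.2% of all kept probe sets, where chance gives 10%. None of these genes passed limma's test over all kept probe sets at the threshold used. In a model of the control arrays alone, 9 of the 22 induced probe sets passed, as many as with weighted arrays.

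**Figure D1:**
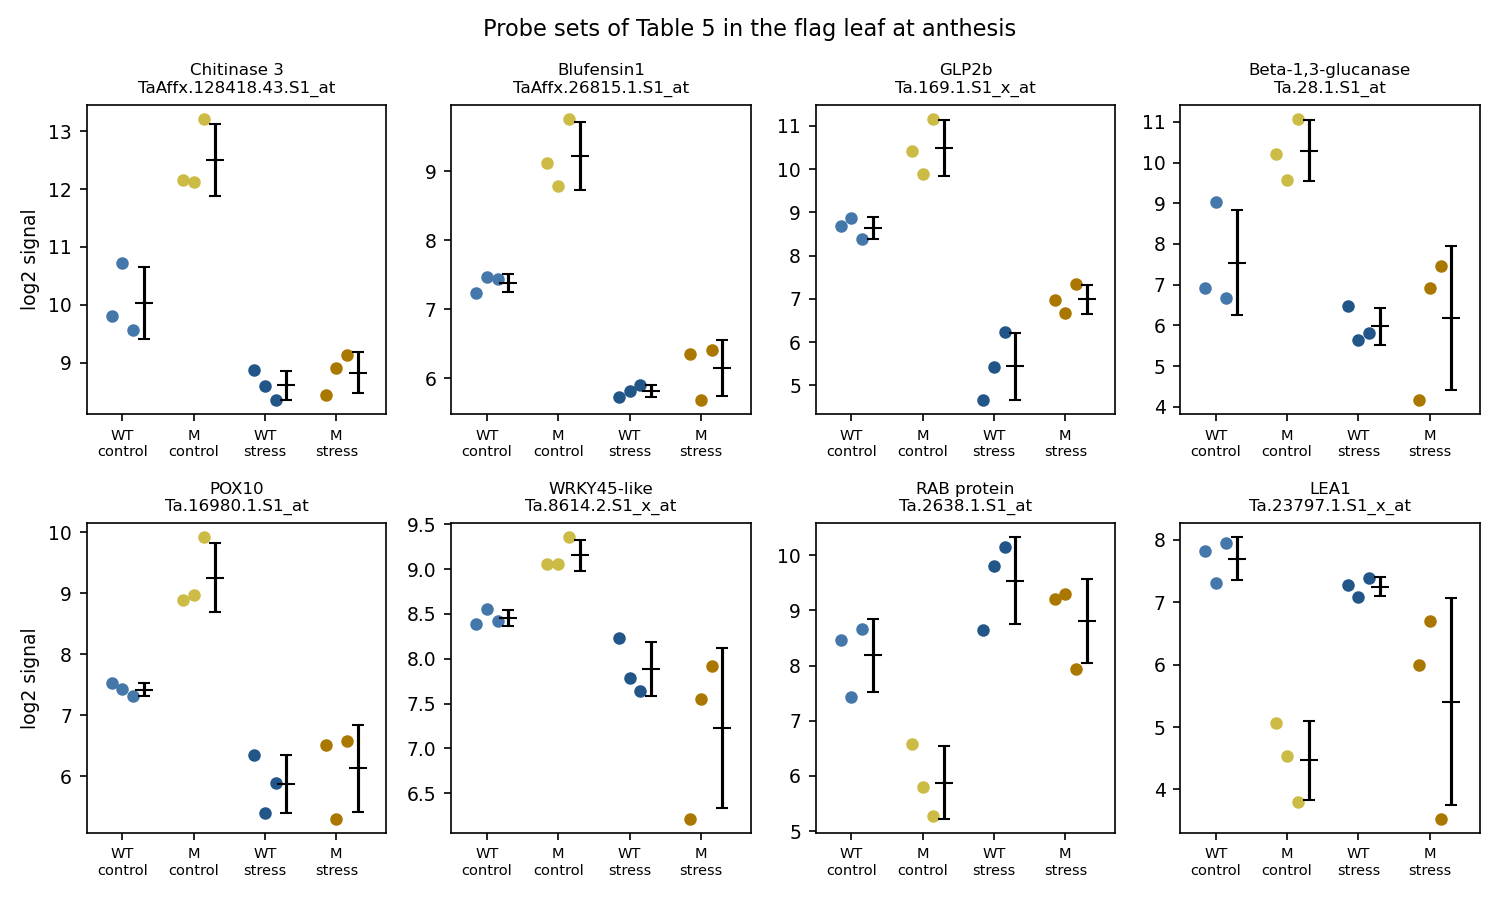
Log2 intensity of 8 probe sets of Table 5 on each array of the wild-type (WT) and the mutant (M) under control and water stress; points are arrays, and bars give the mean ± SD of 3 replicates. Chitinase 3 stands at 12.50 in the mutant and 10.04 in the wild-type under control, and LEA1 at 4.47 and 7.69.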

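LEA1, a RAB protein and the dehydrin WZY1-1, of the repressed probe sets of Table 5, had lower values in the mutant than in the wild-type under control, though none passed the test. LEA1, a protective protein that accumulates in drying tissue, stood at 4.47 ± 0.63 (SD, n = 3) in the mutant on the log2 scale and at 7.69 ± 0.34 (SD, n = 3) in the wild-type, a log2 fold change of -3.23 (standard error 0.65, adjusted p = 0.180). For the RAB protein Ta_2638_1_S1_at, a dehydrin-type protein, it was -2.31 (standard error 0.48, adjusted p = 0.180), and for the dehydrin WZY1-1 -2.04 (adjusted p = 0.608). In the mutant under control LEA1 and WZY1-1 (5.26 ± 0.62, log2, SD, n = 3) lie below the median of all probe sets on the control arrays (5.71 to 5.88), so the sizes of these differences are not firm: with 32 added they were -2.12 for LEA1, -1.82 for the RAB protein and -1.42 for WZY1-1. Endonuclease, an enzyme of nucleic acid breakdown, had values of -1.41 (adjusted p = 0.762) and -1.003 (adjusted p = 0.664) on its 2 probe sets. The homeobox protein ATHB-6, a regulator in ABA signaling, was at -1.41 (adjusted p = 0.273), the auxin-conjugating enzyme GH3.2 at -1.08 (adjusted p = 0.619) and the cysteine proteinase PAP-14 at -1.69 (adjusted p = 0.408). The peptide chain release factor ERF1 had the smallest adjusted p of the list, with a log2 fold change of -1.26 (standard error 0.23, adjusted p = 0.127). None of the 15 passed limma's test over all kept probe sets. In a model of the control arrays alone 1 passed, and with weighted arrays 7 did.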

The repressed probe sets represented functions including systemic interaction with the environment, abscisic acid (ABA) responses, hormonal regulation, stress responses and DNA degradation (Table 4), e.g. sequences representing RAB (responsive to ABA) proteins, late embryogenesis abundant protein LEA1 and endonucleases (Table 5). Probe sets related to cell rescue, defense and virulence (functional category 32) were induced or repressed in the mutant when compared with the wild-type. However, none the subcategories was statistically significant at *P* ≤ 0.005.

**Table 4:** Significant functional categories under control conditions

**Regulation**	**Functional categories**	**Number of genes**	***P***-**value**
Induced	01.05C-compound and carbohydrate metabolism	4	3.81E-03
	01.05.03 polysaccharide metabolism	3	1.21E-04
	01.05.03.03 chitin metabolism	2	1.48E-05
	01.05.03.03.07 chitin catabolism	2	1.48E-05
	32 CELL RESCUE, DEFENSE AND VIRULENCE	4	2.25E-03
	36 SYSTEMIC INTERACTION WITH THE ENVIRONMENT	3	3.46E-03
	36.20 plant/fungal specific systemic sensing and response	3	2.69E-03
	36.20.16 plant defense response	3	1.73E-05
	36.20.16.03 jasmonic acid/ethylene dependent systemic resistance	2	4.88E-05
	36.20.16.05 systemic acquired resistance	2	9.10E-05
Repressed	01.03.16.03 DNA degradation	1	3.37E-03
	32. CELL RESCUE, DEFENSE AND VIRULENCE	4	2.25E-03
	32.01 stress response	4	2.99E-04
	34. INTERACTION WITH THE ENVIRONMENT	4	3.86E-03
	34.11 cellular sensing and response to external stimulus	4	2.65E-03
	34.11.03 chemoperception and response	4	3.12E-04
	34.11.03.12 water response	3	1.53E-05
	36. SYSTEMIC INTERACTION WITH THE ENVIRONMENT	5	8.98E-06
	36.20 plant/fungal specific systemic sensing and response	4	1.48E-04
	36.20.18 plant hormonal regulation	4	7.93E-05
	36.20.18.05 abscisic acid response	3	3.78E-05

Significant functional categories represented in the induced and repressed probe sets in the mutant compared to wild-type plants at anthesis under control conditions according to the MIPS Functional Catalogue Database [122]. Only functional categories with a cut-off of *P* ≤ 0.005 were considered.

**Table 5:** **Modulated probe sets in the mutant compared to the wild**-**type at anthesis under control conditions**

**Expression**	**Probe set**	**Gene annotation**	**Species**^**a**^	**UniProt**	**E-value**	**Fold change**	**qRT-PCR fold expression**
						**(M *vs *** **WT)**	
Induced	TaAffx.128418.43.S1_at	Chitinase 3	*1*	Q8W427	1E-46	5.8	5
	Ta.28.1.S1_at	Beta-1,3-glucanase	*1*	Q4JH28	1E-133	4.9	-
	TaAffx.26815.1.S1_at	Blufensin1	*2*	B8X450	1E-13	4.4	3.4
	Ta.169.1.S1_x_at	Germin-like protein (GLP2b)	*1*	Q9SM34	1E-154	4.3	2.8
	Ta.20188.1.S1_a_at	Unknown				4	-
	TaAffx.6092.1.S1_at	Naringenin,2-oxoglutarate 3-dioxygenase	*3*	B6SZR4	1E-126	3.6	3.5
	Ta.3647.1.S1_at	Putative uncharacterized protein Sb01g018690	*4*	C5WXG4	6E-51	3.2	-
	TaAffx.98744.1.S1_at	Putative uncharacterized protein Sb05g022350	*4*	C5Y4X4	3E-60	3.2	-
	Ta.15159.1.S1_at	Pathogenesis-related protein precursor	*2*	P93181	3E-05	3.1	-
	Ta.20188.1.S1_x_at	Unknown				3.1	-
	TaAffx.24475.1.S1_x_at	Glucan endo-1,3-beta-glucosidase GII	*2*	P15737	9E-19	3.1	-
	Ta.22572.1.S1_at	Unknown				2.7	-
	Ta.8614.2.S1_x_at	WRKY45-like transcription factor	*1*	F8WPI8	2E-53	2.7	2.2
	Ta.3830.1.S1_a_at	Unknown				2.6	-
	Ta.30028.1.S1_s_at	Peroxidase 10 (POX10)	5	Q5I3E8	1E-66	2.4	
	Ta.3830.2.S1_x_at	Unknown				2.3	-
	TaAffx.119315.2.S1_x_at	Beta-glucanase	*2*	Q7M1K2	5E-72	2.2	-
	Ta.2278.3.S1_x_at	Chitinase II (CHT2)	*1*	Q9XEN3	3E-74	2.2	-
	Ta.3830.3.S1_x_at	Unknown				2.1	-
	TaAffx.24475.1.S1_at	Glucan endo-1,3-beta-glucosidase GII	*2*	P15737	9E-19	2.1	-
	Ta.16980.1.S1_at	Peroxidase 10 (POX10)	*5*	Q5I3E8	5E-10	2.1	-
	Ta.16599.1.S1_x_at	Adhesive/proline-rich protein	*3*	B4FH66	8E-29	2.1	-
	Ta.8228.1.S1_at	Agmatine coumaroyl transferase-1(ACT-1)	*2*	A9ZPJ6	0	2	2.5
Repressed	Ta.2638.1.S1_at	RAB protein	*1*	Q41579	1E-175	-3.9	0.08
	Ta.13255.1.S1_at	Dehydrin (WZY1-1)	*1*	Q8W192	6E-93	-3.9	0.3
	Ta.23797.1.S1_x_at	Late embryogenesis abundant protein (LEA1)	*1*	Q8GV49	1E-104	-3.6	-
	Ta.24453.1.S1_s_at	Oxalate oxidase (Germin protein)	*1*	Q9LD27	7E-39	-3.3	-
	TaAffx.98394.1.S1_at	Q-type C2H2 zinc finger protein (ZFP23)	*1*	B0ZYY9	1E-97	-3.3	0.7
	Ta.10390.1.S1_at	Papain-like cysteine proteinase (PAP-14)	*2*	B4ESF2	0	-2.9	-
	Ta.5497.1.A1_at	Endonuclease	*2*	O81958	3E-13	-2.8	-
	Ta.6015.1.S1_at	TdS40 protein (Fragment), putative	*6*	C4WYH7	5E-83	-2.7	-
	TaAffx.83636.1.S1_at	Unknown				-2.7	-
	Ta.4110.1.S1_at	Indole-3-acetic acid-amido synthetase (GH3.2), probable	*7*	P0C0M2	1E-124	-2.4	-
	Ta.5879.1.S1_at	Peptide chain release factor subunit 1 (ERF1), putative	*7*	Q75K79	2E-92	-2.4	-
	Ta.13682.1.A1_at	Progesterone 5-beta-reductase, putative	*7*	Q60DC5	1E-35	-2.3	-
	Ta.7543.1.S1_at	Unknown				-2.2	-
	Ta.5497.1.A1_x_at	Endonuclease	*2*	O81958	3E-13	-2.1	-
	Ta.12477.1.S1_at	Homeobox-leucine zipper protein (ATHB-6)	*3*	B6U539	3E-03	-2.1	-

^a^Species: 1: *Triticum aestivum, 2: Hordeum vulgare, 3: Zea mays, 4: Sorghum vulgare, 5: Triticum monococcum, 6: Triticum turgidum* ssp. *Durum, 7: Oryza sativa.*

-: not determined.

### Gene expression under water stress

We initially compared each genotype under stress and control conditions to identify both general and genotype-specific stress-modulated genes, which were defined as upregulated (induced by water stress) or downregulated (repressed by water stress), as mentioned above. 

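Water stress changed a large part of the flag leaf transcriptome, in part alike in both genotypes. Fructan 6-exohydrolase, which releases fructose from stored fructans, rose in both genotypes, by a log2 fold change of 2.86 (standard error 0.25, adjusted p = 1.1e-05) in the wild-type and of 4.38 (standard error 0.25, adjusted p = 6.9e-07) in the mutant. The last enzyme of ethylene synthesis (EFE, ACC oxidase) rose by 2.74 ± 0.19 in the wild-type and 2.54 ± 0.19 in the mutant, and alpha-galactosidase 2 (AGAL2) by 2.31 ± 0.15 and 2.01 ± 0.15 (log2 fold change ± standard error). The germin-like protein GLP2b fell, with -3.21 ± 0.38 and -3.50 ± 0.38, or -2.49 and -3.20 with 32 added, since its wild-type stress value (5.43 ± 0.78, log2, SD, n = 3) lies below the median of the stress arrays (5.66 to 6.06). In the wild-type 756 probe sets rose and 1031 fell, and in the mutant 841 rose and 1350 fell. Both lists share 1110 probe sets changed in the same direction (395 up and 715 down), where independent lists of these sizes would share 82.5. A further 673 were called in the wild-type only, 1077 in the mutant only and 4 in opposite directions, 2864 in all. The methods' t-test with Benjamini-Hochberg adjustment, with 3 arrays against 3, called only 213 in the wild-type and 77 in the mutant, 8 of them in both, and of probe sets named in the study's tables or chosen by size it ended 108 of 126 calls in the wild-type and 140 of 150 in the mutant. Every array of one treatment lay beyond every array of the other for 43.1% of kept probe sets in the wild-type and 42.9% in the mutant, where chance gives 10%. Spiked poly-A control transcripts, added in equal amounts, were 0.39 higher on the log2 scale on the stress arrays (9.86 ± 0.35 against 9.46 ± 0.25, SD, n = 6 each, exact permutation p = 0.0455, two-sided). The highest were mutant water stress replicate 3 (10.31) and wild-type water stress replicate 2 (10.19). Mutant water stress replicates 1 and 2 (9.63 and 9.36) lay within the range of the control arrays (9.17 to 9.77). Hybridization controls showed no difference that passed (-0.05, exact permutation p = 0.511). The 3' to 5' ratio of the spiked transcript dap parted the treatments, with 6.56 to 8.60 on the control arrays and 2.66 to 5.94 on the stress arrays. The 3' to middle ratios of spiked dap and thr overlapped between the treatments. A technical difference thus goes along with water treatment, and its part in the stress calls was not tested. Over all probe sets, expressed or not, the median log2 fold change was 0.15 in the mutant and 0.03 in the wild-type, and over the kept probe sets 0.04 and 0.01.

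**Figure D2:**
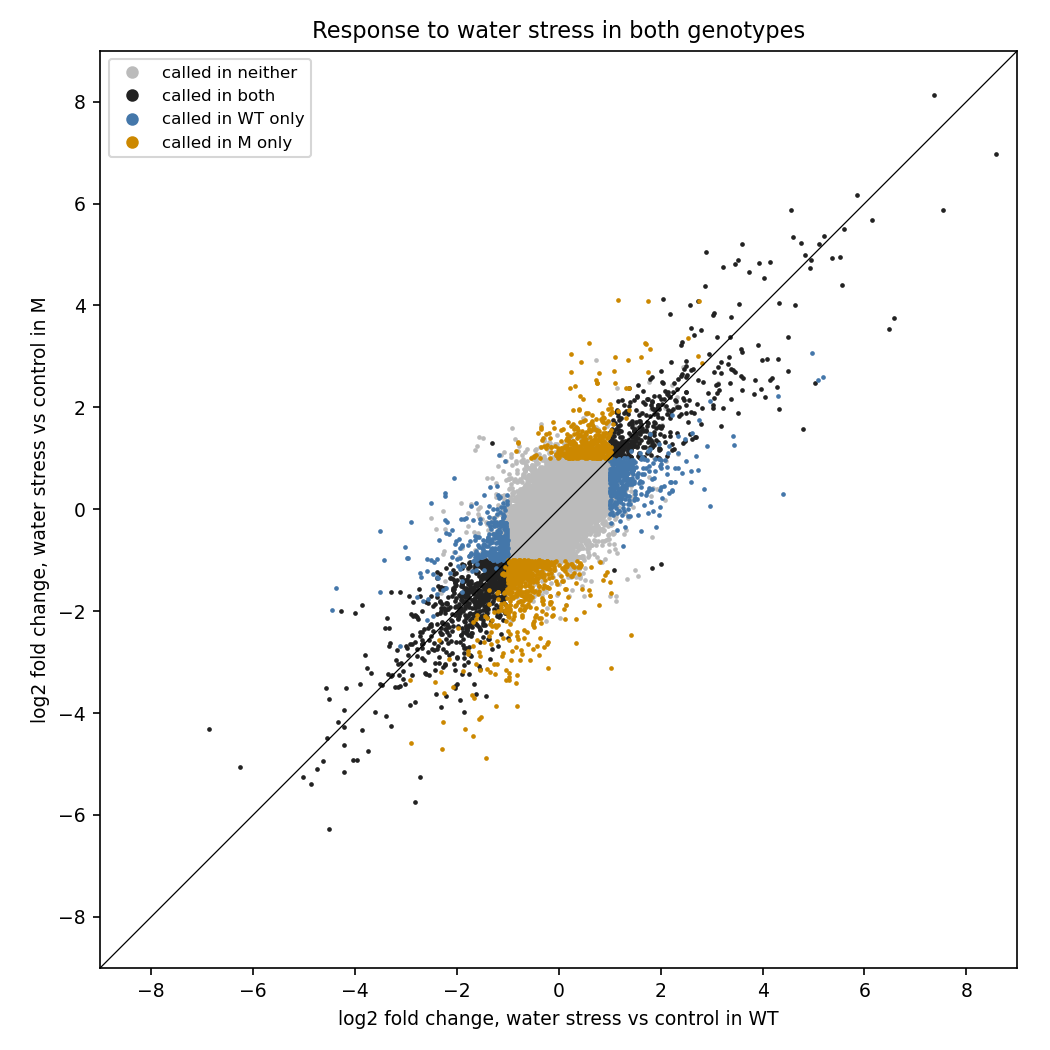
Log2 fold change of water stress over control in the wild-type (x axis) and in the mutant (y axis) for the 24590 kept probe sets, coloured by whether they were called in neither genotype, both, the wild-type only or the mutant only. The 1110 probe sets called in both lie along the diagonal, and most of those called in 1 genotype lie on the same side of 0 in the other.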

We identified a total of 1817 probe sets that were modulated by water stress in at least one of the genotypes (Figure 3), including 1282 genes in the wild-type plants, 1422 genes in the mutant plants and 887 in both.

**Figure 3:**
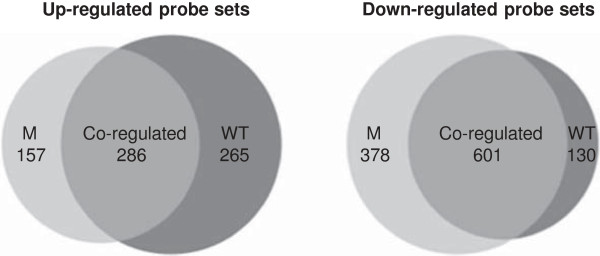
**Modulated probe-sets.** Venn diagrams show the number of modulated probe sets by the wild-type (WT) and mutant (M) at anthesis under water stress conditions compared with the control.

We also compared the wild-type and mutant plants under water stress conditions, to identify genes that were differently-expressed under stress. We identified 166 probe sets that were defined either as induced or repressed in the mutant plants, according to the level of expression under water stress conditions.

#### Genotype-independent stress-response genes

From the 887 probe sets modulated in both genotypes, 286 were upregulated and 601 were downregulated under water stress (Figure 3). The upregulated genes predominantly represented the following functional categories: stress response, carbon compound and carbohydrate metabolism, metabolite transport, amino acid metabolism, ABA response and proline biosynthesis (Additional file 2: Table S1). Genes already known to be associated with water stress are shown in the Additional file 3: Table S2. These include genes encoding sucrose synthase (SUS3, SUS4), glucose-6-phosphate dehydrogenase (G6PD4), branched-chain-amino-acid aminotransferase (BCAT3) and branched-chain alpha-keto acid dehydrogenase E1 α subunit (BCKDHE1α), delta 1-pyrroline-5-carboxylate synthetase 2 (P5CS2), pyrroline-5-carboxylate reductase (P5CR) and RAB18. 

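The sucrose synthases SUS3 and SUS4, the proline synthesis enzyme P5CS2 and the dehydrin RAB18 rose in both genotypes. Sucrose synthase 3 (SUS3), which splits sucrose for use by the cell, had a log2 fold change of 2.29 ± 0.14 in the wild-type and 2.15 ± 0.14 in the mutant (± standard error), and SUS4 of 1.57 ± 0.20 and 1.86 ± 0.20. P5CS2, the first enzyme of proline synthesis from glutamate, rose by 3.13 (standard error 0.32, adjusted p = 3.2e-05) and 2.47 (standard error 0.32, adjusted p = 0.000160). P5CR, the next enzyme, rose by 1.32 ± 0.14 in the wild-type and stood at 0.93 (adjusted p = 0.000430) in the mutant, under 2-fold. The dehydrin RAB18 (Ta_29352_1_S1_at) went from 7.06 ± 0.16 to 10.68 ± 0.78 (log2, SD, n = 3) in the wild-type and from 7.40 ± 0.28 to 9.97 ± 0.90 in the mutant. G6PD4, of the oxidative pentose phosphate pathway, rose by 1.61 ± 0.18 and 1.37 ± 0.18. Among enzymes that break down branched-chain amino acids, BCKDHE1α rose by 1.55 ± 0.17 in the wild-type and by 1.04 ± 0.17 in the mutant, where its call was lost without mutant water stress replicate 1 or 2 (log2 fold change down to 0.90). BCAT3 rose in the mutant by 3.27 (standard error 0.84, adjusted p = 0.0116), a call lost in a model of the mutant arrays alone, and stood at 1.70 (standard error 0.84, adjusted p = 0.167) in the wild-type, where it passed in a model of the wild-type arrays alone (adjusted p = 0.00215 for TaAffx_95414_1_S1_at). Its mutant control value (4.92 ± 2.46, log2, SD, n = 3) lies below the median of the control arrays (5.71 to 5.88), so the size of the rise is not firm (2.06 with 32 added). Of the 17 carbohydrate probe sets that Table S2 lists, 13 rose and 4 fell in the wild-type, and 12 rose and 3 fell in the mutant. Of its 7 for amino acid metabolism, 5 rose and 1 fell in the wild-type, and 6 rose and 1 fell in the mutant. As sets both rose relative to other probe sets in each genotype (camera adjusted p from 3.1e-06 to 0.000230, or adjusted p = 0.0389 to 0.0420 with an estimated correlation). The study chose these lists on the same arrays, so the counts are not independent evidence.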

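Genes that the study groups under jasmonic acid fell in both genotypes under water stress. Lipoxygenase 1 (LOX1) had a log2 fold change of -2.47 ± 0.38 in the wild-type and -1.90 ± 0.38 in the mutant (± standard error). The 12-oxophytodienoate reductases OPR2 (-1.56 ± 0.25 and -1.83 ± 0.25) and OPR1 on probe set TaAffx_128684_1_S1_x_at (-1.73 ± 0.28 and -2.43 ± 0.28) fell as well. JAZ11, a repressor of jasmonate responses, fell by 3.78 (standard error 0.81, adjusted p = 0.00440) on the log2 scale in the mutant. In the wild-type JAZ11 was at -2.82 (adjusted p = 0.0249), a call lost without control replicate 3 or water stress replicate 1 (adjusted p up to 0.110). ACS2, which makes the precursor of ethylene, fell by 2.31 (standard error 0.48, adjusted p = 0.00372) in the mutant. Its wild-type value of -1.70 (adjusted p = 0.0231) lost its call without any 1 of control replicates 1, 2 and 3 and water stress replicates 1 and 2 (adjusted p up to 0.0757). Transcription factors of the immune response fell in both, such as WRKY40 on Ta_4678_2_S1_at (-1.49 ± 0.20 and -2.17 ± 0.20) and WRKY31 (-1.14 ± 0.12 and -1.53 ± 0.12). Among defense proteins, a beta-glucanase fell by 3.75 (standard error 0.57, adjusted p = 0.000524) and 4.74 (standard error 0.57, adjusted p = 9.6e-05), and a pathogenesis-related protein precursor by 3.97 (standard error 0.98, adjusted p = 0.0114) and 4.92 (standard error 0.98, adjusted p = 0.00280). Under stress JAZ11 (5.51 ± 1.15 in the wild-type and 3.71 ± 1.63 in the mutant, log2, SD, n = 3), the beta-glucanase (3.42 ± 0.78 and 3.90 ± 0.95), the precursor (4.17 ± 1.95 and 4.93 ± 2.15) and, in the mutant, ACS2 (5.92 ± 1.35) lie below the median of all probe sets on the stress arrays of the same genotype (5.66 to 5.87 and 5.97 to 6.06), so the sizes of these falls are not firm. With 32 added the log2 fold change was -2.14 and -2.10 for JAZ11, -2.02 and -3.16 for the beta-glucanase, -2.47 and -3.69 for the precursor and -1.75 for ACS2 in the mutant. All 9 jasmonate probe sets and all 8 for transcription factors in Table S2 fell in each genotype. Both sets fell relative to other probe sets in each genotype (camera adjusted p at most 2.7e-06), but for the transcription factors adjusted p = 0.0899 with an estimated correlation in the wild-type. The study selected them on these arrays, so the counts are not independent evidence. No phenylalanine ammonia-lyase probe set is named in the tables used here.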

The downregulated genes predominantly represented the following functional categories: phosphate and secondary metabolism, e.g. 1-aminocyclopropane-1-carboxylate synthase (ACS) and 12-oxophytodienoate reductase (OPR); interaction with the environment, e.g. chitinases, β-glucanases and pathogenesis-related proteins; immune response, e.g. transcription factor WRKY; and phenylpropanoid metabolism, e.g. phenylalanine ammonia-lyase. These genotype-independent stress-modulated genes correspond to the well-characterized drought stress response of wheat, confirming that the mutant plants preserve much of the stress-response signaling network that allows wheat plants to tolerate water stress [34,43].

#### Genotype-dependent stress-response genes in wild-type plants

We identified 395 probe sets that were modulated solely in the wild-type plants or to a greater extent (above the 2-fold threshold) than in the mutant plants. This included 265 upregulated and 130 downregulated genes (Figure 3). 

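The probe sets called in the wild-type only mostly had the same sign, and smaller values, in the mutant. Of 673 such probe sets, 358 rose and 315 fell. Among the 358, 335 (93.6%) had a log2 fold change above 0 in the mutant too, with a median of 1.27 in the wild-type and 0.65 in the mutant. Among the 315, 293 (93.0%) lay below 0 in the mutant, with medians of -1.25 and -0.74. The interaction, which tests the difference between both responses, called 9 of the 358 and 4 of the 315. Among the wild-type genes of Table 7, the interaction called 1 of 40 kept probe sets; 36 had the direction of the study's statement, which their choice on these arrays, for passing in 1 genotype, by itself favors. The interaction called 39 probe sets in all, and 0 in a model without an intensity trend or with replicate number as a block; leaving out single arrays gave between 0 (without wild-type control replicate 1, for example) and 148 (without mutant water stress replicate 3).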

The upregulated genes predominantly represented carbohydrate and pyruvate metabolism and the glyoxylate cycle, whereas the downregulated represented metabolism, interaction with the environment, protein modification and signaling pathways (Table 6). Selected genes specifically modulated by the wild-type plants under stress are listed in Table 7, including carbon fixation enzymes such as malate dehydrogenase (NADP-ME3) and phosphoenolpyruvate caboxykinase (PCK1), and glyoxylate cycle enzymes such as isocitrate lyase (ICL) and malate synthase (MLS).

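Genes of cell wall synthesis and carbohydrate metabolism rose in wild-type leaves under water stress. IRX9, a xylosyltransferase of xylan synthesis, had a log2 fold change of 2.22 (standard error 0.30, adjusted p = 0.000248) in the wild-type and 0.38 (adjusted p = 0.370) in the mutant. Cellulose synthase 1 (CESA1, Ta_4447_1_S1_x_at) rose by 1.40 ± 0.12 in the wild-type (± standard error) and stood at 0.56 ± 0.12 in the mutant, and the xyloglucan synthase CSLC12 at 1.16 ± 0.13 and 0.22 ± 0.13. NADP-ME3, a malate-oxidizing enzyme, rose from 12.02 ± 0.16 to 13.27 ± 0.31 (log2, SD, n = 3) in the wild-type, a log2 fold change of 1.25 (standard error 0.15, adjusted p = 0.000141), against 0.71 (adjusted p = 0.00465) in the mutant. PCK1, which makes phosphoenolpyruvate from oxaloacetate, rose by 1.21 (standard error 0.21, adjusted p = 0.00145) in the wild-type on Ta_13280_1_S1_a_at, just under 2-fold without wild-type water stress replicate 2 (log2 fold change 0.999), and stood at 0.73 (adjusted p = 0.0218) in the mutant. In the glyoxylate cycle, which turns acetyl-CoA into malate, malate synthase (MLS) rose by 2.71 (standard error 0.60, adjusted p = 0.00655), and isocitrate lyase (ICL) stood at 2.53 (standard error 1.01, adjusted p = 0.0900) and 1.84 (adjusted p = 0.0691) on the 2 probe sets that Table 7 lists. Interaction values were -1.84 (adjusted p = 0.0900) for IRX9, -0.84 (adjusted p = 0.0617) for CESA1, -0.94 (adjusted p = 0.0600) for CSLC12, -0.53 (adjusted p = 0.370) for NADP-ME3 and -0.48 (adjusted p = 0.582) for PCK1, so none of these single genes passed the test of a difference between genotypes. Of the 23 carbohydrate probe sets in Table 7, 18 rose and 2 fell in the wild-type (camera adjusted p = 3.8e-09, and adjusted p = 0.00161 with an estimated correlation), and 6 rose and 0 fell in the mutant by limma's test (13 up and 1 down with no fold threshold), where the list rose too (camera adjusted p = 7.6e-06, and adjusted p = 0.0118 with an estimated correlation). Of the 19 in the TCA cycle and related pathways, 7 rose and 0 fell in the wild-type by limma, with 9 up and 3 down when no fold threshold was set (camera adjusted p = 0.0594). The difference between both responses passed for the carbohydrate list (camera on the interaction, adjusted p = 0.00387, and adjusted p = 0.0294 with an estimated correlation) and for the TCA list (adjusted p = 2.6e-06 and 0.0294), lower in the mutant. The study chose these genes on the same arrays, in part for passing in 1 genotype, so neither the counts nor the sign of the interaction are independent evidence.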

**Table 6:** **Significant functional categories in the wild**-**type under water stress**

**Regulation**	**Functional categories**	**Number of genes**	***P***-**value**
Upregulated	01 METABOLISM	63	6.57E-11
	01.01.11 metabolism of the pyruvate family (alanine, isoleucine, leucine, valine) and D-alanine	3	1.90E-03
	01.01.11.04 metabolism of leucine	3	3.37E-04
	01.01.11.04.02 degradation of leucine	3	1.49E-05
	01.03.16.03 DNA degradation	2	8.84E-04
	01.05C-compound and carbohydrate metabolism	33	2.11E-10
	01.05.02 sugar, glucoside, polyol and carboxylate metabolism	21	1.96E-08
	01.05.03 polysaccharide metabolism	9	9.71E-06
	01.05.05C-1 compound metabolism	5	4.35E-03
	01.05.07.04C-3 compound anabolism	2	3.23E-03
	02 ENERGY	8	4.60E-03
	02.04 glyoxylate cycle	4	2.08E-07
	36.25 animal specific systemic sensing and response	4	3.33E-03
	36.25.16 immune response	4	2.61E-03
	42.01 cell wall	6	4.09E-03
	70.10.03 chromosome	7	1.71E-05
Downregulated	01 METABOLISM	33	3.37E-09
	01.04 phosphate metabolism	17	1.29E-06
	01.05C-compound and carbohydrate metabolism	11	1.73E-03
	01.20 secondary metabolism	5	3.56E-03
	01.20.35 metabolism of secondary products derived from L-phenylalanine and L-tyrosine	3	3.70E-03
	01.20.35.01 metabolism of phenylpropanoids	3	2.81E-03
	14 PROTEIN FATE (folding, modification, destination)	16	2.28E-03
	14.07 protein modification	14	5.23E-04
	14.07.03 modification by phosphorylation, dephosphorylation, autophosphorylation	12	3.51E-05
	20.01.01.07 anion transport	3	1.90E-03
	30.01.05 enzyme mediated signal transduction	6	6.96E-04
	30.01.05.01 protein kinase	6	5.69E-05
	30.01.05.01.06 serine/threonine kinase	5	8.08E-05
	30.05 transmembrane signal transduction	5	1.14E-03
	30.05.01 receptor enzyme mediated signalling	5	6.10E-04
	30.05.01.12 transmembrane receptor protein tyrosine kinase signalling pathways	5	1.54E-05
	32 CELL RESCUE, DEFENSE AND VIRULENCE	10	2.00E-03
	32.01 stress response	9	1.59E-04
	32.01.06 cold shock response	4	6.69E-04
	34 INTERACTION WITH THE ENVIRONMENT	11	1.77E-03
	34.11 cellular sensing and response to external stimulus	11	7.70E-04
	34.11.03.12 water response	3	2.94E-03
	34.11.09 temperature perception and response	5	4.24E-04
	70.03 cytoplasm	8	3.86E-03

Significant functional categories represented in the specifically upregulated and downregulated probe sets in wild-type plants at anthesis under water stress conditions compared to well-watered (control) conditions according to the MIPS Functional Catalogue Database [122]. Only functional categories with a cut-off of *P* ≤ 0.005 were considered.

**Table 7:** Selected genotype-dependent regulated genes under water stress

**Probe set ID**	**Gene name**	**Arabidopsis ID**	**Log**_**2 **_**ratio WT stress/WT control**	**Log**_**2 **_**ratio M stress/M control**	**Log**_**2 **_**ratio M/WT under water stres**
**PHOTOSYNTHESIS AND PIGMENT SYNTHESIS**					
Ta.23025.1.A1_at	LHB1B2; Light-harvesting complex II chlorophyll a/b binding protein 1	AT2G34420	1.14	-	-
Ta.28496.1.A1_x_at			-	2.04	1.02
Ta.30702.1.S1_x_at			-	1.63	-
Ta.3249.2.S1_x_at			-	1.13	-
Ta.3249.3.A1_at			-	1.20	-
Ta.18362.1.A1_at	ELIP1; Early light-inducible protein	AT3G22840	-1.80	-	1.41
Ta.23419.1.S1_x_at			-1.37	-	0.95
Ta.8718.2.S1_at	ATPD; F-type H^+^ -transporting ATPase subunit delta	AT4G09650	-	1.47	-
Ta.8718.2.S1_x_at			-	1.29	-
Ta.3243.1.S1_at	HEMA1; Glutamyl-tRNAreductase 1	AT1G58290	-	1.52	-
Ta.3243.1.S1_x_at			-	1.47	-
Ta.20830.1.A1_at	RUBISCO small subunit; Ribulose bisphosphate carboxylase small chains. chloroplast precursor	TC371960^b^	-	1.36	1.04
TaAffx.128414.24.A1_s_at	RUBISCO large subunit	ATCG00490	-	-1.64	-0.85
Ta.17243.1.S1_at	MVA1; Acetyl-CoA C-acetyltransferase/hydroxymethylglutaryl-CoA synthase	AT4G11820	-	1.13	-
Ta.3366.1.S1_at	DXS; 1-deoxy-D-xylulose-5-phosphate synthase; CLA1 (Cloroplastos Alterados 1);	AT4G15560	-	1.55	-
Ta.20776.1.S1_at	PSY; Phytoene synthase	AT5G17230	-	1.07	-
**OXIDATIVE STRESS AND ROS SIGNALING**					
**Detoxification**					
Ta.11386.2.S1_a_at	TAPX; Thylakoidal ascorbate peroxidase	AT1G77490	-	1.25	-
Ta.11386.2.S1_x_at			-	1.31	-
Ta.488.2.S1_at	APX4; Ascorbate peroxidase 4	AT4G09010	-	1.7	1.73
Ta.23079.1.S1_a_at	APX1; Ascorbate peroxidase 1	AT1G07890	-	-1.03	-
Ta.30028.1.S1_s_at	PER12; Peroxidase 12	AT1G71695	-	-1.62	-
TaAffx.613.2.A1_x_at	Peroxidase. putative	AT4G31760	1.12	-	-
Ta.18560.1.S1_at		AT4G33420	-	-1.78	-
Ta.21505.1.S1_at		AT1G49570	-	-1.29	-
Ta.30697.1.S1_at		AT5G05340	-	-1.05	-
TaAffx.39568.2.S1_at		AT5G58390	-	-1.57	-
Ta.6127.1.S1_at	Peroxiredoxin type 2. putative	AT3G52960	1.22	-	-
TaAffx.100459.1.S1_at	Glutaredoxin family protein	AT3G62950	1.32	-	-
Ta.8571.1.S1_x_at	Glyoxalase I family protein	AT1G80160	-	-1.03	-1.07
TaAffx.79142.1.S1_at	ATGLX1; Glyoxalase I homolog; lactoylglutathione lyase	AT1G11840	-	-0.76	-
Ta.8571.1.S1_a_at	Glyoxalase I family protein; lactoylglutathione lyase family protein	AT1G80160	-	-1.04	-
Ta.8571.1.S1_x_at			-	-1.03	-1.07
Ta.23704.1.S1_s_at	ATGSTF13; Glutathione transferase	AT3G62760	-	-1.36	-
Ta.303.2.S1_at			-	-1.08	-
Ta.3681.1.S1_x_at	ATGSTU19; Glutathione S-transferase TAU 19	AT1G78380	-1.02	-	-
TaAffx.79276.1.S1_x_at	ERD9; Early-responsive to dehydration 9; glutathione transferase	AT1G10370	-	-1.23	-
Ta.21001.1.S1_at	GGT1; Gamma-glutamyl transpeptidase 1	AT4G39640	-	-0.99	-
TaAffx.64682.1.S1_at	RBOHD; Respiratory burst oxidase homologue D	AT5G47910	-	1.07	-
**Signaling**					
Ta.4936.1.S1_at	CIPK2; CBL-Interacting protein kinase 2	AT5G07070	1.23	-	-
Ta.8465.1.S1_at	CIPK6; CBL-Interacting protein kinase 6	AT4G30960	1.46	-	-
Ta.5041.1.S1_at	CIPK23; CBL-Interacting protein kinase 23	AT1G30270	-	-1.59	-1.06
Ta.5041.2.S1_a_at			-	-1.22	-
Ta.5272.3.S1_x_at	CBL1; Calcineurin B-like protein 1	AT4G17615	-	-1.04	-
Ta.236.1.S1_at	MAPK3; MAP kinase 3	AT3G45640	-	-1.20	-
**CARBOHYDRATE METABOLISM**					
**Galactose and Raffinose family metabolism**					
Ta.26092.1.S1_at	SIP1; Putative galactinol--sucrose galactosyl transferase 1; Raffinose synthase	AT1G55740	1.06	-	-
Ta.6023.1.S1_at	SIP2; Putative galactinol--sucrose galactosyl transferase 2	AT3G57520	1.20	-	-
Ta.7541.2.S1_a_at	GalAK; Galactokinase	AT3G10700	1.27	-	-
**Trehalose synthesis**					
Ta.20649.1.S1_x_at	ATTPS6; Alpha,alpha-trehalose-phosphate synthase 6	AT1G68020	1.47	-	-1.14
**Starch degradation**					
Ta.10281.1.S1_a_at	AMY1; Alpha-amylase-like	AT4G25000	1.21	-	-
Ta.16135.1.A1_at	CT-BMY; Chloroplast Beta-Amylase	AT4G17090	-1.51	-	-
TaAffx.68872.1.S1_at			-1.25	-	-
Ta.8827.1.S1_at	DPE2; Disproportionating enzyme 2	AT2G40840	-	1.09	-
**Sucrose hydrolisis**					
Ta.9000.1.S1_at	BFRUCT3; Beta-fructosidase; invertase, vacuolar	AT1G62660	1.51	-	-1.33
Ta.2788.1.A1_at	Sucrose:sucrose 1-fructosyltransferase	B5TK35^a^	-	1.48	-
Ta.2789.2.S1_at	Sucrose:fructan 6-fructosyltransferase	Q96466^a^	-	1.49	1.18
**Cellulose synthesis**					
Ta.12382.1.S1_at	ATCSLB02; Cellulose synthase	AT2G32620	1.04	-	-
Ta.12382.1.S1_x_at			1.11	-	-
Ta.7192.1.S1_at	ATCSLC12; Cellulose synthase like C12	AT4G07960	1.15	-	-
Ta.4447.1.S1_at	CESA1; Cellulose synthase 1	AT4G32410	1.24	-	-
Ta.4447.1.S1_x_at			1.40	-	-
Ta.4447.2.S1_x_at	CESA3; Cellulose synthase 3	AT5G05170	1.16	-	-
Ta.12382.3.S1_at	ATCSLB05; Cellulose synthase	AT4G15290	-	1.09	-
Ta.5628.1.A1_at	IRX9; Irregular xylem 9; xylosyltransferase	AT2G37090	1.81	-	-1.30
Ta.29111.1.A1_at	XT2; UDP-Xylosyltransferase 2	AT4G02500	1.26	-	-1.32
Ta.13337.1.S1_at	Xyloglucan:xyloglucosyl transferase, putative	AT5G57540	1.38	-	-1.59
Ta.13337.2.S1_at			1.21	-	-1.41
Ta.13337.2.S1_x_at			1.44	-	-1.57
**TCA AND RELATED PATHWAYS**					
**Pyruvate metabolism and glyoxylate cycle**					
Ta.18775.1.S1_at	NADP-ME4; NADP-malic enzyme 4	AT1G79750	1.11	-	-
Ta.25543.2.S1_at	NADP-ME3; Malate dehydrogenase (oxaloacetate-decarboxylating)	AT5G25880	1.20	-	-
Ta.13280.1.S1_a_at	PCK1; Phosphoenolpyruvate carboxykinase	AT4G37870	1.05	-	-
Ta.13280.2.A1_at			1.10	-	-
Ta.23970.1.A1_x_at	MLS; Malate synthase	AT5G03860	1.92	-	-1.31
Ta.23989.1.A1_at	ICL; Isocitrate lyase	AT3G21720	2.38	-	-1.90
TaAffx.79218.1.S1_at			1.63	-	-1.35
Ta.19423.1.S1_a_at	PDC2; Pyruvate decarboxylase-2	AT5G54960	-	-1.14	-
Ta.13281.1.S1_at	Pyruvate decarboxylase. putative	AT5G01320	-	-1.07	-
**Amino acid metabolism**					
Ta.15150.1.S1_at	MCCA; Methylcrotonoyl-CoA carboxylase subunit alpha	AT1G03090	1.09	-	-
Ta.15150.1.S1_x_at			1.12	-	-
Ta.30569.1.S1_a_at	MCCB; Methylcrotonoyl-CoA carboxylase beta chain	AT4G34030	1.10	-	-
Ta.12252.1.S1_s_at	BCE2; 2-oxoisovalerate dehydrogenase E2 component (dihydrolipoyltransacylase)	AT3G06850	1.13	-	-
**Glutamate metabolism**					
TaAffx.129066.1.S1_at	GAD; Glutamate decarboxylase 1	AT5G17330	-	-1.08	-
Ta.25990.1.A1_at	GAD3; Glutamate decarboxylase 3	AT2G02000	-	-1.42	-1.05
Ta.25990.1.A1_x_at			-	-1.53	-1.11
Ta.1870.1.S1_a_at	GDH2; Glutamate dehydrogenase 2	AT5G07440	-	-1.31	-1.23
Ta.21001.1.S1_at	GGT1; Gamma-glutamyl transpeptidase 1	AT4G39640	-	-0.99	-
Ta.30684.1.S1_at	AO; L-aspartate oxidase	AT5G14760	-	-1.06	-
**REGULATORS OF CARBON METABOLISM AND SENSING**					
Ta.12733.1.S1_at	SAL1; Inositol or phosphatidylinositol phosphatase	AT5G63980	-	-1.02	-
Ta.4492.1.S1_at	PI3P5K; Phosphatidylinositol-3-phosphate 5-kinase	AT1G71010	-	1.02	-
Ta.10130.1.S1_at	RAP2.12; Related to AP2 12	AT1G53910	1.05	-	-1.32
Ta.13336.1.S1_at	RAP2.7; Related to AP2 7	AT2G28550	1.68	-	-1.05
Ta.21035.1.S1_at	RAP2.8; RAV2 (Regulator of the ATPase of the vacuolar membrane)	AT1G68840	-	-2.02	-1.44
Ta.27316.1.S1_at			-	-1.11	-
TaAffx.18447.1.S1_at	BZIP63; Basic Leucine Zipper 63; BZO2H3	AT5G28770	-	-1.84	-1.05
TaAffx.18447.3.S1_s_at			-	-2.16	-1.42
TaAffx.18447.5.S1_s_at			-	-1.55	-1.03
**CHLOROPLAST TRANSCRIPTION AND TRANSLATION**					
TaAffx.27156.1.S1_at	RNA polymerase beta' subunit-2	ATCG00170	-	1.24	-
TaAffx.107547.1.S1_at	RNA polymerase beta' subunit-1	ATCG00180	-	1.08	-
TaAffx.113923.1.S1_at	Chloroplast DNA-dependent RNA polymerase B subunit	ATCG00190	-	1.26	-
Ta.769.1.S1_at	PTAC16; Plastid transcriptionally active 16	AT3G46780	-	1.08	-
TaAffx.128946.4.S1_at	Chloroplast ribosomal protein S2	ATCG00160	-	1.18	-
**OTHERS**					
Ta.5161.3.S1_at	CRK29; Cystein-rich RLK (Receptor-like protein kinase) 29	AT4G21410	-	-1.73	-
Ta.5161.3.S1_x_at			-	-1.32	-
Ta.6870.2.S1_a_at	MKK6; MAP kinase kinase 6	AT5G56580	-	-1.08	

Selected genes were specifically significant regulated by the wild-type (WT) and the mutant (M) under water stress compared with the same genotype under well-watered (control) conditions. Last column (M vs WT) compares mutant versus WT expression under water stress. Positive and negative values indicate upregulation and downregulation respectively, whereas no statistically significant differences are indicated with a dash (-).

^a^UniProt ID from *Triticum turgidum* subsp. *durum*.

^b^Blast executed against TaGI (DFCI) Wheat Gene Index: TC371960. homologue to UniRef100_P26667.

#### Genotype-dependent stress-response genes in mutant plants

We identified 535 probe sets that were modulated solely in the mutant plants or to a greater extent (above the 2-fold threshold) than in the wild-type plants. This included 157 upregulated and 378 downregulated genes representing diverse functional categories (Figure 3; Table 8). 

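The probe sets called in the mutant only again mostly had the same sign in the wild-type. Of 1077 such probe sets, 445 rose and 632 fell. In the wild-type 409 of the 445 (91.9%) had a log2 fold change above 0, with a median of 0.60 against 1.20 in the mutant. Of the 632, 582 (92.1%) lay below 0, with a median of -0.72 against -1.33. The interaction called 2 of the 445 and 12 of the 632. For the mutant genes of Table 7 it called 1 of 59 kept probe sets, and 56 had the stated direction, again favored by the choice of these genes on the same arrays. Without mutant water stress replicate 3 the number called in the mutant only was 1221.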

The most significant categories in the upregulated group were associated with chloroplast transcription, interactions with the environment (cellular sensing, response to external stimuli, chemoperception and response), stress responses and metabolism, whereas the downregulated group was dominated by functional categories such as interaction with the environment (response to external stimuli), stress responses and plant defense (Table 8). The downregulated genes also included those induced in the mutant under control conditions.

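Defense genes with higher values in the mutant under control fell in it under water stress. Chitinase 3 dropped to 8.83 ± 0.35 (log2, SD, n = 3) in the mutant, a log2 fold change of -3.67 (standard error 0.33, adjusted p = 1.4e-05). Blufensin1 changed by -3.07 (standard error 0.29, adjusted p = 1.9e-05) and POX10 by -3.13 (standard error 0.39, adjusted p = 0.000115). Of the 22 induced probe sets of Table 5 that were kept, 17 fell and 1 rose in the mutant, with a median log2 fold change of -2.67 (camera adjusted p = 2.2e-10, and adjusted p = 0.0191 with an estimated correlation). In the wild-type 9 of them fell and 1 rose, with a median of -1.37 (camera adjusted p = 0.000218, and adjusted p = 0.0899 with an estimated correlation). Chitinase 3 was at -1.42 (standard error 0.33, adjusted p = 0.00760) in the wild-type, with an interaction of -2.25 (standard error 0.46, adjusted p = 0.0617). The list fell further in the mutant than in the wild-type (camera on the interaction, adjusted p = 2.9e-08, and adjusted p = 0.0294 with an estimated correlation), while a count of 1 member, the probe set Ta_22572_1_S1_at without a gene name, passed the interaction by itself. The mutant control arrays enter both the choice of these genes and their stress response, so a high chance value under control would by itself give a fall. Across all kept probe sets the control difference and the mutant's stress response correlated with r = -0.41, where simulated unchanged groups that share these arrays gave -0.50. The simulation holds no stress response, which spreads the real values and can weaken r. The covariance, which that spread does not scale, was -0.0878, against -0.0399 in the simulation. For the wild-type's stress response, which shares the wild-type control arrays instead, it was -0.00689, against 0.0397. The simulation also gave all groups the same spread. The real spread was smaller under control (root mean variance 0.29 and 0.30) than under stress (0.36 and 0.42). Unequal spreads change r and the covariance, and by themselves bring a chance r closer to the observed one, so the simulated values are not exact for these arrays.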

**Table 8:** Significant functional categories in the mutant under water stress

**Regulation**	**Functional categories**	**Number of genes**	***P***-**value**
Upregulated	01 METABOLISM	26	3.94E-03
	11.02.03.01 general transcription activities	3	8.94E-04
	11.02.03.01.04 transcription elongation	3	3.51E-06
	32 CELL RESCUE. DEFENSE AND VIRULENCE	12	1.61E-03
	32.01 stress response	11	5.80E-05
	32.01.03 osmotic and salt stress response	4	3.98E-03
	34 INTERACTION WITH THE ENVIRONMENT	16	4.91E-05
	34.11 cellular sensing and response to external stimulus	14	2.11E-04
	34.11.03 chemoperception and response	8	4.89E-03
	34.11.03.13 osmosensing and response	4	4.19E-03
	36.20.18 plant hormonal regulation	7	2.53E-03
	36.20.18.02 ethylen response	3	3.86E-03
Downregulated	01 METABOLISM	72	1.44E-09
	01.04 phosphate metabolism	28	2.37E-04
	01.05C-compound and carbohydrate metabolism	24	1.03E-03
	01.05.03.03 chitin metabolism	3	1.33E-04
	01.05.03.03.07 chitin catabolism	3	1.33E-04
	01.20 secondary metabolism	11	3.27E-04
	01.20.35 metabolism of secondary products derived from L-phenylalanine and L-tyrosine	5	2.65E-03
	01.20.35.01 metabolism of phenylpropanoids	5	1.73E-03
	01.20.35.01.03 metabolism of lignins	4	3.58E-04
	14.07.03 modification by phosphorylation. dephosphorylation. autophosphorylation	20	8.53E-04
	16.13C-compound binding	4	2.49E-03
	16.17.01 calcium binding	7	2.97E-04
	16.25 oxygen binding	8	3.57E-04
	20 CELLULAR TRANSPORT. TRANSPORT FACILITIES AND TRANSPORT ROUTES	37	1.41E-05
	20.01 transported compounds (substrates)	29	1.30E-04
	32 CELL RESCUE. DEFENSE AND VIRULENCE	29	6.36E-07
	32.01 stress response	20	3.59E-06
	32.01.01 oxidative stress response	9	1.79E-05
	32.01.06 cold shock response	7	2.23E-04
	32.07 detoxification	8	8.06E-04
	32.07.07 oxygen and radical detoxification	8	7.13E-04
	32.07.07.05 peroxidase reaction	5	6.49E-04
	34 INTERACTION WITH THE ENVIRONMENT	35	1.35E-08
	34.11 cellular sensing and response to external stimulus	34	3.56E-09
	34.11.03 chemoperception and response	16	5.00E-04
	34.11.05 mechanical stimulus perception and response	2	1.86E-03
	34.11.09 temperature perception and response	10	2.62E-05
	34.11.10 response to biotic stimulus	14	4.46E-08
	36 SYSTEMIC INTERACTION WITH THE ENVIRONMENT	19	3.43E-06
	36.20 plant/fungal specific systemic sensing and response	18	3.84E-06
	36.20.16 plant defense response	7	3.72E-05
	36.20.16.05 systemic acquired resistance	3	1.96E-03
	36.20.18 plant hormonal regulation	12	1.42E-03
	40.10 cell death	6	1.02E-04
	40.10.02 apoptosis (type I programmed cell death)	6	9.85E-06
	40.10.02.01 anti-apoptosis	6	7.34E-08
	70.02 eukaryotic plasma membrane/membrane attached	12	4.61E-04

Significant functional categories represented in the specifically upregulated and downregulated probe sets lists in the mutant at anthesis under water stress conditions compared to well-watered (control) conditions according to the MIPS Functional Catalogue Database [122]. Only functional categories with a cut-off of *P* ≤ 0.005 were considered.

The genes that were upregulated specifically in the mutant included those involved in the synthesis of carotenoid precursors, e.g. hydroxymethylglutaryl-CoA synthase (MVA1), 1-deoxy-D-xylulose-5-phosphate synthase (DXS) and phytoene synthase (PSY), and those involved in chloroplast gene expression, photosynthesis, chlorophyll binding and detoxification, e.g. glutamyl-tRNA reductase 1 (HEMA1), light harvesting complex II components such as LHB1B2 and ATPase subunit delta, and the Rubisco small subunit. 

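Genes of pigment synthesis, light harvesting and chloroplast transcription rose in mutant leaves under water stress. DXS, the entry enzyme of the plastid route to carotenoid precursors, had a log2 fold change of 1.66 (standard error 0.21, adjusted p = 0.000159) in the mutant and 0.59 (adjusted p = 0.0644) in the wild-type. Phytoene synthase (PSY), the first enzyme of the carotenoid branch, rose by 1.12 (standard error 0.14, adjusted p = 0.000120) in the mutant and stood at 0.40 (adjusted p = 0.0550) in the wild-type. HEMA1, at the start of chlorophyll synthesis, rose by 1.53 (standard error 0.22, adjusted p = 0.000320) and stood at 0.75 (adjusted p = 0.0259) on Ta_3243_1_S1_at. MVA1, of the cytosolic mevalonate route, rose alike in the mutant (1.44 ± 0.35) and the wild-type (1.43 ± 0.35, log2 fold change ± standard error). The light-harvesting protein LHB1B2 went from 12.47 ± 0.32 to 14.11 ± 0.17 (log2, SD, n = 3) in the mutant on Ta_3249_3_A1_at, where the wild-type had a log2 fold change of 0.25 (adjusted p = 0.534), and the delta subunit of the ATP synthase (ATPD) rose by 1.57 ± 0.14 in the mutant. The Rubisco small subunit rose by 1.31 (standard error 0.36, adjusted p = 0.0172) in the mutant, a call lost without mutant control replicate 3 or mutant water stress replicate 1 (adjusted p up to 0.0651). Of the 16 probe sets for photosynthesis and pigment synthesis in Table 7, 12 rose and 1, the Rubisco large subunit, fell in the mutant, and 1 rose and 1 fell in the wild-type, where 5 rose with no fold threshold and 9 adjusted over the list alone. Of the 5 for chloroplast transcription and translation, 4 rose in the mutant, such as RNA polymerase beta' subunit-2 (1.20 ± 0.19), and limma called 0 in the wild-type (1 with no fold threshold). Both sets rose in the mutant (camera adjusted p = 5.9e-06 and 0.00128), though adjusted p = 0.128 for each with an estimated correlation. The difference between both responses of the photosynthesis and pigment set had a camera adjusted p = 2.4e-06, but adjusted p = 0.188 with an estimated correlation, and that of the chloroplast set 0.00613 and 0.255. Interaction values were 1.07 (adjusted p = 0.173) for DXS, 0.72 (adjusted p = 0.154) for PSY, 0.78 (adjusted p = 0.353) for HEMA1, 1.38 (adjusted p = 0.145) for LHB1B2 and 0.98 (adjusted p = 0.0617) for ATPD. The study chose these genes on the same arrays, so the counts are not independent evidence.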

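Glutamate decarboxylase 3 and glutamate dehydrogenase 2 fell in mutant leaves under water stress. The decarboxylase (GAD3), which makes gamma-aminobutyrate, went from 9.69 ± 0.31 to 8.17 ± 0.28 (log2, SD, n = 3) in the mutant, a log2 fold change of -1.52 (standard error 0.22, adjusted p = 0.000373), and stood at -0.23 (adjusted p = 0.494) in the wild-type. The dehydrogenase (GDH2) changed by -1.39 (standard error 0.24, adjusted p = 0.00131) in the mutant, with -0.27 (adjusted p = 0.473) in the wild-type. L-aspartate oxidase (AO), of NAD synthesis, fell to a similar degree in the mutant (-1.11 ± 0.19, log2 fold change ± standard error), just under 2-fold without mutant water stress replicate 1 (-0.976), and was at -0.89 ± 0.19 in the wild-type. GGT1, which cleaves glutathione, had -0.72 (adjusted p = 0.0334) in the mutant, under 2-fold. Among signaling genes, the calcium sensor CBL1 (Ta_5272_3_S1_x_at) fell by 1.44 (standard error 0.16, adjusted p = 5.3e-05) on the log2 scale in the mutant. In the wild-type CBL1 was at -1.05 ± 0.16, under 2-fold without control replicate 1 or water stress replicate 2 (-0.92 at the least) and with weighted arrays. The phosphatase SAL1 changed by -1.17 (standard error 0.19, adjusted p = 0.000713) in the mutant and the kinase MAPK3 by -1.45 (standard error 0.22, adjusted p = 0.000444), against -0.74 (adjusted p = 0.0129) and -0.75 (adjusted p = 0.0249) in the wild-type. The difference between both responses did not pass the interaction for any of these genes: it was -1.29 (adjusted p = 0.113) for GAD3, -1.12 (adjusted p = 0.216) for GDH2, -0.42 (adjusted p = 0.580) for SAL1, -0.69 (adjusted p = 0.405) for MAPK3 and -0.39 (adjusted p = 0.531) for CBL1. Of the 33 kept probe sets that Table 7 lists as downregulated in the mutant, 27 passed limma's test with 2-fold, and the study chose them on these arrays.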

We observed the downregulation of several genes representing glutamate metabolism such as glutamate decarboxylase (GAD), glutamate dehydrogenase (GDH), γ-glutamyltranspeptidase (GGT) and L-aspartate oxidase (AO); and several signaling pathway components, including calcineurin B-like protein 1 (CBL1), inositol phosphatase (SAL1) and MPK3 (Table 7).

#### Differentially-expressed stress-response genes under stress conditions

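Transcripts of 2 cell wall enzymes, a xyloglucosyl transferase and the xylosyltransferase IRX9, were lower in the mutant than in the wild-type under water stress. Only 23 of the 174 probe sets called have a gene name, so they show no theme of the whole list. A xyloglucan:xyloglucosyl transferase (Ta_13337_1_S1_at), which remodels wall polymers, was 11.79 ± 0.25 in the mutant and 13.39 ± 0.22 in the wild-type (log2, SD, n = 3), a log2 fold change of -1.60 (standard error 0.24, adjusted p = 0.00772). An unnamed probe set of Table 5, Ta_7543_1_S1_at, was at -1.63 (standard error 0.25, adjusted p = 0.00751), and the unnamed Ta_18567_1_S1_at at 3.80 (standard error 0.72, adjusted p = 0.0176), a call lost with 32 added to each intensity. IRX9 was lower in the mutant, at -1.58 (adjusted p = 0.0179), but not without wild-type water stress replicate 3 (adjusted p = 0.0716). In all, 62 probe sets were induced and 112 repressed in the mutant by limma's test. In 174 of the 174, every mutant array lay beyond every wild-type array, as it did for 19.0% of all kept probe sets, where chance gives 10%. The number depended on the arrays: it was 75 without wild-type water stress replicate 3 and 283 without mutant water stress replicate 3, and it reached 290 without wild-type water stress replicate 2. These last pair of arrays are those with the highest 3' to 5' ratios of the endogenous control. Fitted on the stress arrays alone the model called 5, all repressed, among them the xyloglucosyl transferase Ta_13337_1_S1_at, RAP2.12 and the unnamed Ta_7543_1_S1_at, and the methods' t-test with Benjamini-Hochberg adjustment called 0, where 225 probe sets were higher and 267 lower at an unadjusted p under 0.05 with 2-fold. The model of the stress arrays alone leaves the control arrays, which vary less between replicates, out of its estimate of the spread.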

We compared the transcriptional profiles of wild-type and mutant plants under water stress and identified 166 differently-expressed probe sets (29 induced and 137 repressed in the mutant). The only functional category significantly represented among the 29 induced probe sets was the channel/pore transport class (Additional file 4: Table S3), corresponding to the transcripts for two plasma membrane intrinsic proteins (PIP2;2, PIP2;5) that were downregulated in both genotypes but to a lesser extent in the mutant (Additional file 3: Table S2). 

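Water channel genes fell in both genotypes under stress, and PIP2;2 ended higher in the mutant. PIP2;2 lets water pass the plasma membrane, and its probe set TaAffx_8804_1_S1_s_at was at 14.46 ± 0.10 under control and 11.53 ± 0.43 under water stress in the wild-type (log2, SD, n = 3), and at 14.57 ± 0.18 and 12.88 ± 0.03 in the mutant. The log2 fold change was -2.93 in the wild-type and -1.69 in the mutant (standard error 0.17 for each). Under water stress PIP2;2 was higher in the mutant by a log2 fold change of 1.35 (standard error 0.17, adjusted p = 0.00312) on this probe set, whichever array was left out, but not in a model of the stress arrays alone. On TaAffx_8804_3_S1_s_at it was 1.44 (standard error 0.29, adjusted p = 0.0210), a call lost without an intensity trend and without wild-type water stress replicate 1 or 3 or mutant water stress replicate 1 or 2 (adjusted p up to 0.0801). PIP2;5 fell in the wild-type (-2.51 ± 0.27, log2 fold change ± standard error) and in the mutant (-1.70 ± 0.27), and its difference between genotypes under stress was 1.08 (standard error 0.27, adjusted p = 0.0501). The direct test of the difference in response gave an interaction of 1.24 (standard error 0.24, adjusted p = 0.0519) for PIP2;2 and 0.81 (adjusted p = 0.436) for PIP2;5, neither under 0.05.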

Other genes that were induced in the mutant under water stress included those encoding ascorbate peroxidase (APX4), sucrose: fructan 6-fructosyltransferase (SFT6), *myo*-inositol oxygenase (MIOX1) and dihydrodipicolinate reductase 3 (crr1) (Table 7 and Additional file 3: Table S2).

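Sucrose:fructan 6-fructosyltransferase (SFT6), which builds fructans from sucrose, was 13.56 ± 0.15 (log2, SD, n = 3) in the mutant under water stress and 12.27 ± 0.73 in the wild-type, and was induced by a log2 fold change of 1.30 (standard error 0.27, adjusted p = 0.0265). It rose with stress in the mutant (1.49 ± 0.27, ± standard error) and stood at -0.20 (adjusted p = 0.651) in the wild-type, with an interaction of 1.69 (adjusted p = 0.0900). The putative dihydrodipicolinate reductase crr1 was induced by 1.06 (standard error 0.24, adjusted p = 0.0362) in the mutant. Ascorbate peroxidase 4 (APX4) stood at 1.80 (standard error 0.49, adjusted p = 0.0699) between the genotypes and myo-inositol oxygenase (MIOX1) at 0.92 (standard error 0.37, adjusted p = 0.221), and neither passed limma's test. APX4 rose with stress in the mutant by 1.94 (standard error 0.49, adjusted p = 0.0103), with an interaction of 1.67 (adjusted p = 0.370). The call of SFT6 was lost without wild-type water stress replicate 3 or mutant water stress replicate 1 or 2 (adjusted p up to 0.0891), and that of crr1 without wild-type water stress replicate 1 or 3 or mutant water stress replicate 1 or 2 (up to 0.133). Without an intensity trend neither passed, and with 32 added, with no filter or with replicate number as a block crr1 did not.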

The genes that were repressed in the mutant plants under stress were predominantly related to carbohydrate metabolism, peroxidase/oxidative stress responses, the glyoxylate cycle and chromosome subcellular localization (Additional file 4: Table S3). 

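As groups, carbohydrate metabolism, the TCA cycle with related pathways and the regulators of carbon metabolism were lower in the mutant than in the wild-type under water stress. Of the 23 carbohydrate probe sets of Table 7, 6 were repressed and 2 induced, with a median log2 fold change of -0.51 (camera adjusted p = 2.8e-05, and adjusted p = 0.0135 with an estimated correlation). Among the repressed ones is XT2, a xylosyltransferase (-1.08 ± 0.22, log2 fold change ± standard error, lost without wild-type water stress replicate 1 or 3 or mutant water stress replicate 2, adjusted p up to 0.107, and with 32 added or replicate number as a block). Of the 19 probe sets of the TCA cycle and related pathways, 2 were repressed and 0 induced by limma (4 and 0 with no fold threshold), with a median of -0.57 (camera adjusted p = 7.9e-08, and adjusted p = 0.0135 with an estimated correlation). Among the 9 probe sets for regulators, 4 were repressed and 0 induced (5 and 0 with no fold threshold), with a median of -1.04 (camera adjusted p = 7.9e-07, and adjusted p = 0.0135 with an estimated correlation). BZIP63 and RAP2.8 have more than 1 probe set each among them, which count separately, so the list holds fewer genes than probe sets. On the interaction the regulators were lower in the mutant too (camera adjusted p = 2.4e-07, and adjusted p = 0.0280 with an estimated correlation). Adjusted over the list alone, 11, 7 and 6 probe sets of these lists were lower and 4, 0 and 0 higher. The 25 probe sets for oxidative stress moved both ways: 1 was repressed, 0 were induced by limma, and the median was -0.06 (camera adjusted p = 0.441). Table 7 was chosen by the study on these arrays, so its groups are not independent evidence of their direction.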

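Regulators of carbon metabolism and signaling were lower in the mutant than in the wild-type under water stress. RAP2.12, a transcription factor of the ethylene response family, was 11.82 ± 0.14 in the mutant and 13.21 ± 0.12 in the wild-type (log2, SD, n = 3), a log2 fold change of -1.39 (standard error 0.10, adjusted p = 0.000117), the smallest p of all kept probe sets. The protein kinase CIPK23 (Ta_5041_1_S1_at), a partner of calcium sensors, was repressed by -1.41 (standard error 0.22, adjusted p = 0.00854), and the transcription factor BZIP63 (TaAffx_18447_3_S1_s_at) by -1.26 (standard error 0.21, adjusted p = 0.0114). All 3 kept their calls whichever stress array was left out, and RAP2.12 alone of them in a model of the stress arrays. On another probe set, TaAffx_18447_1_S1_at, BZIP63 was lower in the mutant by just under 2-fold, short of a call. Among enzymes of glutamate metabolism, GAD3 had -1.16 (standard error 0.22, adjusted p = 0.0183), lost without wild-type water stress replicate 1 or mutant water stress replicate 1 (adjusted p up to 0.0708). GDH2 had -1.14 (standard error 0.24, adjusted p = 0.0280), lost without wild-type water stress replicate 1 or 3 or mutant water stress replicate 1 or 3 (up to 0.110), and with weighted arrays neither passed. RAP2.8 (Ta_21035_1_S1_at) stood at -1.09 (standard error 0.35, adjusted p = 0.124) and glyoxalase, which detoxifies methylglyoxal, at -2.02 (standard error 0.60, adjusted p = 0.0977) and -1.22 (adjusted p = 0.205), and none of these passed limma's test. The first glyoxalase value rests on a mutant mean of 5.50 ± 1.52 (log2, SD, n = 3), below the median of those arrays (5.97 to 6.06), and was -1.36 with 32 added. In the mutant RAP2.8 fell with stress, by a log2 fold change of -1.70 (standard error 0.35, adjusted p = 0.00361).

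**Figure D3:**
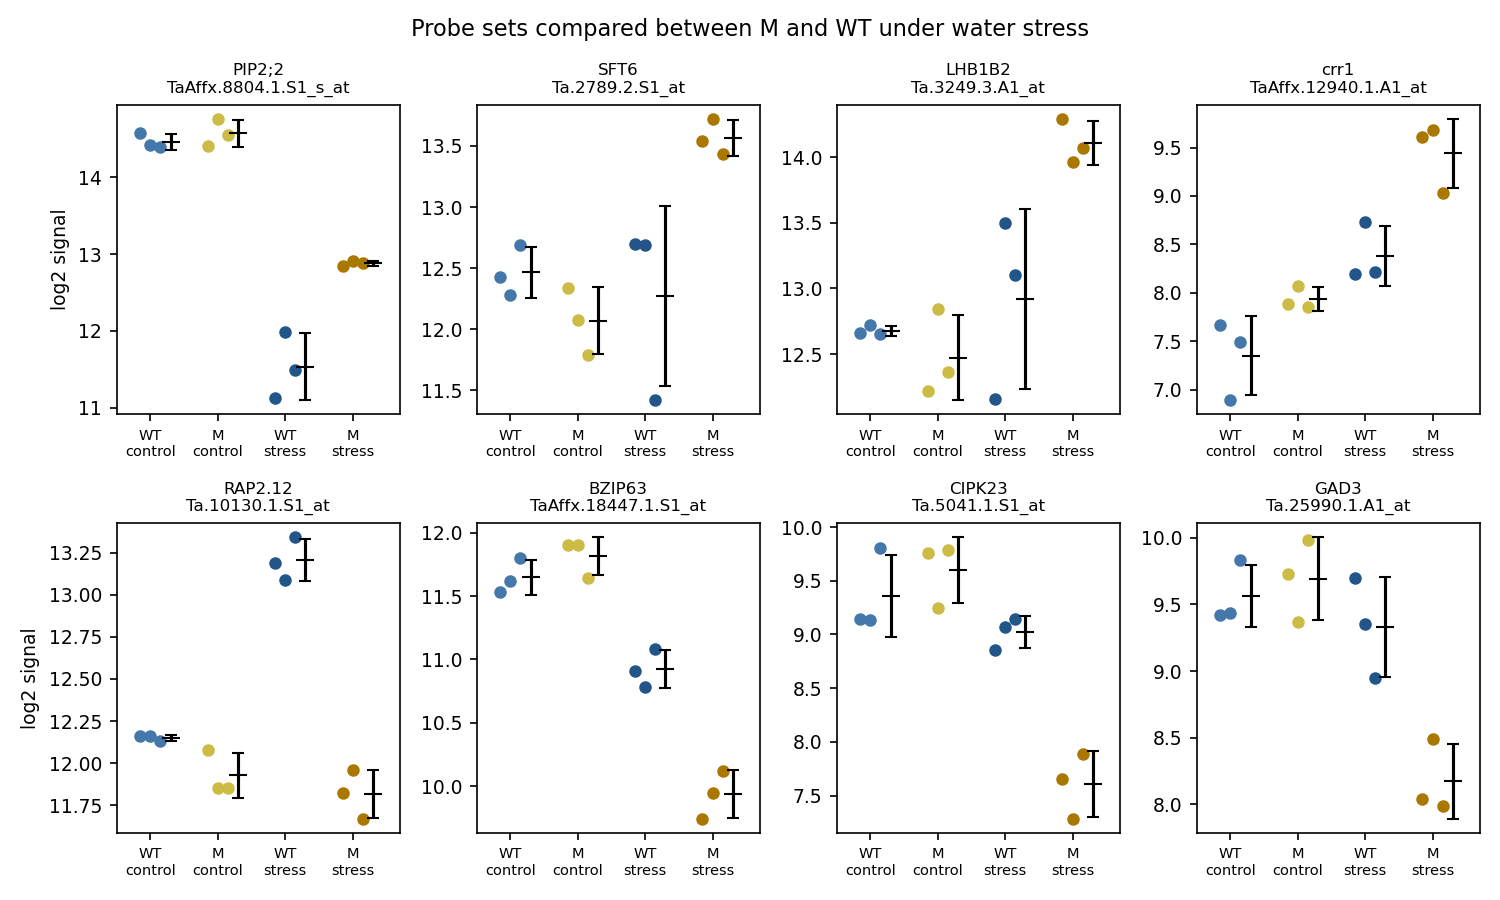
Log2 intensity of 8 probe sets on each array of the wild-type (WT) and the mutant (M) under control and water stress; points are arrays, and bars give the mean ± SD of 3 replicates. PIP2;2, SFT6, LHB1B2 and crr1 stand higher in the mutant under stress, and RAP2.12 (11.82 against 13.21), BZIP63, CIPK23 and GAD3 lower.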

Representative repressed genes included those encoding RAP2.8, GDH, GAD, CBL-interacting protein kinase 23 (CIPK23) and glyoxalase (Table 7). We also found genes encoding ICL, MLS and trehalose phosphate-synthase (TPS) which were not affected by stress in mutant plants but were upregulated in wild-type plants, thus appearing in the repressed transcript category (Table 7).

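Isocitrate lyase (ICL) and malate synthase (MLS), the enzymes specific to the glyoxylate cycle, rose in the mutant too. MLS went from 5.04 ± 1.26 to 7.11 ± 0.93 (log2, SD, n = 3) in the mutant, a log2 fold change of 2.08 (standard error 0.60, adjusted p = 0.0218), a call lost without mutant control replicate 2 or 3 or mutant water stress replicate 1 (adjusted p up to 0.0907). ICL rose by 3.36 (standard error 1.01, adjusted p = 0.0249) in the mutant on Ta_23989_1_A1_at, lost without mutant control replicate 3 or mutant water stress replicate 1 or 2 (up to 0.0956), and stood at 1.28 (adjusted p = 0.179) on TaAffx_79218_1_S1_at. The calls of MLS and ICL in the mutant were also lost in a model of the mutant arrays alone. TaAffx_79139_1_S1_at is an ICL probe set that the paper's Table S2 lists among those changed alike in both genotypes. On it ICL passed the test in the wild-type (adjusted p = 0.00806) and in the mutant (adjusted p = 0.00565), from control values of 4.63 ± 2.01 and 2.28 ± 1.47 (log2, SD, n = 3). These values, and those of the mutant under control for MLS and for ICL on Ta_23989_1_A1_at (3.693 ± 2.121), lie below the median of all probe sets on the control arrays (5.71 to 5.88), so the sizes of the changes are not firm: with 32 added the log2 fold change in the mutant was 2.41 on TaAffx_79139_1_S1_at, 1.75 on Ta_23989_1_A1_at and 1.33 for MLS. The trehalose phosphate synthase TPS6, which makes the sugar signal trehalose 6-phosphate, rose in the wild-type by 1.44 (standard error 0.32, adjusted p = 0.00645) and stood at 0.62 (adjusted p = 0.164) in the mutant. Between the genotypes under water stress the values were -1.85 (adjusted p = 0.127) for MLS, -1.69 (adjusted p = 0.417) and -1.10 (adjusted p = 0.437) for ICL, and -0.51 (adjusted p = 0.446) for TPS6, of which none passed limma's test. Interaction values were -0.64 (adjusted p = 0.828) for MLS, 0.83 (adjusted p = 0.872) for ICL on Ta_23989_1_A1_at, -0.57 (adjusted p = 0.872) for ICL on TaAffx_79218_1_S1_at and -0.82 (adjusted p = 0.519) for TPS6. The direction for ICL is not firm, since with 32 added the value on Ta_23989_1_A1_at turned to -0.35, with -0.53 on TaAffx_79218_1_S1_at. The paper reasons that a response of the wild-type without one in the mutant places these genes among the repressed transcripts of the mutant.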

### Proteomic profiling

The effect of the mutation was also investigated by carrying out a comparative proteomic analysis between wild-type and mutant plants at anthesis under the same conditions as described above.

When wild-type and mutant plants were compared under well-watered (control) conditions, we matched 182 protein spots (data not shown) among which two showed a significant (>2-fold) difference in signal intensity between genotypes, although neither spot could be identified because of the low abundance of the corresponding protein. Even so, this experiment supported the transcriptomic and suggested that there were only minor differences between the genotypes under normal conditions.

When we compared each genotype under stress and control conditions, we matched 207 protein spots among both genotypes. From the 207, we found that 32 spots were modulated by water stress in the wild-type plants and 62 were modulated in the mutant plants, including 25 spots that were common to both genotypes. This left seven modulated spots specific to the wild-type plants and 37 specific to the mutant.

When the two genotypes were compared under water stress, we identified 28 spots that were more abundant in the mutant and 17 that were less abundant in the mutant. We selected 19 of the induced spots and all 17 of the repressed spots based on the likelihood of extracting useful amounts of protein, and we identified 13 proteins from the induced set and 8 from the repressed set (Additional file 5: Figure S2). The proteins were identified by peptide mass fingerprinting (Additional file 6: Table S4) and MS/MS analysis (Additional file 7: Table S5). The induced proteins predominantly represented carbohydrate and amino acid metabolism, photosynthesis, detoxification and phytoalexin biosynthesis, whereas the repressed proteins predominantly represented photosynthesis (Table 9). Two proteins that were specifically upregulated in the mutant were the oxygen-evolving enhancer protein 2 corresponding to the PSBP subunit of photosystem II (A.n. Q00434), and catalase-1 (CATA1; A.n. Q00434). Two proteins that were specifically downregulated in the mutant were the Rubisco small subunit chain PW9 (A.n. P26667) and the photosystem I reaction center subunit IV (A.n. P13194).

**Table 9:** Differently-expressed proteins in the mutant (M) compared to the wild-type (WT) under water stress

**Expression**	**Function**	**Protein description**	**SwissProt accession number**	**Species**^**b**^	**Ratio WT stress/WT control**	**Ratio M stress/M control**	**Ratio M/T under water stres**	**Method**^**c**^
Induced	Carbohydrate metabolism	G3PX; Glyceraldehyde-3-phosphate dehydrogenase. cytosolic	P26517	1	-	-	304.7	PMF
		G3PX; Glyceraldehyde-3-phosphate dehydrogenase. cytosolic	P26517	1	-	-	215.4	PMF
		Glyceraldehyde-3-phosphate dehydrogenase A. chloroplastic	P09315	2	-	170.3	87.8	MS/MS
		Fructose-bisphosphatealdolaseF2CR16	BAJ85287^a^	1	-	-	3.7	MS/MS
	Amino acid metabolism	Cysteine synthase	P38076	3	-	-	252.7	MS/MS
		Chloroplast aspartate aminotransferase	ACG59771^a^	3	8.7e^-13^	-	101.1	MS/MS
		Putative 3-beta hydroxysteroid dehydrogenase/isomerase protein	BAJ86066^a^	1	-	134.5	75.8	MS/MS
	Photosynthesis	ATPB; ATP synthase subunit beta. chloroplastic	P20858	3	-	-	114.2	PMF
		PSBO; Oxygen-evolving enhancer protein 1. chloroplastic (PSII)	Q40459	4	-	-	2.5	PMF
		PSBP; Oxygen-evolving enhancer protein 2. chloroplastic (PSII)	Q00434	3	-	2.1	2.1	PMF
	Biosynthesis phytoalexins	Isoflavone reductase	B5M699	1	-	-	2.6	PMF
	Translation	Elongation factor Tu. chloroplastic-like. predicted	XP_003575279^a^	5	-	2.2	2.5	MS/MS
	Detoxification	CATA1; Catalase-1	Q43206	3	-	3.4	2.5	PMF
Repressed	Photosynthesis	Chloroplast light-harvesting chlorophyll a/b binding protein (Lhc II typeI CAB)	ADL41158^a^	3	0.4	0.3	0.5	MS/MS
		Photosystem I reaction center subunit IV. chloroplastic (PSI RCsubIV)	P13194	1	-	0.5	0.4	MS/MS
		Precursor of CP29. core chlorophyll a/b binding (CAB) protein (PSII Lhc4)	CAA44777^a^	1	595.9	265.5	0.4	MS/MS
		RBS2; Ribulose bisphosphate carboxylase small chain PW9. chloroplastic	P26667	3	-	0.5	0.4	PMF
		Chlorophyll a-b binding protein CAB 1B-21 (PSI Lhc I)	ACO06083^a^	3	-	-	0.3	MS/MS
		Chlorophyll a-b binding protein 1B-21. chloroplastic (CAB 1B-21)	Q9SDM1	1	-	2.5e^-13^	0.002	MS/MS
	Heme binding	HBL2; Non-symbiotic hemoglobin 2	O24521	6	-	0.5	0.5	PMF
		C71AJ; Cytochrome P450 71A19	Q9T0K0	6	0.3	0.4	0.4	PMF

^a^Accession number from NCBI.

^b^Species: 1: *Hordeum vulgare*; 2: *Zea mays*; 3:*Triticum aestivum*; 4: *Nicotiana tabacum*; 5: *Brachypodium distachyon*; 6: *Arabidopsis thaliana*.

^c^Method: PMF: Peptide Mass Fingerprinting; MS/MS: MALDI TOF/TOF.

Ratios are only indicated for differences statistically significant.

## Discussion

### Chloroplast ultrastructure and pigment content

Chlorotic mutants with affected chloroplast ultrastructure have been described in several reports [9,14,44-46]. The chloroplasts in these plants often contain fewer grana structures than wild-type plants, and thinner thylakoid membranes that are not stacked in the normal manner [47]. In contrast, the chloroplasts in our pale-green mutant contained abundant grana with normally-stacked thylakoids, but their distribution within the stroma was disorganized, potentially reflecting a lack of membrane continuity or the degradation of inter-grana lamella membranes. The stacking adhesion of the thylakoids in grana structures is regulated by the phosphorylation of photosystem II proteins, which also ensures photosynthetic efficiency [45]. 

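Under control conditions no photosynthesis gene of Table 7 differed between mutant and wild-type by limma's test. The 16 probe sets for photosynthesis and pigment synthesis had a median log2 fold change of 0.04, with 0 called (0 with no fold threshold and 0 adjusted over the list alone). For LHB1B2 (Ta_3249_3_A1_at) the difference was -0.20 (standard error 0.26, adjusted p = 1.00), for the Rubisco small subunit 0.11 (standard error 0.36, adjusted p = 1.00), for HEMA1 -0.00 (standard error 0.22, adjusted p = 1.00) and for PSY -0.20 (standard error 0.14, adjusted p = 1.00). The largest of the list was LHB1B2 on Ta_23025_1_A1_at, at 1.49 (standard error 0.48, adjusted p = 0.608). Relative to all other probe sets the list showed no shift that passed the test (camera adjusted p = 0.687). The 5 probe sets for chloroplast transcription and translation had a median of -0.21, with 0 called by limma. The study chose these probe sets for their response to stress on the same arrays. Outside Table 7 few if any photosystem genes carry a name here. A pattern of gene symbols for photosystem and thylakoid electron transport matched 1 kept probe set.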

We found no significant difference in the photosynthetic rate of the wild-type and mutant and no quantitative differences in transcripts or proteins representing the photosynthetic apparatus at anthesis under control conditions.

The mutant chloroplasts also contained more stromal plastoglobules than wild-type chloroplasts. These lipoprotein bodies are structurally continuous with the thylakoid membranes and facilitate content exchange with the thylakoid lumen [48]. They may also be involved in thylakoid development and disassembly, increasing in abundance in response to oxidative stress and delivering the antioxidant molecules stored on them to the thylakoid lumen, where they scavenge ROS [49,50]. The structure of the inter-grana lamella in the mutant chloroplasts could therefore reflect thylakoid reorganization or the impact of oxidative stress already at tillering stage under field capacity conditions.

Although the pigment content of the mutant plants was ~41% lower than in wild-type plants under control conditions, the photosynthetic rate was similar (Table 1). This seems illogical given that carotenoids and chlorophylls are required for the proper folding, assembly and stability of LHC apoproteins [51]. However, we detected a greater xanthophyll de-epoxidation rate in the mutant as indicated by the relationship (0.5A + Z)/(VAZ). The zeaxanthin in the mutant may compensate for the lack of other xanthophylls in the antenna proteins [52], and may also preserve the structure of the photosystem and its membranes by dissipating photochemical energy as heat to prevent photo-oxidation [22]. This may explain the abnormal chloroplast ultrastructure in the mutant but the near-normal photosynthetic rate. Our data suggest that, under control conditions, the mutant compensates for the lower pigment content and that minor oxidative stress has no detrimental effect on photosynthetic capacity or biomass accumulation.

However, under water stress conditions the level of de-epoxidation increases in wild-type plants, and both genotypes show similar values for the relationship (0.5A + Z)/(VAZ) (Table 3). This suggests that the mutant has a lower capacity for increasing the de-epoxidation rate. An alternative explanation is that the pool of convertible violaxanthin is rapidly depleted and only non-convertible violaxanthin remains to maintain the structural integrity of the antenna [53]. Because xanthophylls help to prevent photo-oxidation, the mutant plants without additional de-epoxidated carotenoids to cope for the water stress damage may sense higher oxidative stress in the chloroplast under water stress. Thus, the pale-green mutant may be more susceptible since the ability of plants to withstand oxidative stress determines the level of overall stress tolerance [54].

### Differences between the wild-type and mutant transcriptomes at anthesis (no stress)

There were only minor differences in gene expression between the wild-type and mutant plants under control conditions at anthesis, mirroring the similar net photosynthetic rates (Table 1). The few repressed genes in the mutant were predominantly related to ABA responses and the induced genes mostly represented pathogenesis-related (PR) proteins and peroxidases involved in plant defense (Table 5).

Apart from their role in defense, peroxidases may be modulated by cellular redox disturbances [55]. In such cases, nuclear gene expression can be regulated by ROS-dependent signal transduction or low-molecular-weight antioxidants produced in the chloroplast. For example, the expression of PR proteins and peroxidases increases in ascorbate-deficient mutants [56]. Since no lesion or pathogen attack was detected in our investigation, it is most likely that low-level of oxidative stress triggers defense gene expression in the pale-green mutant. Proteins involved in plant defense are also sensitive to hormones such as salicylic acid (SA), jasmonate (JA) and ethylene, but we did not find any differently-expressed genes related to these pathways in the mutant. 

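Genes that Table S2 groups under jasmonic acid and ethylene had no difference between the genotypes under control that passed limma's test. The 9 jasmonate probe sets had a median log2 fold change of -0.19 (0 called, 0 adjusted over the list alone, camera adjusted p = 0.630). LOX1 was at -0.11 (standard error 0.38, adjusted p = 1.00) and the allene oxide synthase AOS at 0.39 (adjusted p = 1.00). The 6 ethylene probe sets had a median of 0.02 (0 called, 0 adjusted over the list alone, camera adjusted p = 0.926), with ACS2 at 0.04 (standard error 0.48, adjusted p = 1.00) and EFE at -0.10 (adjusted p = 1.00) on Ta_9107_2_S1_a_at. The defense regulator WRKY70, of salicylate signaling, was at 0.86 (standard error 0.23, adjusted p = 0.415). Table S2 holds genes that the study chose for a response to stress in both genotypes, not for these pathways as a whole, and no list of salicylate genes could be tested with the names at hand. The paper proposes that, with no lesion or pathogen attack seen, a low level of oxidative stress sets off the expression of defense genes in the mutant.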

Plant defense signaling pathways are also activated through WRKY transcription factors that bind to pathogen-response and wound-inducible promoter elements (W-boxes and GCC-like elements). The *TaWRKY45* gene was induced in the mutant, and may help to activate some of the PR genes we also identified. This transcription factor confers resistance to *Fusarium* head blight (FHB) in wheat [57] and increases the expression of PR-1 and PR-2 genes in rice to confer resistance to *Pseudomonas syringae*, salinity and drought tolerance, as well as reducing ABA sensitivity [58].

Genes encoding defense enzymes that synthesize secondary metabolites such as phenylpropanoids and flavonoids were also induced in the mutant, including naringerin, 2-oxoglutarate 3-dioxygenase and agmatine coumaroyltransferase (ACT), the latter representing the final step in the hydroxycinnamic acid amide (HCAA) synthesis pathway. Peroxidases can also couple agmatine conjugates to form antifungal compounds known as hordatines in barley and (to a lesser extent) in wheat [59]. Finally, the blufensin-1 gene was also induced in the mutant. This is a negative regulator conferring sensitivity to powdery mildew in barley by modulating penetration resistance [60].

The repressed probe sets were related to systemic interactions with the environment, especially the ABA response, e.g. genes encoding dehydrins such as RAB proteins and other LEA proteins that accumulate during seed maturation and in vegetative tissues in response to abiotic stress [61]. RAB is a LEA family dehydrin that is induced by ABA, and the Arabidopsis ortholog RAB18 is a useful marker for the loss of ABA sensitivity e.g. in plants that are deficient for the SWI/SNF chromatin-remodeling complex [62]. The gene is upregulated when a relevant repressor is mutated, e.g. SUMO E3 ligase SIZ1 [63]. We hypothesize that the mutant induces a repressor that acts against the ABA pathway or downregulates an inducer of the same pathway. Indeed, two transcription factors were repressed in the mutant under control conditions, the Q-type C2H2 zinc finger transcription factor TaZP23 and the homeobox-leucine zipper protein ATHB-6. *TaZP23* is upregulated in leaves and roots during drought stress and also following ABA treatment, suggesting a role in ABA-dependent gene regulation [64]. ATHB-6 may act as a growth regulator in response to water deficit, and is induced by ABA, salinity and dehydration stress [65]. It also regulates the ABA signaling pathway, acting downstream of ABI1 [66].

The repressed probe sets also included two endonuclease genes related to the barley genes Bnuc and BEN1, which are expressed during apoptosis [67,68]. Bnuc is also induced by salinity stress [69]. The papain-like cysteine proteinase (HvPAP14) and TdS40 were also represented in the repressed probe sets, and these also facilitate senescence and apoptosis [70]. HvPAP14 also generates mature forms of storage proteins in seeds, provides free amino acids during germination [71], and confers stress tolerance and defense against pathogens [72,73]. TdS40 is induced during post-flowering senescence in wheat [74], and also by JA, SA and in chlorotic/necrotic leaf tissue following infection with *Pyrenophora teres*[75].

There were few differences between the mutant and wild-type plants in the absence of water stress at anthesis and no statistically significant differentially-expressed genes could be identified also at the tillering stage (data not shown). Therefore despite a clear difference in chlorophyll content and chloroplast structure, the mutation appears to have a minimal impact on metabolism and gene regulation, a finding that does not provide sufficient explanation for the yield loss detected under field conditions.

### Water stress enhances the differences between mutant and wild-type plants

We investigated the molecular basis of the difference in yield between the two genotypes by exposing them to water stress, which is the most common environmental constraint for durum wheat [4]. Most of the genes modulated by water stress were similarly regulated in both genotypes, suggesting a common response (Additional file 3: Table S2). Genes involved in the synthesis of osmoprotectants were upregulated in both genotypes, whereas genes involved in ABA-dependent signaling, ethylene and JA synthesis were downregulated in both genotypes. Genes related to primary metabolism (amino acid and carbohydrate catabolism) were also similarly modulated, indicating that both genotypes use metabolic strategies to counter the effects of drought. In contrast, genes encoding photosystem components and enzymes representing carbohydrate metabolism and the tricarboxylic acid (TCA) cycle showed significant differences that may explain the difference in performance between wild-type and mutant plants in the field.

#### Photosynthesis and pigment synthesis

Both transcriptomic and proteomic analysis indicated that the components of photosystems I and II (PSI and PSII) and ATPase were differentially expressed in the wild-type and mutant plants under water stress. Several PSI proteins were underrepresented in the mutant, including reaction center (RC) protein subunit IV (PSI-E), which is required for optimal electron transport to ferredoxin and flavodoxin [76], and light harvesting complex LHCA1 (CAB 1B-21) (Table 9). PSI takes longer than PSII to recover from photo-inhibition because RC proteins are degraded instead of being repaired [77]. Therefore, the loss of PSI RC proteins in the mutant is likely to exacerbate the damage caused by stress.

PSBO and PSBP maintain the structure of PSII [78] and were specifically overrepresented in the mutant. CP29 was upregulated in both genotypes, but this was underrepresented in the mutant under stress conditions (Table 9). This protein binds LHCB proteins to the reaction center and confers photoprotection [79]. The LHCB proteins were downregulated in both genotypes and underrepresented in the mutant. In contrast, the genes encoding LHCB proteins were upregulated in the mutant (Table 7). The beta and delta subunits of ATPase synthase were also overrepresented in the mutant, suggesting that the H^+^ flux across the thylakoid membrane is greater in the mutant, with a knock-on effect on ATP production.

Three genes responsible for the synthesis of carotenoid precursors were upregulated by stress specifically in the mutant: 1-deoxy-D-xylulose-5-phosphate synthase (DXS), hydroxymethylglutaryl-CoA synthase (MVA1) and phytoene synthase (PSY). One gene encoding glutamyl-tRNA reductase 1 (HEMA1), which is responsible for the synthesis of chlorophyll precursors, was also upregulated by stress specifically in the mutant. The pigment content of the mutant plants did not increase relative to the control but the activation of these genes could help to prevent a steeper decline in pigment content under water stress conditions (Table 3).

Redox changes in the chloroplast result in the stoichiometric adjustment of photosystem proteins and regulate the expression of both nuclear and plastid photosynthesis-related genes [80-82]. Because the mutant showed evidence of oxidative stress even under control conditions, the re-organization of the photosynthetic apparatus under water stress conditions could reflect the additional oxidative stress that occurs during the early stages of drought. The loss of photosynthetic proteins (especially LHCB) by the mutant in response to drought stress reduces the amount of captured energy and thus avoids the over-excitation of PSII which would generate additional ROS and cause oxidative damage [83].

#### Oxidative stress and ROS signaling

The balance between ROS synthesis and scavenging determines the level of oxidative stress in plants [54,84]. 

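In the section of Table 7 on oxidative stress and signaling by reactive oxygen species (ROS), 12 of 25 probe sets fell and 5 rose in the mutant under water stress, and 3 fell and 5 rose in the wild-type, with the same sign in both genotypes for each. Beside enzymes of ROS removal the section holds the oxidase RBOHD, which makes ROS, and signaling genes, of which CIPK23, CBL1 and MAPK3 are among those that fell in the mutant and CBL1 among those in the wild-type. The glutathione transferase ATGSTU19 fell in both, with a log2 fold change of -1.01 ± 0.10 in the wild-type and -1.05 ± 0.10 in the mutant (± standard error), close to the 2-fold threshold: its call was lost without wild-type control replicate 1 or water stress replicate 3 (-0.945) and with quantile normalization in the wild-type, and without mutant control replicate 2 (-0.988) in the mutant. Peroxidase 12 (PER12), on the probe set Ta_30028_1_S1_s_at that Table 5 lists as POX10, fell in the mutant by 2.31 (standard error 0.44, adjusted p = 0.00206) on the log2 scale and stood at -1.24 (standard error 0.44, adjusted p = 0.0590) in the wild-type. Table 5 lists this probe set as induced under control, so the mutant control arrays enter both that choice and the fall, and a high chance value on them would by itself give a fall. Peroxiredoxin, which reduces peroxides, rose in the wild-type by 1.46 (standard error 0.14, adjusted p = 1.8e-05) and stood at 0.94 (adjusted p = 0.000375) in the mutant, under 2-fold. The cytosolic ascorbate peroxidase APX1 fell in the mutant by 1.08 (standard error 0.23, adjusted p = 0.00441), but under 2-fold without mutant water stress replicate 3 (-0.69) or with weighted arrays, and was at -0.48 (adjusted p = 0.161) in the wild-type. As a set the section fell in the mutant (camera adjusted p = 0.00704, but adjusted p = 0.162 with an estimated correlation), and in the wild-type it passed neither test (camera adjusted p = 0.160). The test of the difference between both responses gave a camera adjusted p = 0.0119, and adjusted p = 0.255 with an estimated correlation. For single genes the interaction was -1.07 (adjusted p = 0.542) for PER12 and -0.51 (adjusted p = 0.329) for peroxiredoxin, and limma called 0 of the 25. The study chose the section on these arrays.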

ROS scavenging and detoxifying proteins such as peroxidases, glutathione transferases and glyoxalase were generally modulated in a similar manner in both genotypes, but more probe sets of this group were downregulated specifically in the mutant under stress. 

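The glutaredoxin of Table 7 (TaAffx_100459_1_S1_at), a small thiol protein that reduces disulfides, rose in wild-type leaves from 4.39 ± 1.82 to 7.36 ± 0.53 (log2, SD, n = 3), a log2 fold change of 2.96 (standard error 0.75, adjusted p = 0.0130). In the mutant glutaredoxin was at 5.79 ± 0.34 under control and 5.86 ± 0.77 under stress, a log2 fold change of 0.07 (standard error 0.75, adjusted p = 0.955). The interaction was -2.89 (standard error 1.06, adjusted p = 0.308) and did not pass limma's test. The wild-type control value lies below the median of all probe sets on the control arrays (5.71 to 5.88) and both mutant values lie near it, so the size of the rise and its contrast with the mutant are not firm: with 32 added the log2 fold change was 1.73 in the wild-type and the interaction -1.66 (adjusted p = 0.188). The call in the wild-type was lost without water stress replicate 2 (adjusted p = 0.0549).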

In the same direction, a glutaredoxin gene was upregulated in the wild-type plants under stress but was unaffected in the mutant (Table 7). Thylakoid ascorbate peroxidase and catalase were upregulated specifically in the mutant, suggesting a greater need for protection against ROS derived from chloroplast and peroxisome activity (Tables 7 and 9). 

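Thylakoid ascorbate peroxidase (TAPX), which removes hydrogen peroxide at the photosynthetic membrane, rose in mutant leaves from 11.59 ± 0.10 to 13.04 ± 0.45 (log2, SD, n = 3), a log2 fold change of 1.45 (standard error 0.20, adjusted p = 0.000253). In the wild-type TAPX stood at 0.44 (standard error 0.20, adjusted p = 0.132). On its other probe set the values were 1.67 (standard error 0.23, adjusted p = 0.000290) in the mutant and 0.66 (standard error 0.23, adjusted p = 0.0600) in the wild-type. The difference between both responses was 1.00 (standard error 0.28, adjusted p = 0.174) and 1.01 (standard error 0.33, adjusted p = 0.251), and passed limma's test on neither probe set. Catalase was measured as protein, which is not analysed here. From the rise of thylakoid ascorbate peroxidase and catalase, the paper proposes that the mutant needs more protection against ROS from chloroplasts and peroxisomes.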

H_2_O_2_ can spread from the chloroplast to other organelles by diffusion through aquaporin-like PIP2 proteins [85] which were downregulated in the mutant to a lesser extent than in wild-type plants (Additional file 3: Table S2). These results indicate that the mutant experiences greater oxidative stress than wild-type plants under water stress conditions.

Two probe sets related to ROS and stomatal closure were specifically modulated in the mutant under water stress. The specific downregulation of glyoxalase gene suggests that the mutant is less able than wild-type plants to detoxify methylglyoxal using reduced glutathione, thus allowing the production of ROS and stomatal closure [86]. Similarly, the specific upregulation of respiratory burst oxidase homologue D in the mutant (Table 7) suggests that the ABA-induced production of ROS in guard cells is promoted to encourage stomatal closure [87]. However, the differential expression of genes that regulate the stomatal aperture did not result in any differences between the genotypes in terms of stomatal conductance under water stress.

ROS can induce Ca^2+^-dependent signaling that triggers interactions between different calcineurin B-like (CBL) sensors and their CBL-interacting protein kinase (CIPK) targets [88]. Genotype-dependent differences were found in expression of these genes: whereas CIPK3 and CIPK10 were upregulated by stress in both genotypes, CIPK2 and CIPK6 were upregulated specifically in wild-type plants and CBL1 and CIPK23 were downregulated specifically in the mutant. These two proteins cooperate with CBL9 to activate K^+^-channels and regulate stomatal responses [89]. CIPK10 and CIPK6 belong to the SnRK3-type family and mediate nutrient sensing, stress responses and ABA signaling [90,91]. As a result of altered expression of CBLs and CIPKs different Ca^2+^-dependent downstream responses under water stress are expected between mutant and wild-type plants.

MPK3, which was specifically downregulated in the mutant, is also involved in ROS signaling [25]. Once activated, it phosphorylates other stress-related proteins such as the transcription factors ZAT10 and AZF2, and enzymes in the ethylene synthesis pathway such as ACS [92], all of which were downregulated by stress in both genotypes. ZAT10 (STZ) is a transcriptional repressor responsive to chitin, which mediates the response to photo-oxidative stress and ROS [93].

Despite not showing damaged leaves or altered stomatal response, the data suggest that the pale-green mutant differs significantly from wild-type plants in terms of ROS sensing and signaling under water stress. ROS generated in the chloroplast could move more easily inside the cells and elicit a signal triggering specific responses.

#### Carbohydrate metabolism

Transcriptomic profiling revealed differences between the genotypes in the regulation of carbohydrate metabolism under water stress conditions (Table 7). The synthesis of osmoprotectants such as raffinose family oligosaccharides (RFOs) and trehalose was specifically upregulated in the wild-type plants, including the genes encoding galactokinase and raffinose synthases. RFOs protect membranes and scavenge ROS [94]. Trehalose-phosphate synthase (TPS) was also specifically induced in wild-type plants and thus repressed in the mutant under stress. Trehalose and trehalose-6-phosphate act not only as osmolytes to stabilize proteins and membranes, but also as signaling molecules to regulate metabolism.

Two of the probe sets upregulated in the mutant plants encoded sucrose: sucrose 1-fructosyltransferase and sucrose:fructan 6-fructosyltransferase (SST1 and SFT6), which are responsible for synthesizing fructans from sucrose in the vacuole [95,96]. The mutant plants therefore appeared to promote fructan synthesis for remobilization as free carbohydrates, which are directly correlated with the water-soluble carbohydrate content in wheat [96]. Conversely, probe sets encoding cellulose synthase and cellulose synthase-like enzymes were upregulated specifically in the wild-type plants and xylosyltransferases were repressed in the mutant plants under stress (Table 7). These enzymes divert carbon to the synthesis of cell wall polysaccharides (cellulose, hemicellulose and xyloglucans) and their loss reduces growth and also inhibits photosystem activity and carbohydrate metabolism genes [97,98]. This shows the importance of cell wall structure not only for growth and turgor changes under stress but also for carbohydrate metabolism. Furthermore, sucrose, RFOs and fructans can directly or indirectly scavenge ROS, as reviewed by Keunen et al. [99].

The general picture that emerges from the modulation of carbohydrate metabolism suggests that the pale-green mutant is less able to deal with water stress than wild-type plants. Cell wall synthesis genes are activated in the wild-type plants whereas fructans are produced in the mutant. This correlates with the lower biomass of the mutant plants at anthesis and the lower yield under rain-fed conditions (Table 2).

#### TCA cycle and related pathways

The tricarboxylic acid (TCA) cycle generates energy and reducing power (ATP and NADPH) but consumes H_2_O and releases CO_2_. The substrates feeding the cycle are acetyl-CoA and other intermediates from lipid or protein catabolism. Acetyl-CoA is also produced from pyruvate (derived from glycolysis) by the action of the pyruvate dehydrogenase complex, and the subunit E1 gene representing this complex was upregulated in both genotypes under water stress. However, under conditions of carbon starvation or demand, additional strategies are used to supply TCA substrates [100,101]. The wild-type plants appear to be more effective at these strategies given the specific upregulation of the following genes (Table 7):

i) Genes encoding products that convert amino acids into substrates suitable for the TCA cycle [102-104] were upregulated in both genotypes (Additional file 3: Table S2), but three were upregulated specifically in wild-type plants: methylcrotonoyl-CoA carboxylase, α and β subunits (MCCA and MCCB), and 2-oxoisovalerate dehydrogenase E2 (BCE2).

ii) Genes encoding the NADP-malic enzyme (NADP-ME 3 and NADP-ME 4), which converts malate into pyruvate, and phosphoenolpyruvate carboxykinase (PCK1), which converts oxaloacetate into phosphoenolpyruvate, were upregulated specifically in the wild-type plants.

iii) Genes encoding isocitrate lyase (ICL) and malate synthase (MLS) from the glyoxylate cycle were upregulated specifically in wild-type plants and thus, repressed in the mutant. This cycle produces succinate and malate acting as a bypass to avoid the loss of CO_2_ from the normal TCA cycle. It also metabolizes glyoxylate generated by photorespiration and prevents photo-inhibition [105].

iv) Genes encoding glutamate dehydrogenase and glutamate decarboxylase (GDH and GDC) were specifically downregulated and consequently repressed in the mutant under stress. They participate in glutamate metabolism, which balances nitrogen and carbon use in the cell [106] either by storing nitrogen as GABA, glutamate or glutamine, or by supplying carbon back to the TCA cycle. A functional GABA shunt is required for stress tolerance [94]. In the pale-green mutant, carbon stored as glutamate and GABA may not be introduced efficiently into the TCA cycle, disrupting the nitrogen/carbon balance and reducing growth under carbon demand or starvation imposed by stress [107]. GDH can also be inhibited by excess light or sucrose [108].

The feed-in to the TCA cycle and the ability to derive energy from it appear to be more limited in the mutant under stress, potentially explaining the differences between genotypes in terms of biomass and yield in the field experiments. The mutant mobilizes carbon less efficiently, with a significant impact on grain filling and yield as observed in our field experiments.

#### Regulators of carbon metabolism and signaling

Genes that regulate carbohydrate and nitrogen metabolism were also differentially expressed between the wild-type and mutant plants under water stress, helping to explain the basis of the metabolic differences between the genotypes (Table 7).

The *BZIP63* gene was specifically downregulated and repressed in the mutant plants under stress. The transcription factor encoded by this gene is an important node in the glucose-ABA interaction network and is repressed by both ABA and glucose [109]. It may promote starvation tolerance by regulating transcription of genes such as the raffinose synthase (RS6, upregulated in the wild-type plants).

AP2/EREBP proteins mediate hormone, sugar and redox signaling in the context of cold and drought stress [110]. Each member has a unique expression profile and the individual proteins are differentially regulated by glucose [111]. We found that RAP2.12 and RAP2.7 were specifically upregulated in wild-type plants and as a result appeared repressed in the mutant, and that RAP2.8 was specifically downregulated and also appeared repressed in the mutant, suggesting that the mutant and wild-type plants respond differently to the presence of sugars.

PI3P5K was upregulated specifically in the mutant plants. This enzyme increases the levels of phosphatidylinositol-5-phosphate, which functions as a signaling molecule during osmotic stress and can repress the expression of WRKY70 [112]. SAL1, which was downregulated specifically in the mutant, acts as negative regulator of drought tolerance by modulating the levels of different sugars and controlling the corresponding signaling pathways [113].

Since the results highlighted some modifications of signaling molecules, the enzymes of the metabolism could be fine-tuned specifically in each genotype to adjust the concentration of metabolites.

## Conclusions

Under well-watered glasshouse conditions the reduced chlorophyll and carotenoids content of our pale-green mutant resulted on mild oxidative stress symptoms that could be compensated without altering photosynthesis and physiological performance by the induction of stress-response genes. When the availability of water was limited, we observed more extreme modulation of antioxidant enzymes and photosynthetic proteins in the mutant than in wild-type plants, suggesting that the latter were better protected against oxidative stress. Concomitant molecular changes in the mutant revealed that the regulation of carbohydrate metabolism differed from wild-type plants, particularly the energy-producing pathways and pathways feeding the TCA cycle. The modification of carbohydrate metabolism in the mutant resulted in lower biomass accumulation and hence reduced yield under field conditions. This yield reduction was significant (10%) under irrigation, but was exacerbated in rain-fed conditions (14%) in agreement with the gene expression study, thus indicating that the mutant plants were more sensitive to water scarcity. Our results support the conclusion that the pale-green mutant was less able to adapt to terminal water stress, sustaining that reduced pigment content may be disadvantageous in durum wheat under water limited conditions, although a case by case study would be required when working with other pale-green mutants.

## Methods

### Plant material

We compared two durum wheat (*Triticum turgidum* L. var. *durum*) genotypes: the wild-type variety Borgia (from the cross IRTA-1004 x Bidi 17) and a derived pale-green mutant (MD-597). The mutant was selected in 2002 in the M_2_ generation after treating the wild-type variety with the mutagen sodium azide (N_3_Na) and backcrossing twice with the parent to remove other mutations. F_1_ offspring of backcrosses with the wild-type were similar to it, while the ratio of the character segregation was 3:1. Therefore, the mutation is most likely controlled by a recessive nuclear gene.The mutant plants used in our experiments were the stable eighth generation individuals (M_8_) derived from the isolated original mutant plant (Figure 4).

**Figure 4:**
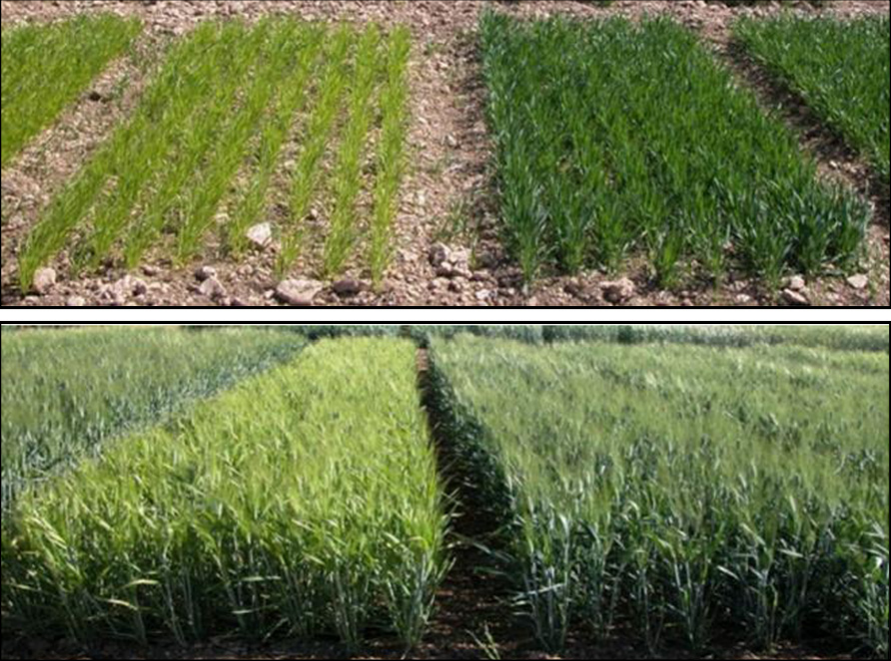
Field plots of the pale-green mutant (MD-597) and the wild-type cv. Borgia.

### Experimental treatments

#### Glasshouse experiment

We used a split plot design with three replicates (eight pots per replicate) under controlled conditions in a glasshouse. The main plots were the water treatments (well-watered and water-stressed) and the subplots were the genotypes (wild-type and mutant). Two vernalized seedlings of the same genotype were transplanted into a 4.0-L pots (19 × 15 cm) filled with a blend of white and frozen through black sphagnum peat mixture (Klasmann-Deilmann GmbH), pH 6.5, conductivity 40 ms/m, NPK 14:16:18. Each genotype was planted in 48 pots, giving a total of 96 plants. All plants were grown with the following maximum/minimum temperatures and photoperiods: 13°C/7°C, 12 h daylight from emergence to the first node detectable stage, 18°C/10°C, 14 h daylight from then to heading, 20°C/15°C, 16 h daylight from heading to anthesis, and 25°C/20°C, 18 h daylight after anthesis. The pots were rotated twice a week to avoid temperature and light position effects.

Both genotypes were grown at two levels of soil water content: i) control, in which the soil was maintained at field capacity during the whole experiment, and ii) terminal water stress, in which irrigation was field capacity from sowing to booting (Zadoks stage 45; [114]) and then reduced until maturity by watering the pots every second day with the amount of water necessary to maintain the pots at 1/3 of field capacity. The stress treatment was initiated by withholding water at the anthesis stage. The soil water content was monitored every second day using soil moisture probes (ECH_2_O dielectric aquameter, Decagon Devices, Inc. Pullman, WA, USA) in the center of the pots and was maintained by weighing pots daily and watering them accordingly. Data of the probes indicated that field capacity conditions corresponded to a soil water content around 50 ml water/100 ml of freshweight soil, while the water stress treatment reduced soil water content until ~13 ml water/100 ml soil (Table 1). The flag leaves of four plants per experimental unit were measured between 11 a.m. and 1 p.m. solar time at the booting and anthesis stages to determine (Table 1): i) the midday leaf water potential (Ψ_W_) using a pressure chamber (Model 3005; Soil Moisture Equipment, Santa Barbara, CA); ii) leaf conductance (g_s_) using a steady-state porometer (LI-1600, Li-Cor, Lincoln, NE); and iii) net CO_2_ assimilation rate (An) using a portable infrared gas analyzer (Model LCA-4: Analytical Development, Hoddesdon, UK). For the expression profiling experiments, the flag leaf from five plants was collected for each of three biological replicates and for each water regime, between 11 a.m. and 1 p.m. solar time. The tissues were immediately frozen in liquid nitrogen and stored at -80°C. Each flag leaf was ground in liquid nitrogen and 100-mg and 40-mg aliquots were prepared for transcriptomic and proteomic analysis, respectively. Before RNA and protein extraction, five samples were pooled for each biological replicate.

#### Field experiments

Wild-type and mutant plants were grown in the field for three crop seasons (2010–2012) under irrigated (control) and rain-fed conditions in north-eastern Spain (latitude 41°38’N, longitude 0°23’ E, elevation 250 m a.s.l.) Soil type was Mesic Calcixerolic Xerochrept with a silty-clay texture and pH of 8.1. Plots were sown to a density of 500 seeds/m^2^ in randomized complete block designs with three replicates, each comprising eight rows (12.5 m in length and 15 cm apart). Field conditions are in Table 10. Irrigation was provided four times by flooding the first crop season (on Dec. 8th and at montly intervals from March to May) and by sprinkler irrigations the successive years in which frequencies were determined according to the environmental conditions (Additional file 8: Figure S3). Fertilizer was applied as appropriate, and weeds, diseases and pests were controlled according to standard agricultural practices. Plant biomass was determined at anthesis using a sample of 0.5 m row length and crop dry weight (g/m^2^) following the methodology described by Villegas et al. [115]. Plots were mechanically harvested at ripening and the yield was presented at 12% moisture level.

**Table 10:** Details on field experiments

**Crop season**	**Water regime**	**Sowing date**	**Harvesting date**	**Water input (rainfall** **+** **irrigation, mm)**	**Mean temperature (°C)**	**Mean air relative humidity (%)**
2009-2010	Rainfed	13 Nov. 2009	12 July 2010	287	11.4	70.0
	Irrigated	13 Nov. 2009	13 July 2010	487^a^	11.4	69.9
2010-2011	Rainfed	26 Nov. 2010	5 July 2011	245	11.5	70.3
	Irrigated	27 Nov. 2010	7 July 2011	395^b^	11.7	70.2
2011-2012	Rainfed	9 Dec. 2011	2 July 2012	160	11.5	62.8
	Irrigated	8 Dec. 2011	12 July 2012	335^b^	12.0	62.9

^a^Flooding irrigation.

^b^Sprinkler irrigation.

### Microscopy

Three plantlets at the three fully-developed leaves stage (Zadoks stage 13; [114]) from the glasshouse experiment, irrigated at field capacity, were collected from each genotype. Small segments (1 mm) from the central part of the third-leaf blades were fixed in 2.5% glutaraldehyde in 0.1 M phosphate buffer (pH 7.2) at 4°C. After three washes in 0.1 M phosphate buffer (pH 7.4) the samples were incubated in 1% osmium tetroxide and 2.5% potassium ferrocyanide for 2 h at 4°C. After ten washes for 10 min each with 0.1 M sodium acetate, and incubation for 30 min in 0.5% uranyl acetate followed by two washes for 10 min in 0.1 M sodium acetate at 4°C, the samples were dehydrated in increasing concentrations of ethanol followed by two washes with sodium acetate and finally embedded in epoxy EMBED-812 resin (Electron Microscopy Sciences) for three days at 60°C. Ultrathin sections (70 nm) contrasted with Reynolds’ lead citrate stain were examined using a Zeiss TEM 910 transmission electron microscope.

### Pigment measurements

Pigments were quantified in four wild-type and mutant plants from each treatment regime harvested at anthesis. The blade of the flag leaf was dissected, weighed and immediately frozen in liquid nitrogen. The pigments from 100 mg lyophilized tissue were extracted with acetone for 20 min at 40°C, filtered and mixed with 9:1 hexane:ethyl ether and 2% NaCl. The organic fraction was evaporated in a nitrogen stream and argon was used for storage at -80°C. The pigments were separated on an ACQUITY Ultra Performance LC™ system (Waters, Milford, MA, USA) linked to a PDA 2996 detector (Waters, Milford, MA, USA) following the protocol of Taylor et al. [116] but using a modified gradient.

Carotenoids were isolated using a YMC C_30_ carotenoid 3-μm, 2.0 × 100 mm HPLC column (Waters, Milford, MA) with a mobile phase comprising solvent A (methanol:water, 97:3, v/v) and solvent B (100% methyl *tert*-butylether), both solvents containing 0.05% triethylamine. The sample was warmed to 25°C and a volume of 10 μL was injected into the column, which also was thermostatically maintained at 25°C. The flow rate was set to 0.5 mL/min. The gradient program was set as follows: initial conditions 98% solvent A and 2% solvent B for 13 min; changed with a linear gradient to 62% solvent A and 38% solvent B in 1 min; hold for 2 min; changed with a linear gradient to 32% solvent A and 68% solvent B in 1 min; hold for 5 min; returned to initial conditions in 4 min, followed by equilibration for 5 min. The data analysis was done with MassLynx™ software version 4.1 (Waters, Milford, MA, USA). Carotenoids were identified by monitoring the order of elution from the column, the ultraviolet and visible spectra and the spectral fine structure and comparing them with standards and previous references [117]. Standards trans-β-apo-8’carotenal, chlorophyll *a* and chlorophyll *b* were purchased from Sigma-Aldrich (USA), whereas lutein (L), zeaxanthin (Z), β-carotene (β-car), neoxanthin (N), violaxanthin (V) and antheraxanthin (A) were acquired from CaroteNature (Switzerland). The data were analyzed by ANOVA with the SAS-STAT package and the means were compared with a Tukey test at 5% probability level.

### RNA isolation and array hybridization

Total RNA was extracted using Trizol reagent (Invitrogen, Carlsbad, CA, USA) and cleaned with RNeasy MinElute (QIAGEN) columns following the manufacturer’s instructions. Quality was determined using an Agilent Bioanalyzer 2100. The RNA samples were processed following the Affymetrix Genechip Expression Analysis Technical Manual. Single-stranded and double-stranded cDNAs were synthesized using the Affymetrix GeneChip® 3’ IVT Express Kit. Biotin-conjugated nucleotides were incorporated into aRNA by *in vitro* transcription to generate cRNA which was purified to remove unincorporated NTPs, salts, enzymes and inorganic phosphate before fragmentation and hybridization onto 3’ expression arrays. Specifically, we used the Affymetrix GeneChip® Wheat Genome Array. The arrays were washed and stained on an Affymetrix Fluidics Station followed by scanning with a GeneChip Scanner 3000.

### GeneChip® quality analysis

The quality of microarray hybridizations was determined by checking the following parameters: i) the standard Affymetrix controls to evaluate labeling and hybridization (B2 oligonucleotides, PolyA controls such as *lys*, *phe*, *thr* and *dap*, and hybridization controls such as *BioB*, *BioC*, *BioD* and *Cre*); ii) RNA degradation plot relative to probe signal intensities of the *Actin* and *GAPDH* control genes, using the R library "simpleaffy"; iii) percentage of "Present calls" on the basis of the MAS 5.0 algorithm; and iv) R^2^ linear correlation coefficients among biological.

### Data processing and analysis

Hybridization data were processed as recommended by Aprile et al. [118]: i) normalization of the raw data by Robust Multi-Array Average (RMA) [119] using the R package Affymetrix library [120]; ii) MAS 5.0 algorithm on raw data in order to produce a detection call for each probe set "Present", "Marginal" or "Absent" (all probe sets that did not show a "Present" call in all repetitions of at least one sample were removed); iii) the filtered data were imported into the software Genespring GX7.3 (Agilent) for the analysis of differentially-expressed genes using a Welch *t*-test with Benjamini and Hochberg false discovery rate correction for multiple tests [121].

The differences in gene expression were considered to be significant at *P* < 0.05 and the induction or repression ratio was ≥2-fold. Principal component analysis (PCA) was then used to validate the role of the genotype and to verify the effect of water stress between the wild-type and mutant plants (Figure 2).

The terms induced or repressed were used when describing the comparison on gene expression between both genotypes independently of the water treatment (mutation effect). And the up/downregulated terms were used when comparing the two water treatments in the same genotype (stress effect).

In order to identify overrepresented gene classes within selected groups of genes compared to the entire array, the *Arabidopsis thaliana* best BLASTX annotations of the wheat probe sets were used as input for the MIPS Functional Catalogue Database (FunCatDB) [122], which provides a statistical survey of the functional distribution of a given set of genes. Only the functional categories with a cut-off of *P* < 0.005 were considered. BLAST searches were carried out using Plant Expression Database (PLEXdb) [123] where a complete list of additional annotation for all probe sets on the wheat genome array is available. The original microarray data have been deposited and are accessible in PLEXdb ( http://www.plexdb.org) as experiment TA48: "Pale-green durum wheat mutant under terminal drought stress condition" and in NCBI's Gene Expression Omnibus (NCBI GEO; http://www.ncbi.nlm.nih.gov/geo) as experiment GSE45563.

### Validation of array data with qRT-PCR

Quantitative real-time RT-PCR (qRT-PCR) was used to confirm the differential expression of the probe sets identified by microarray analysis. The total RNA isolated for the array experiment was treated with DNA-free™ DNase Treatment & Removal Reagents (Ambion, Life technologies) and cDNA was synthesized using the iScript cDNA synthesis kit (Bio-Rad, Hercules, CA, USA). PCR amplification was carried out in a 25 μL final volume containing 2× IQ SYBR Green Supermix (BioRad, Hercules, CA, USA), 500 nM of each specific forward and reverse primers and 10 ng of cDNA as the template, using the Bio-Rad CFX96 sequence detector system. The amplification program comprised a denaturation step at 95˚C for 3 min followed by 40 cycles of 95˚C for 10 s, 60˚C for 30 s and 72˚C for 20 s. The amplification products were validated by melt curve analysis using standard curves with an efficiency of 90–100%. Several repetitions were used to establish the efficiency of the standard curve for the internal reference gene. Efficiency was auto-calculated using the Bio-Rad CFX Manager software [124]. Ct value and normalized expression were calculated using the ΔΔC(t) method [125]. The no reverse transcriptase and no template negative controls were used to ensure absence of contamination and of nonspecific amplifications. Primer specificity was further confirmed by gel electrophoresis.

Specific qRT-PCR were used to verify nine probe sets corresponding to the following genes: *Chitinase 3* (TaAffx.128418.43.S1_at), *Blufensin 1* (TaAffx.26815.1.S1_at), *Germin*-*like protein* (Ta.169.1.S1_x_at), *Naringenin*,*2*-*oxoglutarate 3*-*dioxygenase* (TaAffx.6092.1.S1_at), *WRKY45*-*like transcription factor* (Ta.8614.2.S1_x_at), *Agmatine coumaroyltransferase* (Ta.8228.1.S1_at), RAB protein (Ta.2638.1.S1_at), *Q*-*type C2H2 zinc finger protein* (*ZFP23*) (TaAffx.98394.1.S1_at) and *Dehydrin* (*WZY1*-*1*; Ta.13255.1.S1_at). Primers were designed near the 3’, according to GenBank (NCBI) database sequences (Additional file 9: Table S6). Data were calculated from the calibration curve and normalized using the expression curve of the *Actin* transcript (GQ339780) corresponding to probe set Ta.28253.1.S1_at, selected among several probe sets with low variation between samples as the internal reference gene (CV = 0.036). The qRT-PCR data were compared to the corresponding microarray expression values by mean of Pearson product–moment correlation coefficients (Additional file 1: Figure S1).

### Protein extraction

Protein was extracted as described by Jiang et al. [126] with modifications. The powder was resuspended in 2 mL ice-cold 10% trichloroacetic acid in acetone containing 0.07% dithiothreitol (DTT) and protease inhibitor cocktail (P9599 Sigma). After overnight incubation at -20°C, the mixture was centrifuged at 4 °C for 30 min at 14000 rpm. The pellet was washed four times with acetone containing 0.07% DTT and centrifuged for 5 min at 14000 rpm. The pellet was left to stand on ice until the acetone evaporated completely. Protein Extraction Reagent type 4 buffer (C0356 Sigma) was used to resuspend the pellet overnight at room temperature while mixing. Proteins were separated from insoluble components by centrifugation for 20 min at 14000 rpm and were stored at -80°C. The Bradford protein quantification method [127] was used to quantify the proteins using bovine serum albumin as a standard.

### 2-D Electrophoresis and detection

For the first dimension separation, samples were mixed with rehydration buffer (7 M urea, 2 M thiourea, 1% C7BzO detergent, 40 mM Trizmabase, 50 mM DTT, 1% IPG buffer pH 3–10, and 0.002% bromophenol blue) to a total volume of 315 μL. Actively rehydrated (50 V/gel, 20˚C) 18-cm Bio-Rad IPG strips (pH 5–8) were loaded with protein and separated by isoelectric focusing using a Protean IEF Cell system (Bio-Rad) following the manufacturer’s instructions. The sequential gradient procedure was 500 V/linear for 30 min, 1000 V/linear for 1 h, 10000 V/linear for 1 h, and 10000 V/rapid until a total of 55,000 Vh. The current limit was 50 μA per IPG strip. After IEF separation, the gel strips were incubated for 15 min in the equilibration buffer (375 mM Tris base, 6 M urea, 20% glycerol, 2% SDS) containing 2% DTT, followed by 15 min in the same buffer containing 2.5% iodoacetamide instead of DTT. For the second-dimension separation, SDS-PAGE with 11% 22 × 20 cm polyacrylamide gels were loaded and separated in an Ettan DALTsix Electrophoresis Unit (GE Healthcare) with 0.25 M Tris–HCl (pH 8.8), 1.92 M glycine, 1% w/v SDS electrophoresis buffer, at 8 mA/gel overnight. Three replicate analytical gels, with 50 μg of proteins each, were run for each protein extract. The preparative gels were loaded with 350 μg of protein. After electrophoresis, the analytical and preparative SDS-PAGE gels were fluorescently stained with Flamingo or Oriole (Bio-Rad) respectively, and scanned with a Versadoc MP 4000 system (Bio-Rad).

### Image analysis

Gel imaging and spot quantification were carried out using the PD-Quest Advanced 2D Gel Analysis software v8.0.1 (Bio-Rad) applying automatic spot detection and matching followed by manual/visual validation. The image was normalized by local regression and a scaling factor of 10^6^ (ppm) was applied to avoid non-expression related variations in spot intensity. Spots showing more than 2-fold changes in intensity with a coefficient of variation <50% and with statistically significant differences by Student’s t-test (*P* < 0.05) were defined as differentially expressed.

### Protein digestion and identification by mass spectrometry (MS)

The spots of interest were excised manually from preparative gels and digested with trypsin according to Perez-Hedó et al. [128]. We then applied 1 μL of tryptic peptide solution to a MALDI plate, dried it at room temperature and covered it with 1 μL of saturated α-cyano-4-hydroxycinnamic acid prepared in 50% v/v ACN containing 0.1% TFA.

Proteins were identified using an AutoflexSpeed MALDI-TOF/TOF mass spectrometer (Bruker Daltonics) by peptide mass fingerprinting (PMF). For those spots lacking identification, 3–4 peptides were analyzed by MS/MS mode. Mass spectra (mode reflectron, MH^+^) were acquired by FlexControl v3.0 software (Bruker Daltonics), recording in the range 800–4500 Da, and the MS/MS information was obtained in LIFT (Laser-Induced Forward Transfer) mode. MS spectra were externally calibrated using Peptide Calibration Standard II (Bruker Daltonics). The peak lists obtained were compared against the Swiss-Prot, Trembl and non-redundant NCBI protein databases, using the MASCOT software package v2.3 (Matrix Sciences, UK). The search parameters were set as monoisotopic peptide masses, carbamidomethylation of cysteine and oxidation of methionine as fixed and variable modifications, respectively, one trypsin missed cleavage and a maximum of ±100 ppm for PMF peptide tolerance and ±0.4 Da for MS/MS tolerance. Protein identification was accepted for those results showing a probability-based MOWSE score with *P* < 0.05. We also analyzed MS and MS/MS combined spectra prepared using BioToolsv3.1 (Bruker Daltonics).

### Availability of supporting data

The data set supporting the results of this article is available in the PLEXdb repository as experiment TA48.

## Abbreviations

ABA: Abscisic acid; ACS: 1-aminocyclopropane-1-carboxylate synthase; CAB: Chlorophyll binding protein; CBL: Calcineurin B-like; CIPK: CBL-interacting protein kinase; GABA: γ-aminobutyric acid; GDC: Glutamate decarboxylase; GDH: Glutamate dehydrogenase; JA: Jasmonate; LEA: Late embryogenesis abundant protein; LHC: Light harvesting complex; PI3P5K: phosphatidylinositol-3-phosphate 5-kinase; PR: Pathogenesis-related; PS: Photosystem; PSBO: Photosystem subunit O; PSBP: Photosystem subunit P; RAB: Responsive to ABA; RAP: Related to AP2; RC: Reaction center; RFO: Raffinose family oligosaccharides; ROS: Reactive oxygen species; SA: Salicylic acid; SWC: Soil water content; TCA: Tricarboxylic acid.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

AP carried out the molecular analysis and drafted the manuscript. CM participated in the transcriptomic analysis and interpretation of data. AA carried out the statistical analysis of transcriptomic data. ER carried out the microarray hybridization. CR, LC and DV helped to draft the manuscript and interpretation of data. CR released the mother variety and conceived the study. CR and DV obtained the mutant. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 Relationship between qRT-PCR and microarray expression data. Click here for file

Additional file 2: Table S1 Significant functional categories represented in the probe sets modulated similarly in the wild-type and mutant plants at anthesis under water stress conditions. Click here for file

Additional file 3: Table S2 Selected probe sets modulated similarly in the wild-type and mutant plants representing important processes occurring under water stress conditions. Click here for file

Additional file 4: Table S3 Significant functional categories represented in the induced and repressed probe sets in the mutant plants under water stress conditions at anthesis. Click here for file

Additional file 5: Figure S2 2D-gel electrophoresis of leaf proteins from wild-type and mutant plants under water stress. Click here for file

Additional file 6: Table S4 Protein identification in differently expressed spots by peptide mass fingerprinting (PMF). Click here for file

Additional file 7: Table S5 Protein identification in differently expressed spots by MS/MS analysis. Click here for file

Additional file 8: Figure S3 Rain and irrigation pattern in the field experiments. Click here for file

Additional file 9: Table S6 Sequence of primers used for qRT-PCR. Click here for file

# Supplementary material for: Transcriptomic and proteomic analyses of a pale-green durum wheat mutant shows variations in photosystem components and metabolic deficiencies under drought stress
**Source:** BMC Genomics. 2014 Feb 12;15:125. doi: 10.1186/1471-2164-15-125

**Additional file figure 1.** Relationship between qRT-PCR and microarray expression data in the mutant (M) *versus* the wild-type (WT) under control conditions. The Pearson product-moment correlation coefficient is 0.96.

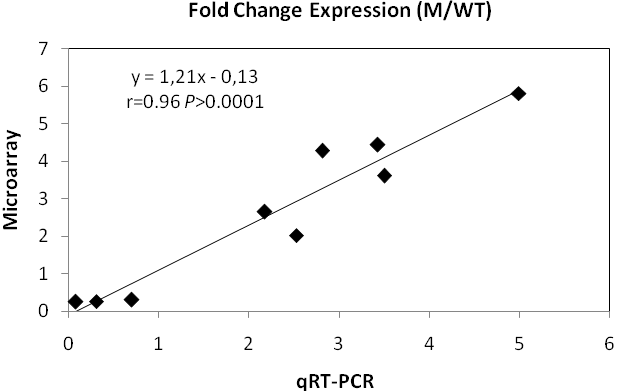

**Supplement:** Additional file 1: Figure S1 — Relationship between qRT-PCR and microarray expression data.

# Supplementary material for: Transcriptomic and proteomic analyses of a pale-green durum wheat mutant shows variations in photosystem components and metabolic deficiencies under drought stress
**Source:** BMC Genomics. 2014 Feb 12;15:125. doi: 10.1186/1471-2164-15-125
**Supplement:** Additional file 2: Table S1 — Significant functional categories represented in the probe sets modulated similarly in the wild-type and mutant plants at anthesis under water stress conditions.

**Additional file table 1.** Significant functional categories represented in the probe sets modulated similarly in the wild-type and mutant plants at anthesis under water stress conditions according to the MIPS Functional Catalogue Database (Ruepp et al., 2004). Only functional categories with a cut-off of *P* ≤ 0.005 were considered.

| **Upregulated** | Number of genes | *P*-value |
| --- | --- | --- |
| 01 METABOLISM | 61 | 5.30E-09 |
| 01.01 amino acid metabolism | 10 | 4.34E-05 |
| 01.01.03 assimilation of ammonia, metabolism of the glutamate group | 3 | 4.86E-03 |
| 01.01.03.03 metabolism of proline | 2 | 1.55E-03 |
| 01.01.03.03.01 biosynthesis of proline | 2 | 3.52E-04 |
| 01.01.06 metabolism of the aspartate family | 4 | 1.79E-03 |
| 01.01.06.06.01 biosynthesis of lysine | 2 | 4.56E-03 |
| 01.01.11 metabolism of the pyruvate family (alanine, isoleucine, leucine, valine) and D-alanine | 3 | 2.18E-03 |
| 01.01.11.02 metabolism of isoleucine | 2 | 3.55E-03 |
| 01.01.11.03 metabolism of valine | 2 | 4.56E-03 |
| 01.05 C-compound and carbohydrate metabolism | 26 | 5.59E-06 |
| 01.05.02 sugar, glucoside, polyol and carboxylate metabolism | 16 | 5.76E-05 |
| 16.09 lipid binding | 8 | 2.24E-06 |
| 20 CELLULAR TRANSPORT, TRANSPORT FACILITIES AND TRANSPORT ROUTES | 31 | 4.14E-05 |
| 20.01 transported compounds (substrates) | 29 | 2.70E-06 |
| 20.01.01.07.07 phosphate transport | 2 | 4.56E-03 |
| 20.01.13 lipid/fatty acid transport | 8 | 7.99E-07 |
| 32 CELL RESCUE, DEFENSE AND VIRULENCE | 23 | 1.46E-05 |
| 32.01 stress response | 19 | 6.55E-07 |
| 32.01.01 oxidative stress response | 8 | 2.90E-05 |
| 32.01.05 heat shock response | 5 | 1.61E-04 |
| 32.07.07.05 peroxidase reaction | 4 | 2.48E-03 |
| 34 INTERACTION WITH THE ENVIRONMENT | 21 | 9.02E-04 |
| 34.11 cellular sensing and response to external stimulus | 21 | 2.35E-04 |
| 34.11.03 chemoperception and response | 14 | 5.61E-04 |
| 34.11.09 temperature perception and response | 8 | 1.95E-04 |
| 36 SYSTEMIC INTERACTION WITH THE ENVIRONMENT | 14 | 1.96E-04 |
| 36.20 plant / fungal specific systemic sensing and response | 12 | 9.83E-04 |
| 36.20.18 plant hormonal regulation | 12 | 2.37E-04 |
| 36.20.18.05 abscisic acid response | 7 | 5.46E-05 |
| 40 CELL FATE | 10 | 4.02E-04 |
| 40.20 cell aging | 5 | 1.11E-05 |
| 43 CELL TYPE DIFFERENTIATION | 6 | 2.06E-03 |
| 43.02 plant cell type differentiation | 5 | 4.54E-03 |
| 70.01 cell wall | 8 | 4.57E-03 |
| 77.02.01.02 leaf | 2 | 3.09E-03 |

| **Downregulated** | Number of genes | *P*-value |
| --- | --- | --- |
| 01 METABOLISM | 106 | 1.22E-16 |
| 01.01 amino acid metabolism | 11 | 5.97E-04 |
| 01.01.09 metabolism of the cysteine - aromatic group | 7 | 3.97E-04 |
| 01.01.09.04 metabolism of phenylalanine | 5 | 1.64E-05 |
| 01.04 phosphate metabolism | 52 | 6.21E-12 |
| 01.20 secondary metabolism | 24 | 7.04E-12 |
| 01.20.05 metabolism of acetic acid derivatives | 4 | 6.86E-05 |
| 01.20.35 metabolism of secondary products derived from L-phenylalanine and L-tyrosine | 8 | 4.17E-05 |
| 01.20.35.01 metabolism of phenylpropanoids | 7 | 1.58E-04 |
| 11.02.03.04.03 transcription repression | 4 | 2.36E-03 |
| 14 PROTEIN FATE (folding, modification, destination) | 46 | 2.79E-03 |
| 14.07 protein modification | 36 | 1.27E-03 |
| 14.07.03 modification by phosphorylation, dephosphorylation, autophosphorylation | 30 | 5.48E-06 |
| 16 PROTEIN WITH BINDING FUNCTION OR COFACTOR REQUIREMENT (structural or catalytic) | 93 | 6.41E-04 |
| 16.17 metal binding | 27 | 1.95E-04 |
| 16.17.01 calcium binding | 7 | 1.63E-03 |
| 16.25 oxygen binding | 13 | 6.30E-07 |
| 20.01 transported compounds (substrates) | 31 | 3.46E-03 |
| 20.01.15 electron transport | 15 | 4.98E-03 |
| 30.01.05.01.06 serine/threonine kinase | 7 | 2.31E-03 |
| 32 CELL RESCUE, DEFENSE AND VIRULENCE | 39 | 6.70E-09 |
| 32.01 stress response | 26 | 2.25E-07 |
| 32.01.01 oxidative stress response | 11 | 4.90E-06 |
| 32.01.06 cold shock response | 9 | 3.82E-05 |
| 32.05 disease, virulence and defense | 13 | 6.61E-04 |
| 32.07 detoxification | 10 | 3.15E-04 |
| 32.07.07 oxygen and radical detoxification | 10 | 2.71E-04 |
| 32.07.07.03 glutathione conjugation reaction | 4 | 2.36E-03 |
| 32.07.07.05 peroxidase reaction | 5 | 2.34E-03 |
| 34 INTERACTION WITH THE ENVIRONMENT | 43 | 4.44E-09 |
| 34.11 cellular sensing and response to external stimulus | 43 | 1.95E-10 |
| 34.11.03 chemoperception and response | 26 | 2.76E-07 |
| 34.11.09 temperature perception and response | 11 | 6.21E-05 |
| 34.11.10 response to biotic stimulus | 11 | 1.76E-04 |
| 36 SYSTEMIC INTERACTION WITH THE ENVIRONMENT | 31 | 2.15E-11 |
| 36.20 plant / fungal specific systemic sensing and response | 26 | 5.83E-09 |
| 36.20.16 plant defense response | 7 | 2.26E-04 |
| 36.20.16.03 jasmonic acid/ethylene dependent systemic resistance | 3 | 1.82E-03 |
| 36.20.18 plant hormonal regulation | 22 | 1.00E-07 |
| 36.20.18.05 abscisic acid response | 8 | 1.96E-04 |
| 36.20.18.99 other plant signalling molecules response (jasmonic acid, salicylic acid etc.) | 10 | 2.64E-05 |
| 36.25 animal specific systemic sensing and response | 8 | 1.07E-05 |
| 36.25.16 immune response | 8 | 6.49E-06 |
| 36.25.16.08 response to wounding | 7 | 1.37E-05 |
| 70.02 eukaryotic plasma membrane / membrane attached | 16 | 5.71E-05 |

# Supplementary material for: Transcriptomic and proteomic analyses of a pale-green durum wheat mutant shows variations in photosystem components and metabolic deficiencies under drought stress
**Source:** BMC Genomics. 2014 Feb 12;15:125. doi: 10.1186/1471-2164-15-125
**Supplement:** Additional file 3: Table S2 — Selected probe sets modulated similarly in the wild-type and mutant plants representing important processes occurring under water stress conditions.

**Additional file table 2.** Selected probe sets modulated similarly in the wild-type and mutant plants representing important processes occurring under water stress conditions. Last column (M *vs* WT) compares mutant against wild-type expression under water stress. Positive and negative values indicate upregulation and downregulation, respectively, whereas no statistically significant differences are indicated with a dash (-).

# Supplementary material for: Transcriptomic and proteomic analyses of a pale-green durum wheat mutant shows variations in photosystem components and metabolic deficiencies under drought stress
**Source:** BMC Genomics. 2014 Feb 12;15:125. doi: 10.1186/1471-2164-15-125
**Supplement:** Additional file 4: Table S3 — Significant functional categories represented in the induced and repressed probe sets in the mutant plants under water stress conditions at anthesis.

**Additional file table 3.** Significant functional categories represented in the induced and repressed probe sets in the mutant plants under water stress conditions at anthesis according to the MIPS Functional Catalogue Database (Ruepp et al., 2004). Only functional categories with a cut-off of *P* ≤ 0.005 were considered.

| **Induced** | Number of genes | *P*-value |
| --- | --- | --- |
| 20.03.01 channel / pore class transport | 2 | 2.14E-03 |
| **Repressed** |  |  |
| 01 METABOLISM | 29 | 1.79E-05 |
| 01.05 C-compound and carbohydrate metabolism | 16 | 7.08E-06 |
| 01.05.02 sugar, glucoside, polyol and carboxylate metabolism | 10 | 1.01E-04 |
| 01.20.35.01 metabolism of phenylpropanoids | 3 | 3.99E-03 |
| 02.04 glyoxylate cycle | 2 | 3.22E-04 |
| 32.01 stress response | 9 | 4.13E-04 |
| 32.01.01 oxidative stress response | 5 | 2.15E-04 |
| 32.07.07.05 peroxidase reaction | 4 | 1.26E-04 |
| 70.10.03 chromosome | 4 | 5.94E-04 |

# Supplementary material for: Transcriptomic and proteomic analyses of a pale-green durum wheat mutant shows variations in photosystem components and metabolic deficiencies under drought stress
**Source:** BMC Genomics. 2014 Feb 12;15:125. doi: 10.1186/1471-2164-15-125

**Additional file figure 2.** 2D-gel electrophoresis of leaf proteins from wild-type and mutant plants under water stress. Arrows represent the differentially expressed identified proteins, according to additional file table 4 and 5.

WT under water stress

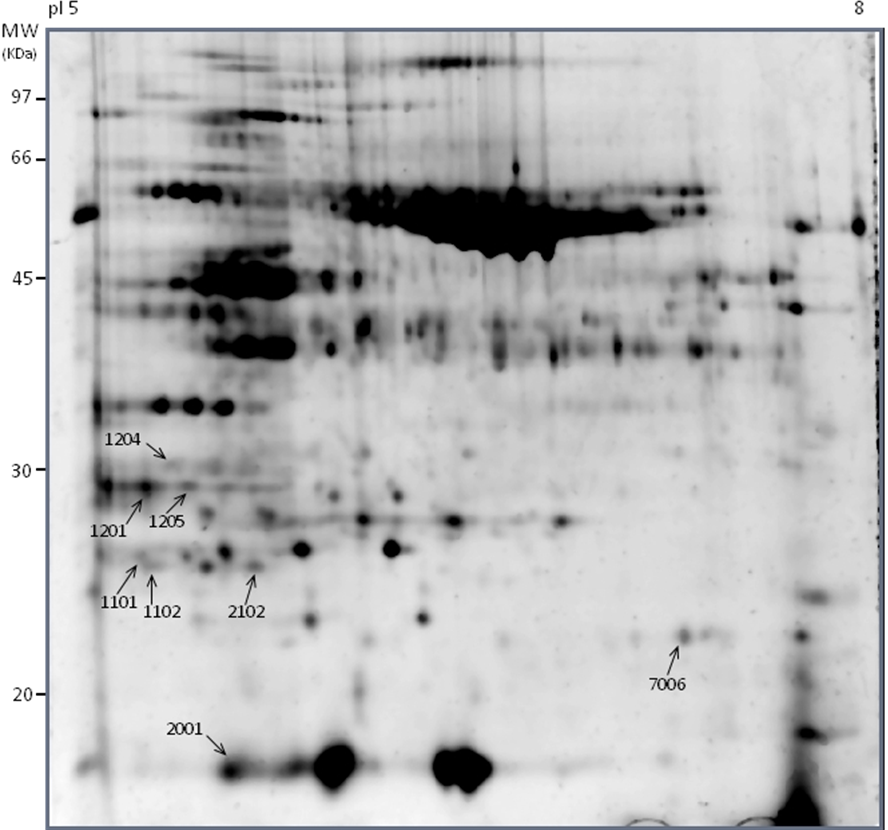

M under water stress

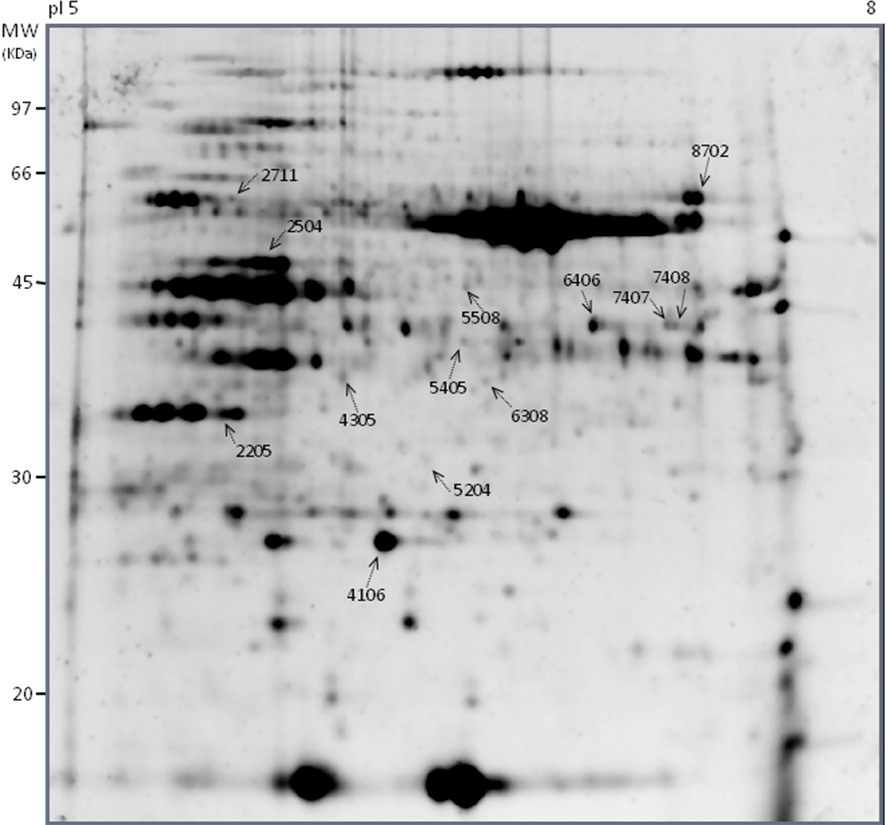

**Supplement:** Additional file 5: Figure S2 — 2D-gel electrophoresis of leaf proteins from wild-type and mutant plants under water stress.

# Supplementary material for: Transcriptomic and proteomic analyses of a pale-green durum wheat mutant shows variations in photosystem components and metabolic deficiencies under drought stress
**Source:** BMC Genomics. 2014 Feb 12;15:125. doi: 10.1186/1471-2164-15-125
**Supplement:** Additional file 6: Table S4 — Protein identification in differently expressed spots by peptide mass fingerprinting (PMF).

**Additional file table 4.** Protein identification in differently expressed spots by peptide mass fingerprinting (PMF).

* Accession number from Trembl.

&Species: 1: *Hordeum vulgare*; 2: *Triticum aestivum*; 3: *Nicotiana tabacum*; 4: *Arabidopsis thaliana*.

# Supplementary material for: Transcriptomic and proteomic analyses of a pale-green durum wheat mutant shows variations in photosystem components and metabolic deficiencies under drought stress
**Source:** BMC Genomics. 2014 Feb 12;15:125. doi: 10.1186/1471-2164-15-125
**Supplement:** Additional file 7: Table S5 — Protein identification in differently expressed spots by MS/MS analysis.

**Additional file table 5.** Protein identification in differently expressed spots by MS/MS analysis.

| ***MS/MS*** |  |  |  |  |  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Spot number | Protein description | SwissProt Accession number | Species& | Ion score | % Coverage | Peptides matched | MW Thr. (KDa) | pI Thr. | Start - End | Sequence | Partial Ion score |
| 1102 | Chlorophyll a-b binding protein 1B-21, chloroplastic (CAB 1B-21) | Q9SDM1 | 1 | 36 | 4% | 1 | 26.7 | 5.84 | 83 - 92 | FKESEIYHCR |  |
| 1201 | Chloroplast light-harvesting chlorophyll a/b binding protein (Lhc II typeI CAB) | ADL41158* | 3 | 44 | 3% | 1 | 28.4 | 5.14 | 95 - 104 | NRELEVIHCR |  |
| 1204 | Precursor of CP29, core chlorophyll a/b binding (CAB) protein (PSII Lhc4) | CAA44777* | 1 | 41 | 3% | 1 | 30.8 | 5.33 | 116 - 125 | YQAFELIHAR |  |
| 2102 | Chlorophyll a-b binding protein CAB 1B-21 (PSI Lhc I) | ACO06083* | 3 | 40 | 3% | 1 | 27.2 | 5.42 | 85 - 94 | FKESEIYHCR |  |
| 7006 | Photosystem I reaction center subunit IV, chloroplastic (PSI RC sub IV) | P13194 | 1 | 26 | 4% | 1 | 15.4 | 9.82 | 118 - 123 | YPVVVR |  |
| 2504 | Elongation factor Tu, chloroplastic-like, predicted | XP_003575279* | 4 | 281 | 11% | 4 | 50.6 | 5.88 | 108 - 119 | KYDEIDAAPEER | 96 |
|  |  |  |  |  |  |  |  |  | 122 - 137 | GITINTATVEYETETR | 45 |
|  |  |  |  |  |  |  |  |  | 201 - 217 | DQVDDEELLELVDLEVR | 67 |
|  |  |  |  |  |  |  |  |  | 311 - 321 | VGDPVDLVGIR | 73 |
| 4305 | Cysteine synthase | P38076 | 3 | 37 | 3% | 1 | 34.2 | 5.48 | 284 - 293 | VAQRPENAGK |  |
| 5204 | Putative 3-beta hydroxysteroid dehydrogenase/isomerase protein | BAJ86066* | 1 | 67 | 6% | 2 | 35.0 | 8.92 | 250 - 261 | AGGLQDKDGGVR | 36 |
|  |  |  |  |  |  |  |  |  | 320 - 328 | SVFAQIATR | 31 |
| 5405 | Glyceraldehyde-3-phosphate dehydrogenase A, chloroplastic | P09315 | 2 | 41 | 2% | 1 | 43.2 | 7 | 320 - 330 | TLAEEVNQAFR |  |
| 5508 | Chloroplast aspartate aminotransferase | ACG59771* | 3 | 145 | 10% | 4 | 41.0 | 6.69 | 2 - 10 | LNLGVGAYR | 23 |
|  |  |  |  |  |  |  |  |  | 68 - 81 | VATLQSLSGTGSLR | 66 |
|  |  |  |  |  |  |  |  |  | 82 - 89 | LAAAFIQR | 24 |
|  |  |  |  |  |  |  |  |  | 221 - 228 | NLGLYAER | 32 |
| 6406 | Fructose-bisphosphate aldolaseF2CR16 | BAJ85287* | 1 | 194 | 8% | 3 | 38.1 | 6.06 | 239 - 253 | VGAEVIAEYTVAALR | 51 |
|  |  |  |  |  |  |  |  |  | 239 - 254 | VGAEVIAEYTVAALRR | 78 |
|  |  |  |  |  |  |  |  |  | 314 - 326 | ENVADAQATFLAR | 65 |

*Accession number from NCBI.

&Species: 1: *Hordeum vulgare*; 2: *Zea mays*; 3: *Triticum aestivum*; 4: *Brachypodium distachyon*.

# Supplementary material for: Transcriptomic and proteomic analyses of a pale-green durum wheat mutant shows variations in photosystem components and metabolic deficiencies under drought stress
**Source:** BMC Genomics. 2014 Feb 12;15:125. doi: 10.1186/1471-2164-15-125
**Supplement:** Additional file 9: Table S6 — Sequence of primers used for qRT-PCR.

**Additional file table 6.** Sequence of primers used for qRT-PCR.

| **Probe set** | **Gene** | **NCBI ID** | **Primer** | **Sequence 5’-3’** | **Tm** | **Length (bp)** |
| --- | --- | --- | --- | --- | --- | --- |
| Ta.28253.1.S1_at | Actin | GQ339780 | Forward | GTTCCGTTGCCCTGAGGTCCTT | 60 | 148 |
| Reverse | TGAGCCACCACTGAGCACAATGTTA | 60 |  |
| TaAffx.128418.43.S1_at | Chitinase 3 | AB029936 | Forward | GCTACTGTGACCTCCTCGGTGTCA | 59 | 150 |
| Reverse | GGTCTATCGCCACGCCATTGTTAC | 60 |  |
| TaAffx.6092.1.S1_at | Naringenin,2-oxoglutarate 3-dioxygenase | BJ320006* | Forward | CACCTTCAGCGACTACCGCAAGTAC | 60 | 200 |
| reverse | TCCCAACTGCTGGCAACCTATAACA | 61 |  |
| TaAffx.26815.1.S1_at | Blufensin 1 | AK333112* | Forward | CCGAGGATGGCAAAGAACAACTC | 59 | 188 |
|  |  | Reverse | GGAAATGGTTCATCTCGTGCTTATG | 58 |  |
| Ta.169.1.S1_x_at | Germin-like protein (glp2b) | AJ237943 | Forward | GGTCAGACCCACCAATATCAGATGA | 58 | 165 |
|  |  | Reverse | AACTCAACCGTGTCCTTCACTTGTG | 58 |  |
| Ta.8614.2.S1_x_at | WRKY45-like transcription factor | AB603889 | Forward | ATGGCGCAAGTACGGGCAGA | 60 | 159 |
|  | Reverse | TGCACGCCGATGTAGGTGACC | 60 |  |
| Ta.8228.1.S1_at | Agmatine coumaroyltransferase-1 | AY234333* | Forward | CTGCTCATCCTGCTACCGTCCTTCT | 61 | 120 |
| Reverse | CAAGCGGAGCTAGTCGAGGGTGTAG | 61 |  |
| Ta.2638.1.S1_at | RAB | X62476 | Forward | GGCATCATGGACAAGATCAAGGA | 58 | 169 |
| Reverse | ACTAGGCTCACGTTGTATGGTGGAA | 58 |  |
| Ta.13255.1.S1_at | Dehydrin WZY1 | AF453444 | Forward | ATGGCACCTACGGACAGCAGGGTA | 62 | 128 |
| Reverse | ATCGGTGACATGCGTCCCAGTAC | 60 |  |
| TaAffx.98394.1.S1_at | Q-type C2H2 zinc fingerprotein (ZFP23) | EU408223 | Forward | GAGCCAGGGCTTCGACCTGAAT | 60 | 119 |
| Reverse | GCATGAGCCTCGGCTTCTTGAA | 60 |  |

How the deposited data were processed for this re-analysis (not part of the article)

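Flag leaves of the durum wheat mutant and its wild-type were sampled at anthesis from plants grown in a glasshouse under control conditions or under terminal water stress, with watering reduced from Zadoks stage 45. Each of the 4 groups (both genotypes under both treatments) has 3 biological replicates, and each replicate pools flag leaves of 5 plants on 1 Affymetrix Wheat Genome Array, 12 arrays in all. The values are the authors' deposited table, in which every one of 61290 probe sets has an intensity on a linear scale for each array. The submitters' processing notes name the Affymetrix software MAS5, whose version is not stated in the sources used here (the paper, the sample and series records and the table itself). All 12 arrays have a 2% trimmed mean of 500.3, so each was scaled to a common target, and no further normalization between arrays was found in the values. The paper's own analysis used RMA values with MAS 5.0 detection calls. The table used here holds no detection calls, and probe-level files, protein data and the physiological measurements were not analysed here.

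Intensities were log2 transformed without an offset. Left out were 111 control probe sets. The array also carries 64 probe sets for reporter genes, of which 3 passed the filter. In place of detection calls, a probe set was kept when it exceeded the 60th percentile of its array in all 3 replicates of at least 1 group, which kept 24590. The median intensity of an array over all probe sets was between 50.5 and 66.5, and its 60th percentile between 92.2 and 117.3. The median SD of log2 intensities between replicates was 0.15 in the wild-type under control, 0.16 in the mutant under control, 0.20 in the wild-type under water stress and 0.24 in the mutant under water stress.

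Group means were fitted with limma 3.58.1 in R 4.3.3, and variances were moderated with an intensity trend. The 6 comparisons were mutant against wild-type under control, under water stress and averaged over both treatments, water stress against control in each genotype, and the genotype by water stress interaction. P-values were adjusted by Benjamini and Hochberg's method over the kept probe sets of each comparison, and a probe set was called at an adjusted p under 0.05 and at least 2-fold. Lists of genes were tested with camera at a preset correlation of 0.01 between genes, again with an estimated correlation, and with fry, with adjustment over the lists of each comparison, for lists with at least 5 kept probe sets. The lists of gene symbols that were fixed before the data were examined could not be tested: of 25, only 2 had any kept probe set, because the annotation gives symbols for 1273 probe sets and 1254 of these are locus numbers. Tested were 14 of the 19 sections of the study's tables, which the study chose on these same arrays. Correlations used exact permutation over all pairings, and control transcripts were compared by exact permutation of the arrays. The model was tested on simulated data with known changes at the spread of these arrays. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

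Probe sets to be named were chosen by a rule fixed at the same time: in each comparison the 10 with a gene name and the largest difference in each direction among those called with groups that do not overlap (for the interaction, among those called), the 2 largest in each direction without a name, and every probe set in the study's Tables 5, 7, S2 and S6. The values in those tables had been read before. Of the 208 probe sets in them, 205 were kept. Probe set names are printed with _ where the names on the array have a dot.

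Alternatives were quantile normalization, no filter, a filter that keeps the 40% of probe sets with the highest mean, log2 of the intensity plus 32, no intensity trend, only the arrays of the groups compared, the methods' t-test (Welch) with the same adjustment, unadjusted p-values, no fold threshold, replicate number as a block, leaving out probe sets whose name ends in _x_at or _s_at, array weights, and leaving out each array in turn. The replicate number is not tied to plots or blocks in the records. Added after the data were seen were the methods' t-test at unadjusted p-values, the same after quantile normalization, and principal components without mutant water stress replicate 3. Splits of the arrays into other groups of the same sizes were refitted. Positions of probe sets on the genome could not be obtained from the reference, which lists locus tags only.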

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

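The tests of genes called in 1 genotype only, that of mutant water stress replicate 3 included, were chosen after those results were seen, and the interaction and the splits of the arrays were set before.

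The response to water stress differed between the mutant and the wild-type in 39 probe sets by limma's interaction test (9 more positive and 30 more negative in the mutant), and 671 passed at an unadjusted p under 0.05 with 2-fold. The interaction compares the change in the mutant with the change in the wild-type directly. The real split was compared with others of the same group sizes, 100 of the 200 distinct splits in all. Only the real one called as many, and the highest other split called 37. These splits exchange arrays between genotypes within each treatment, so they stand for no genotype difference at all. Where the genotypes differ under stress, they cannot exclude chance for the interaction. The 10 other splits that also part the stress arrays by genotype called between 0 and 37, and the other 89 up to 31. The count was 0 without any 1 of wild-type control replicates 1, 2 and 3, wild-type water stress replicate 3, mutant control replicates 1 and 3 and mutant water stress replicate 2, and it was 25 without wild-type water stress replicate 1, 106 without wild-type water stress replicate 2 and 148 without mutant water stress replicate 3.

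RAP2.12, a transcription factor of the AP2 family, had an interaction of -1.16 (standard error 0.14, adjusted p = 0.0335), with a rise in the wild-type of 1.06 (adjusted p = 2.0e-05) and -0.11 (adjusted p = 0.454) in the mutant. BZIP63, a basic leucine zipper transcription factor, had an interaction of -1.15 (standard error 0.18, adjusted p = 0.0342) on TaAffx_18447_1_S1_at. Its other probe sets in Table 7 did not pass the interaction. Probe set Ta_22572_1_S1_at of Table 5, without a gene name, had -1.64 (standard error 0.30, adjusted p = 0.0459), from 12.85 ± 0.32 to 11.20 ± 0.09 in the mutant (log2, SD, n = 3) and from 11.44 ± 0.26 to 11.43 ± 0.45 in the wild-type. Ta_3979_1_S1_at had 1.52 (standard error 0.25, adjusted p = 0.0380). TaAffx_111524_1_S1_at had 1.39 (standard error 0.21, adjusted p = 0.0342). Ta_28917_1_S1_x_at had -3.08 (standard error 0.52, adjusted p = 0.0380). Ta_22773_2_S1_x_at had -4.14 (standard error 0.71, adjusted p = 0.0380), a size that is not firm (-2.55 with 32 added), since its value in the mutant under stress (4.09 ± 0.27, log2, SD, n = 3) lies below the median of those arrays (5.97 to 6.06). All 7 lost their calls without any 1 of the arrays that brought the count to 0 (wild-type control replicates 1 to 3, wild-type water stress replicate 3, mutant control replicates 1 and 3, mutant water stress replicate 2), in a model without an intensity trend and with the replicate block, and Ta_22773_2_S1_x_at and Ta_22572_1_S1_at also with no filter. Further arrays ended calls too: wild-type water stress replicate 1 for Ta_22773_2_S1_x_at, Ta_22572_1_S1_at, Ta_3979_1_S1_at, TaAffx_111524_1_S1_at and BZIP63, mutant control replicate 2 for Ta_22773_2_S1_x_at, Ta_22572_1_S1_at, BZIP63 and Ta_28917_1_S1_x_at, and mutant water stress replicate 1 for Ta_22773_2_S1_x_at, Ta_22572_1_S1_at, Ta_3979_1_S1_at and Ta_28917_1_S1_x_at. The highest adjusted p without 1 array was between 0.101 (RAP2.12) and 0.138 (Ta_22572_1_S1_at).

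Water stress called 673 probe sets in the wild-type only and 1077 in the mutant only, and 27 of these 1750 passed the interaction. Of the other 1723, 93.3% had the same direction in the other genotype, and 948 (55.0%) did so at an unadjusted p under 0.05, where chance gives 2.5%. Of all kept probe sets, 35.3% in the wild-type and 40.6% in the mutant passed at this level for stress, in either direction. Many of the 1723 may thus be responses of both genotypes that pass the threshold in 1. At the same unadjusted level 656 of the 1750 passed the interaction, against 11.6% of all kept probe sets, though being called in 1 genotype only by itself favors this. The 27 that pass the adjusted interaction, of which 11 have the same direction in both, argue against a shared response for their own part, as far as the interaction calls hold. The larger number in the mutant is not due to mutant water stress replicate 3 alone (1221 without it), but it was 889 against 794 in the wild-type without mutant control replicate 3 and turned to 69 against 205 by the methods' t-test with adjustment, so it is not firm.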

How the results depend on the processing

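Chosen after the data were seen were the methods' t-test at unadjusted p-values, the same after quantile normalization, and principal components without mutant water stress replicate 3. Calls of named probe sets were counted once for each alternative, the setting with no fold threshold excepted. Of 3413 for alternatives that keep all arrays and were set before the data were examined, 440 were lost. Of 2076 for single arrays left out, 371 were lost. Gained were 263 and 106. Of 608 for the t-test settings chosen after the data were seen, 100 were lost and 75 gained. None turned to a call in the other direction, which settings on the same arrays can hardly give, so this says little about stability. Calls between the genotypes were not stable: of 28 named calls under water stress 7 held whichever array was left out, against 90 of 126 for stress in the wild-type and 125 of 150 in the mutant. Counts for stress in each genotype stayed within 1.5 times except by the methods' t-test with adjustment and with no fold threshold. Except where the construction shows it (no adjustment, no fold threshold), the cause was not tested. A model of only the groups compared changes both the number of arrays and the estimate of the spread.

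Mutant against wild-type under control, 0 by limma: 2 with no filter, 2 with 32 added, 1 without _x_at and _s_at probe sets, 53 with only the groups compared, 71 with array weights, 222 at unadjusted p, and 123 and 119 by the methods' t-test at unadjusted p without and with quantile normalization; by the methods' t-test with adjustment 0. Leaving out single arrays gave 0 to 1 (1 without wild-type control replicate 1 or 2). Other splits of these arrays: the real split called 0 and the highest other 0, with 10 of 10 splits calling as many, and the splits are too few for a share under 0.05.

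Mutant against wild-type under stress, 174: 5 with only the groups compared, 0 by the methods' t-test with adjustment (492 at unadjusted p by limma), 710 with no fold threshold and 479 with array weights, and 75 (without wild-type water stress replicate 3) to 290 (without wild-type water stress replicate 2) leaving out arrays, with 283 without mutant water stress replicate 3. The highest other split called 9 (1 of 10 splits as many), too few splits for a share under 0.05. Stress in the wild-type, 1787: 213 by the methods' t-test with adjustment and 5591 with no fold threshold. Stress in the mutant, 2191: 77 and 7013. For each the highest other split called 0 (1 of 10 as many), again too few splits for a share under 0.05. Shared by both 1110, wild-type only 673 and mutant only 1077: 8, 205 and 69 by the methods' t-test with adjustment, and 3618, 1936 and 3358 with no fold threshold.

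Interaction, 39: 19 with no filter, 0 without trend, 0 with the replicate block, 671 at unadjusted p, 68 with no fold threshold, 364 with array weights, and 0 (without wild-type control replicate 1) to 148 (without mutant water stress replicate 3) leaving out arrays. Average over treatments, 30: 12 without trend, 11 with the replicate block, 159 at unadjusted p, 145 with no fold threshold, 105 with array weights, and 2 (without mutant control replicate 3) to 47 (without wild-type water stress replicate 2).

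Principal component 1, 50.0%: 15.3 over all probe sets, 55.6 on linear values, 52.1 with 32 added, 53.8 without mutant water stress replicate 3. Component 2, 10.2%: 10.8 quantile normalized, 15.9 linear, 10.5 without that array. Component 3, 9.19%: 7.85 linear, 7.05 without it. R2 between replicates, 0.825: 0.946 over kept probe sets, 0.979 linear, 0.951 with 32 added. Correlation with qRT-PCR, 0.976: 0.931 on log2 values, and 0.947 (without wild-type control replicate 3) to 0.976 leaving out arrays. Lists past the threshold at the preset and with an estimated correlation: 4 and 2 under control, 9 and 3 between genotypes under stress, 8 and 4 for stress in the wild-type, 12 and 7 in the mutant, 9 and 4 in the interaction, and 7 and 6 for the average, where no filter gave 11 at the preset one.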

Differences from the paper's values

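All values of the paper come from RMA values with its own detection filter and t-test, and those here from MAS 5.0 signals with limma, at the paper's thresholds of 2-fold and an adjusted p under 0.05. Of the alternatives set before the data were examined, those named beside a value bring it within the paper's, and under all the others it still differed. A count, a share of variance or the coefficient of variation differs where one value is over 1.5 times the other. A value of the tables differs where its sign differs or its log2 distance exceeds the spread between replicates (the root of the summed squared SDs of both groups), so close values of an even gene can differ and distant values of a variable gene need not. R2 differs beyond the SD over replicate pairs, and the qRT-PCR correlation beyond the SD over leaving out arrays. Chosen only after the values were seen were the methods' t-test at an unadjusted p under 0.05 and the same after quantile normalization.

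Under control the paper has 23 induced and 15 repressed probe sets in the mutant and limma called 0 and 0, and no alternative set before closed this. Single probe sets of Table 5 passed under some: 17 induced and 14 repressed at unadjusted p, 9 and 1 with only the groups compared, 9 and 7 with array weights, 2 and 0 with 32 added, 1 and 0 with no filter, and 1 and 0 without _x_at and _s_at probe sets. The methods' t-test at unadjusted p, chosen after seeing the values, gave 91 induced and 32 repressed and dropped 14 of the 37 kept probe sets of Table 5, and after quantile normalization 84 and 35, dropping 12.

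For water stress in the mutant the paper has 1422 probe sets, here 2191 (top 40% by mean 1950, 32 added 1863, only the groups compared 2002, without _x_at and _s_at probe sets 1645, without mutant control replicate 1 2031, 2 2049 or 3 1882, or mutant water stress replicate 2 2086). In at least 1 genotype the paper has 1817, here 2864 (top 40% 2535, 32 added 2431, without _x_at and _s_at 2143, without mutant control replicate 3 2676). In the wild-type only the paper has 395, here 673 (top 40% 585, 32 added 568, without _x_at and _s_at 498, without wild-type control replicate 1 576 or 2 574), and of the downregulated the paper has 130, here 315 (the methods' t-test with adjustment 92). In the mutant only the paper has 535, here 1077, and upregulated 157, here 445, with no alternative within it. Downregulated in the mutant only are 378 in the paper, here 632 (top 40% 557, 32 added 545, only the groups compared 519, without _x_at and _s_at 458, without mutant control replicate 1 509 or 3 506). The methods' t-test at unadjusted p, chosen after seeing the values, gave 1704 in the mutant (1705 after quantile normalization), 2446 in either (2432) and 495 downregulated in the mutant only (536); it dropped 17 of 59 probe sets of Table 7 and 16 of 71 of Table S2 in the mutant, and 9 of 40 and 11 of 71 in the wild-type. Induced between mutant and wild-type under stress are 29 in the paper, here 62 (no trend 40, without wild-type water stress replicate 3 36, without mutant water stress replicate 1 43 or 2 43).

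Principal component 2 holds 15.8% in the paper, here 10.2% (quantile normalization 10.8, linear values 15.9). These are unlike components: the paper's represents the genotypes, while component 2 here mainly sets mutant water stress replicate 3 apart, with 3.58% of its variance between the genotypes (7.98% with quantile normalization and 24.5% on linear values). The component that separates the genotypes here, under water stress, is the third (9.19%, with 52.8% of its variance between them over all arrays). The axis of the paper's figure is labelled Component 3. R2 between replicates averages 0.995 in the paper, here 0.825, with a lowest of 0.988, here 0.793, neither within it under any alternative, and a highest of 0.997, here 0.843 (linear values 0.990). The paper states no scale for it. The correlation of array and qRT-PCR fold changes is 0.96 in the paper, here 0.976 (without wild-type control replicate 1 0.969, without mutant control replicate 2 0.967). With the paper's own array fold changes it was 0.961 as ratios and 0.955 with their signs, so the difference lies in the array values. The coefficient of variation of actin is 0.036 in the paper, here 0.0894 on linear and 0.00841 on log2 values, with no alternatives.

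Of 37 fold changes of Table 5, 4 differ: Ta_3647_1_S1_at, the paper's 3.2, here 2.16 (array weights, without wild-type control replicate 2 or mutant control replicate 2), WRKY45-like Ta_8614_2_S1_x_at, the paper's 2.7, here 1.62 (none), POX10 Ta_16980_1_S1_at, the paper's 2.1, here 3.57 (without mutant control replicate 3), and LEA1, the paper's -3.6, here -9.35 (32 added, -4.36).

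Log2 ratios of water stress in the wild-type differ for 7 of 40 in Table 7: peroxidase TaAffx_613_2_A1_x_at, the paper's 1.12, here 2.60 (32 added), peroxiredoxin 1.22, here 1.46 (quantile normalization, 32 added, array weights, without wild-type control replicate 3 or water stress replicate 2 or 3), galactokinase 1.27, here 1.79 (quantile normalization, 32 added, without control replicate 1 or water stress replicate 2 or 3), CT-BMY TaAffx_68872_1_S1_at -1.25, here -2.35 (32 added, array weights, without water stress replicate 2 or 3), CESA1 Ta_4447_1_S1_at 1.24, here 1.39 (quantile normalization, 32 added, without control replicate 2 or water stress replicate 3), IRX9 1.81, here 2.22 (none), and MLS 1.92, here 2.71 (quantile normalization, 32 added, without control replicate 2 or 3 or water stress replicate 1 or 3). In Table S2, 6 of 71 differ: SUS3 Ta_11152_2_A1_a_at, the paper's 1.92, here 2.29 (none), LKR/SDH 1.44, here 1.71 (quantile normalization, 32 added, without control replicate 1 or 2 or water stress replicate 1), PP2C Ta_10098_1_S1_at -1.05, here -0.43 (without control replicate 1), PP2C Ta_10098_1_S1_x_at -1.10, here -0.74 (none), and RAB18 Ta_29352_1_S1_at 1.94, here 3.62, and Ta_29352_1_S1_x_at 2.49, here 3.59 (none for either).

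In the mutant 5 of 59 in Table 7 differ: LHB1B2 Ta_3249_3_A1_at, the paper's 1.20, here 1.63 (array weights, without control replicate 1 or water stress replicate 1), PER12 -1.62, here -2.31 (32 added, without control replicate 3), peroxidase TaAffx_39568_2_S1_at -1.57, here -2.80 (32 added, array weights, without control replicate 1 or water stress replicate 3), CIPK23 Ta_5041_2_S1_a_at -1.22, here -0.90 (none), and CBL1 Ta_5272_3_S1_x_at -1.04, here -1.44 (without control replicate 3 or water stress replicate 2 or 3). In Table S2, 10 of 71 differ: SUS4, the paper's 1.41, here 1.86 (32 added, without control replicate 3 or water stress replicate 1 or 2), fructan exohydrolase Ta_26928_2_S1_x_at 1.28, here 0.96 (none), CWINV2 -1.43, here -1.86 (32 added, without control replicate 3 or water stress replicate 1 or 2), AGAL2 1.74, here 2.01 (none), ICL TaAffx_79139_1_S1_at 2.24, here 4.99 (32 added, without control replicate 3 or water stress replicate 1), LKR/SDH 1.10, here 1.55 (none), PP2C Ta_10098_1_S1_x_at -1.24, here -0.53 (without water stress replicate 1), JAZ11 -1.41, here -3.78 (32 added, array weights), PIP2;5 -1.17, here -1.70 (none), and ALDH7B4 Ta_2107_3_S1_at 1.06, here 1.32 (32 added, array weights, without control replicate 2 or 3 or water stress replicate 3). Between mutant and wild-type under stress CIPK23 Ta_5041_1_S1_at differs, the paper's -1.06, here -1.41 (32 added, without wild-type water stress replicate 2 or 3 or mutant water stress replicate 2). None of the 9 values of Table S2 for that comparison differ.

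The paper states that MVA1 rose specifically in the mutant, and it was called in the wild-type too (1.43, adjusted p = 0.0111), where both of the methods' t-test settings at unadjusted p and the methods' t-test with adjustment lost it. The paper states that ICL and MLS were not affected in the mutant, though its Table S2 lists a rise of ICL there on TaAffx_79139_1_S1_at. Here limma called MLS (2.08) and ICL Ta_23989_1_A1_at (3.36), from control values below the median of the arrays, and both calls were lost with only the mutant arrays in the model. The paper lists ICL as upregulated in the wild-type, where ICL Ta_23989_1_A1_at and TaAffx_79218_1_S1_at were called with 32 added, with only the groups compared, with array weights and at unadjusted p. The paper lists MLS as repressed between the genotypes under stress, which array weights (-2.25, adjusted p = 0.0174 for Ta_23970_1_A1_x_at), unadjusted p and, chosen after, quantile normalization with the methods' t-test at unadjusted p called.

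The paper calls PIP2;5, APX4 and MIOX1 induced and RAP2.8 and glyoxalase repressed in the mutant under stress, and limma called none of them. PIP2;5 passed with quantile normalization, 32 added, array weights, at unadjusted p, and without wild-type water stress replicate 2 or mutant water stress replicate 3. APX4 passed with 32 added, at unadjusted p and, chosen after, under both of the methods' t-test settings at unadjusted p. RAP2.8 passed with array weights, at unadjusted p and, chosen after, with quantile normalization and the methods' t-test at unadjusted p. Glyoxalase passed on both probe sets at unadjusted p only, and MIOX1 under no setting. In all, limma called 13 of 28 such values of Table 7 and 4 of 9 of Table S2, array weights 18 and 6, and unadjusted p 21 and 5.

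The paper lists GGT1 as downregulated in the mutant, here under 2-fold (-0.72) in every setting. P5CR, listed as upregulated in both, was under 2-fold in the mutant (0.93) except with array weights and without mutant water stress replicate 3. BCAT3, listed for both, was not called in the wild-type (1.70), except with 32 added, with only the wild-type arrays in the model and, chosen after, under both of the methods' t-test settings at unadjusted p. The paper treats the genes of Table 7 as specific to 1 genotype, and the interaction called 1 of 40 listed for the wild-type and 1 of 59 listed for the mutant.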

Other observations

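The tests of RNA quality and of the sample label on mutant water stress replicate 3 and of the induced genes of Table 5 were chosen after those results were seen; the other tests below were set before.

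Averaged over control and water stress, the germin-like protein GLP2b, Chitinase 3 and Blufensin1 were higher in the mutant, and LEA1 and ATHB-6 lower. GLP2b was at a log2 fold change of 1.70 ± 0.27 (± standard error), Chitinase 3 at 1.34 ± 0.23 and Blufensin1 at 1.08 ± 0.20. The control arrays carry the last pair, with 2.47 under control and 0.22 under stress for Chitinase 3 and 1.84 and 0.33 for Blufensin1, while GLP2b was at 1.85 and 1.56. LEA1 was at -2.53 ± 0.46 and the homeobox protein ATHB-6 at -1.20 ± 0.24. LEA1 in the mutant (4.47 ± 0.63 and 5.41 ± 1.66, log2, SD, n = 3) and GLP2b in the wild-type under stress (5.43 ± 0.78) lie below the medians of their arrays, and with 32 added the average was -1.64 for LEA1, 1.41 for GLP2b and, under 2-fold, 0.945 for Blufensin1. As lists, which the study chose on these arrays, the ABA response of Table S2 lay lower in the mutant (camera adjusted p = 0.000119, adjusted p = 0.0445 with an estimated correlation), and so did carbohydrate metabolism (7.7e-06 and 0.00590), the TCA cycle with related pathways (4.2e-06 and 0.0197) and the regulators of carbon metabolism (2.4e-05 and 0.0197) of Table 7. Of the 11 ABA probe sets limma called 0. Table S2 also holds the RAB protein Ta_2638_1_S1_at and the dehydrin WZY1-1, under the name RAB18. Table 5 lists both as repressed in the mutant on these arrays, which by itself favors a lower value of a list that holds them. The paper does not report the average over both treatments. In all 14 probe sets were higher and 16 lower by limma, among them 6 induced and 4 repressed probe sets of Table 5, which the study chose on these arrays. Of 100 splits of the arrays, out of 200 distinct ones, only the real one called as many, a share under 0.05, and the highest other split called 17. These splits exchange arrays between genotypes within each treatment, so they stand for no genotype difference in either. A difference under 1 treatment can thus exceed them, and they do not decide whether it is shared by both. Of 14 named calls the only 1 that held whichever array was left out was Ta_7543_1_S1_at, without a gene name (-1.31 ± 0.18). The count was 2 without mutant control replicate 3, 3 without mutant control replicate 2, 4 without wild-type control replicate 2, 7 without wild-type control replicate 1 or 3, 10, 15 and 19 without wild-type water stress replicate 3, mutant water stress replicate 2 and wild-type water stress replicate 1, and 47 without wild-type water stress replicate 2.

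Stress responses that the text has not yet described include the cysteine proteinase PAP-14, which is of a family active in leaf senescence and rose by 2.66 ± 0.45 in the wild-type and 3.42 ± 0.45 in the mutant. LKR/SDH, an enzyme of lysine breakdown, rose by 1.71 ± 0.15 and 1.55 ± 0.15. WRKY41 fell in both (-1.40 ± 0.14 and -1.21 ± 0.14). Of the 11 probe sets for the ABA response in Table S2, 4 rose and 3 fell in the wild-type and 6 rose and 4 fell in the mutant (camera adjusted p = 0.521 and 0.644). Of the 6 for ethylene, 4 rose and 2 fell in each genotype (camera adjusted p = 0.0116 and 0.0299, adjusted p = 0.132 and 0.162 with an estimated correlation). The study chose both lists on these arrays.

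Mutant water stress replicate 3 lies apart from the other mutant water stress arrays (mean absolute log2 difference 0.418). The 3' to middle ratio of glucose-6-phosphate dehydrogenase on it was 2.19 times the highest of the other mutant arrays (4.58 against 2.09). The ratios of spiked transcripts on it were not above theirs, a bound that control arrays set. They also lay between those of the other mutant water stress arrays (dap 3' to 5' 3.16, against 2.66 and 3.45). More degraded RNA in this sample is thus a candidate explanation. A wild-type sample under this label is argued against: over the 100 probe sets with the smallest p between the genotypes under stress without this array, its median position between the wild-type (0) and the other mutant arrays (1) was 0.72. The wild-type stress arrays, each measured in this way without itself, lay at 0.14, 0.39 and 0.01 and the other mutant ones at 0.90 and 0.77, and over 20 to 200 probe sets it lay at 0.72 to 0.83. RAP2.12, called without it, is at 11.67 on it, against 11.82 and 11.96 in the other mutant stress arrays and 13.09 to 13.34 in the wild-type. The position set before, over the 283 probe sets called without this array, did not decide (0.54, with wild-type water stress replicate 2 at 0.43). A different degree of stress in these plants stays open. The correlation of its deviation with the stress response was -0.32, but both share the other mutant stress arrays, and the same correlation was negative for each of the 6 stress arrays (-0.04 to -0.41, the largest for wild-type water stress replicate 1), so it is not particular to this array and does not decide. Wild-type water stress replicate 2 had a high 3' to middle ratio as well (4.06).

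The induced genes of Table 5 fell under stress in the mutant, and their choice shares the mutant control arrays with that response. Chance values of those arrays are not the whole reason, since the same genes had a median log2 fold change of -1.37 in the wild-type, whose arrays are not the mutant controls. Whether they add to the larger fall in the mutant cannot be told apart from a biological difference: under stress, where no control array enters, the median difference between the genotypes was 0.48, below the 1.66 under control and not at 0.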
